# Ectopic targeting of CG DNA methylation in Arabidopsis with the bacterial SssI methyltransferase

**DOI:** 10.1038/s41467-021-23346-y

**Published:** 2021-05-25

**Authors:** Wanlu Liu, Javier Gallego-Bartolomé, Yuxing Zhou, Zhenhui Zhong, Ming Wang, Somsakul Pop Wongpalee, Jason Gardiner, Suhua Feng, Peggy Hsuanyu Kuo, Steven E. Jacobsen

**Keywords:** Molecular engineering in plants, DNA methylation, Plant molecular biology

## Abstract

The ability to target epigenetic marks like DNA methylation to specific loci is important in both basic research and in crop plant engineering. However, heritability of targeted DNA methylation, how it impacts gene expression, and which epigenetic features are required for proper establishment are mostly unknown. Here, we show that targeting the CG-specific methyltransferase M.SssI with an artificial zinc finger protein can establish heritable CG methylation and silencing of a targeted locus in *Arabidopsis*. In addition, we observe highly heritable widespread ectopic CG methylation mainly over euchromatic regions. This hypermethylation shows little effect on transcription while it triggers a mild but significant reduction in the accumulation of H2A.Z and H3K27me3. Moreover, ectopic methylation occurs preferentially at less open chromatin that lacks positive histone marks. These results outline general principles of the heritability and interaction of CG methylation with other epigenomic features that should help guide future efforts to engineer epigenomes.

## Abstract (web summary)

The ability to target DNA methylation to specific loci is important for both basic and applied research. Here, the authors fuse CG-specific methyltransferase SssI with an artificial zinc finger protein for DNA methylation targeting and show the chromatin features favorable for efficient gain of methylation.

## Introduction

DNA methylation is an evolutionarily conserved epigenetic modification that plays critical roles in silencing transposable elements and in regulating gene expression^1–3^. In *Arabidopsis*, DNA methylation occurs within three sequence contexts: CG, CHG, and CHH (where H represents A, T, or C)^4^. The establishment of DNA methylation in plants involves the DNA methyltransferase DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2, the homolog of mammalian DNA methyltransferase DNMT3) through the plant-specific RNA-directed DNA Methylation (RdDM) pathway (Fig. 1A). RdDM involves the transcription of 30–40 nucleotide (nt) single-stranded RNAs (P4RNA)^5–7^ by RNA polymerase IV (Pol IV) that are then reverse transcribed by RNA-DEPENDENT RNA POLYMERASE 2 (RDR2)^8,9^, processed into 24 nt small interfering RNAs (siRNA) through DICER-LIKE 3 (DCL3)^10^, and loaded into ARGONAUTE 4 (AGO4)^11–13^. Next, siRNA-bound AGO4 recognizes noncoding P5RNAs, transcribed by Pol V, through sequence complementation^14^, which leads to their co-transcriptional slicing and triggers the recruitment of DRM2 and de novo methylation^15,16^ (Fig. 1A). After establishment, the maintenance of CG methylation requires the DNA methyltransferase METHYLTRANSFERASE 1 (MET1, the homolog of mammalian DNMT1), while maintenance of CHG and CHH methylation redundantly requires CHROMOMETHYLASE 3 (CMT3), CMT2, and DRM2^4,17,18^.

**Fig. 1:**
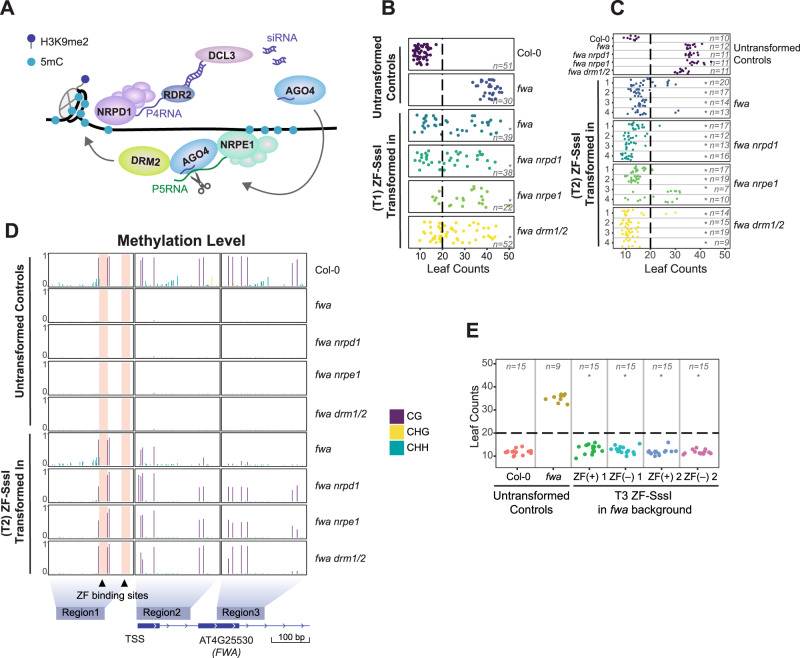
SssI-targeted methylation at the *FWA* promoter cause silencing. **A** Cartoon depicting the RNA-directed DNA methylation pathway. **B** Flowering time of untransformed controls, and T1 ZF-SssI lines in the *fwa* background or mutants that have been introgressed into the *fwa* background. The *X*-axis represents the number of leaves. Each dot represents one individual plant. Dashed lines indicate the cutoff we chose to define ‘early flowering’ versus ‘late flowering’ (*p-value < 0.01 compared to *fwa*, Welch two-sample *t-*test). **C** Flowering time of untransformed control lines and four representative ZF-SssI T2 lines in the *fwa* background or mutants that have been introgressed into the *fwa* background (*p-value < 0.01 compared to relative controls, Welch two-sample *t*-test). **D** CG, CHG, and CHH methylation levels over the *FWA* promoter measured by bisulfite (BS)-PCR-seq in untransformed controls and ZF-SssI in the *fwa* background or mutants that have been introgressed into the *fwa* background. The barplot represents data from one representative T2 plant for each genotype tested. Every single bar represents one cytosine. Black triangles and orange shaded rectangle regions indicate the designed ZF binding sites. The relative position of the three regions analyzed in the *FWA* gene are indicated as blue squares. **E** Flowering time of untransformed Col-0, *fwa*, and two representative T3 ZF-SssI lines with (+) or without (‒) the transgene. (* *p-*value < 0.01 compared to *fwa*, Welch two-sample *t*-test). Source data underlying Figs. 1B, 1C, and 1E are provided as a Source Data file.

Symmetric CG methylation is conserved across different organisms and is distributed mostly over heterochromatic or genic areas^3,19^. In plants, methylation over heterochromatic regions occurs in CG, CHG, and CHH contexts and plays an important role in transcriptional silencing of transposable elements and repetitive sequences^4,20^. By contrast, methylation over genic regions, known as gene body methylation (gbM), occurs specifically in the CG context, positively correlates with gene expression, and is enriched over constitutively expressed genes^21,22^. Despite its high degree of conservation across organisms, the function of gbM is not well understood^23^. Studies in different organisms have proposed various functions for gbM including regulation of gene expression, alternative splicing, antisense transcription, enhancement of splicing accuracy through exon definition, inhibition of RNA Polymerase II (Pol II) initiation, and reduction of Pol II elongation efficiency^3,24–27^. However, most studies in different plant species and natural accessions of the model plant *Arabidopsis* that present differences in gbM levels have shown a limited effect of this modification on gene expression^28–30^. Similarly, gbM does not seem to affect the overall pattern of different histone modifications in plants^29^. An exception is the histone variant H2A.Z, where gbM has been hypothesized to prevent H2A.Z expansion into gene bodies and transcription of aberrant transcripts^21,31^. However, a more recent study did not find a connection between H2A.Z and gbM in *Arabidopsis* and *E. salsugineum*^29^, making this connection somewhat controversial. Moreover, the H3K27me3 modification, which accumulates over tissue-specific or developmental genes, has also been shown to anticorrelate with gbM in *Arabidopsis*^32^.

With the development of DNA targeting tools such as artificial zinc fingers (ZF), TAL effectors, and CRISPR/Cas9 systems, controlled manipulation of DNA methylation at specific genomic loci has been successfully achieved in plants and animals^33–39^. Our recent study in *Arabidopsis* showed that targeting of different RdDM components tethered by an artificial ZF protein is sufficient to target methylation to ZF binding sites in the genome^34^. Previous studies in different organisms have used the *Spiroplasma* sp. strain MQ1 CG methyltransferase M.SssI (SssI) to target methylation^39,40^.

In this work, we fuse SssI to an artificial ZF designed to target the *FLOWERING WAGENINGEN* (*FWA)* promoter^33,34,38^ (ZF-SssI) and test its ability to target methylation in *Arabidopsis*. The ZF-SssI fusion protein successfully targets heritable DNA methylation to the *FWA* promoter and other ZF off-target sites. Moreover, ZF-SssI plants exhibit genome-wide ectopic CG methylation, especially over exons and transcription termination sites (TTS), suggesting nonspecific ectopic activity of the ZF-SssI fusion. Importantly, ectopic CG methylation is highly heritable over most genomic regions. We leverage this system to study features that characterize loci ectopically methylated by ZF-SssI and the effect that the addition of CG methylation has on gene expression, histone modifications, and histone variants.

## Results

### SssI-targeted methylation at the *FWA* promoter causes silencing

To test whether SssI is capable of targeting CG DNA methylation in *Arabidopsis*, we fused SssI with a previously described artificial zinc finger (ZF) designed to target the *FWA* promoter^33^. 

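Methylation at FWA was measured by bisulfite PCR amplicon sequencing (BS-PCR-seq), in which bisulfite turns unmethylated cytosines into bases read as thymine before chosen regions are amplified. The 9 libraries came from untransformed Col-0, fwa, fwa nrpd1, fwa nrpe1 and fwa drm1/2 plants and from T2 plants with ZF-SssI in each of the 4 fwa backgrounds. Each genotype had 1 library, so a difference between libraries cannot be told apart from a difference between single plants. The BS-PCR-seq methods give leaf as the tissue, while the plant-material methods and the sample labels give inflorescence. The authors filtered and trimmed the reads on the primer sequences, mapped them to TAIR10 with BSMAP and kept reads that mapped to a single place. They also removed reads with more than 3 consecutive methylated CHH sites (H stands for A, C or T), and this step is already part of the deposited values. The authors deposited, for each cytosine, the count of methylated reads, the count of all reads and their ratio as a fraction. The methylation level of a cytosine is its methylated reads as a percent of all reads, for cytosines with at least 20 reads. The level of a library in CG, CHG or CHH context is the unweighted mean over its cytosines in 3 regions of FWA. Median coverage over the cytosines of a region lay between 50 and 75 reads in Region 2 of the 4 untransformed fwa libraries, and between 5723 and 554653 reads elsewhere. Each ZF-SssI library was compared with the untransformed library of its background by a two-sided Fisher's exact test at every cytosine, with Benjamini-Hochberg adjustment. Confidence intervals are 95% Wilson intervals. Reads of PCR products are not independent molecules, so the intervals and tests cover counting error only.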

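FWA (AT4G25530) lies on the plus strand of chromosome 4 of TAIR10, from 13038360 to 13042464, and has 10 exons in the reference annotation. Its coding sequence starts at 13039312, inside exon 3, so exons 1 and 2 are untranslated. The regions amplified on the minus strand lie upstream of exon 1 or inside the untranslated part of the gene. Region 1, from 13038143 to 13038272, ends before the annotated start of transcription and holds 3 CG sites. Region 2, from 13038356 to 13038499, covers exon 1 (13038360 to 13038417) and part of intron 1 and holds 6 CG sites. Region 3, from 13038568 to 13038695, covers part of exon 2 (13038520 to 13038628) and of intron 2 and holds 7 CG sites. Regions 2 and 3 overlap the tandem repeat: at an offset of 211 bases, 107 of the 144 bases of Region 2 are identical to the sequence downstream. In untransformed Col-0, the mean CG methylation was 94.7% in Region 1, 88.1% in Region 2 and 88.6% in Region 3. The value of Region 1 takes in 2 plus-strand cytosines with 24 reads each, all of them methylated. In the fwa epiallele, the same means were 0.440% in Region 1, 5.60% in Region 2 and 0.209% in Region 3. The value of Region 2 in fwa rests on a single site at 13038385 with 28% of 50 reads methylated (95% Wilson interval, 17.5 to 41.7%). The other CG sites of that region had no methylated read, and at 50 reads the interval of such a site reaches 7.13%. Of the 81 bases around 13038385, 76 are identical to those around its repeat copy at 13038596, in Region 3.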

*FWA* is normally repressed by DNA methylation over its promoter region in wild-type Col-0 plants and the loss of DNA methylation induces heritable *fwa* epialleles with ectopic expression of the *FWA* gene causing a late flowering phenotype^41^. When expressed in plants harboring an unmethylated *fwa* epiallele, ZF-SssI successfully targeted methylation to the *FWA* promoter, silencing *FWA* and triggering a change from late to early flowering in the first generation of transformed plants (the T1 generation) (Fig. 1B–D and Supplementary Fig. 1). 

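In BS-PCR-seq of the fwa background, the mean CG methylation over the 3 regions was 35.3% with ZF-SssI, over 15 cytosines with levels from 2.30 to 88.3% (SD between cytosines 32.1). Without ZF-SssI the mean was 2.18%, and in untransformed Col-0 it was 90.3%. Of the 14 CG sites covered in both fwa libraries, 13 were higher with ZF-SssI at an adjusted p under 0.05 and none was lower. Pooling the reads of all sites in place of averaging the sites moved the mean of the ZF-SssI library to 31.2%. The level depended more on the region: it was 83.3% in Region 1, 40.1% in Region 2 and 6.48% in Region 3. Each of these means had between 86659 and 229054 reads at most of its sites, so counting error is small beside the differences between regions.

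**Figure D1:**
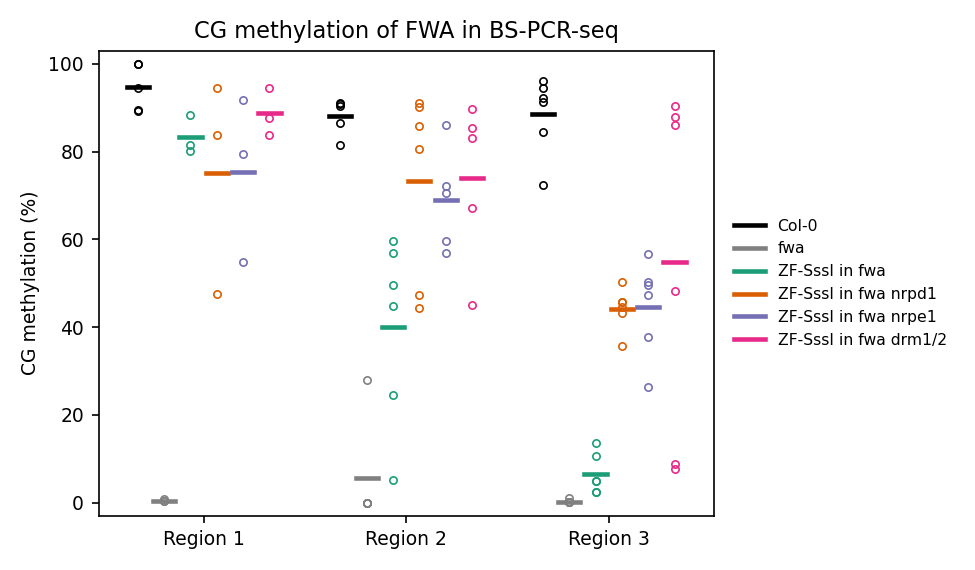
CG methylation (percent, vertical axis) in the 3 FWA regions (horizontal axis) of 6 BS-PCR-seq libraries. Circles are single CG cytosines with at least 20 reads and bars are their means, which in the ZF-SssI in fwa library fall from 83.3% in Region 1 to 6.48% in Region 3.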

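At the 3 CG sites of Region 1, upstream of the gene, the ZF-SssI in fwa library reached 81.5% at 13038250, 80.1% at 13038269 and 88.3% at 13038272. The Wilson interval of each of these levels is narrower than 1 percentage point. The corresponding levels in Col-0 were 89.3%, 89.6% and 94.6%, and in untransformed fwa 0.705%, 0.379% and 0.236%. Within Region 2, the sites in exon 1 at 13038361, 13038364 and 13038385 had levels of 49.5%, 56.8% and 59.6%, and the sites in intron 1 at 13038468 and 13038476 had 5.13% and 24.6%. Within Region 3, the highest level was 13.5% at 13038596 and the lowest was 2.30% at 13038678, against 0.990% and 0.0330% in untransformed fwa. The largest rise over untransformed fwa was 88.1 percentage points and the median rise was 18.6 points. In CHG context, with 3 cytosines, the mean was 1.23% in the ZF-SssI library and 0% in untransformed fwa, and 1 of the 3 cytosines was higher at an adjusted p under 0.05.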

As expected, ZF-SssI plants showed high levels of CG methylation at *FWA*. 

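Mean CHH methylation in the BS-PCR-seq regions was 4.69% in the ZF-SssI in fwa library, 0.255% in untransformed fwa and 13.5% in Col-0. The mean of Col-0 takes in plus-strand cytosines of Region 1 with no more than 29 reads, which had fewer than 20 reads in every other library. On the minus strand alone, a setting chosen after the values were seen, Col-0 had 6.95%, and the ZF-SssI library came to 67.5% of it in place of 34.8%. By region, the ZF-SssI in fwa library had 9.14% in Region 1, 3.05% in Region 2 and 1.48% in Region 3, the same order as its CG methylation. Of 57 CHH cytosines covered in both fwa libraries, 36 were higher with ZF-SssI at an adjusted p under 0.05 and none was lower. The 21 CHH cytosines of Region 2 had at most 50 reads in untransformed fwa. Among the 36 cytosines with at least 100 reads in both libraries, all 36 were higher. The largest change at a CHH cytosine was 24.8 percentage points.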

ZF-SssI plants also showed restored, but lower levels of CHH methylation at *FWA* compared to untransformed control plants (Fig. 1D). The partial restoration of CHH methylation is most likely the result of CG-methylation-dependent recruitment of the methyl-DNA binding proteins SU(VAR)3-9 homologs SUVH2 and SUVH9, which in turn recruit RdDM activity and the observed CHH methylation^33,42^.

To study if ZF-SssI mediated methylation and silencing are dependent on the RdDM pathway, we transformed ZF-SssI into the *fwa nrpd1* (*NRPD1* encodes the catalytic subunit of Pol IV, Fig. 1A), *fwa nrpe1* (*NRPE1* encodes the catalytic subunit of Pol V, Fig. 1A), and *fwa drm1 drm2 (fwa drm1/2)* backgrounds (DRM1 is a lowly expressed DRM2 paralog^43^, Fig. 1A). 

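The untransformed fwa nrpd1, fwa nrpe1 and fwa drm1/2 plants had as little methylation in the BS-PCR-seq regions as fwa. Their mean CG methylation was 2.12%, 2.01% and 2.07%, and in each of them most of it came from the site of Region 2 at 13038385, with 26.7%, 26.4% and 27.8%. In Region 1, no CG site of these 3 libraries was above 0.213%, with at least 7043 reads at each. Their mean CHH methylation was 0.155%, 0.102% and 0.102%.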

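With ZF-SssI, the mean CG methylation of FWA was 62.0% in fwa nrpd1, 59.9% in fwa nrpe1 and 69.0% in fwa drm1/2. In each of these 3 backgrounds, all 14 CG sites covered with and without ZF-SssI were higher with it at an adjusted p under 0.05. The smallest rise at a site was 35.6 percentage points in fwa nrpd1, 26.2 points in fwa nrpe1 and 7.59 points in fwa drm1/2. Region 1 had means of 75.2% in fwa nrpd1, 75.4% in fwa nrpe1 and 88.7% in fwa drm1/2. Region 2 followed with 73.2%, 69.1% and 74.1%. Region 3 had the lowest means, with 44.2%, 44.6% and 54.8%. In fwa drm1/2, 2 sites of Region 3, at 13038678 and 13038686, had 7.64% and 8.86%, while the other 4 sites of that region lay between 48.3 and 90.4%. Relative to Col-0, CG methylation came to 68.6% in fwa nrpd1, 66.4% in fwa nrpe1 and 76.4% in fwa drm1/2, against 39.1% in the fwa background. These are single plants, so the higher levels in the mutants were not tested against differences between lines. From the CG methylation in these 3 backgrounds, in which RdDM is lost, together with the silencing of FWA, the paper concludes that ZF-SssI methylates the promoter without the RdDM pathway (Fig. 1B–D).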

ZF-SssI successfully established methylation and silencing of *FWA* in all three mutant backgrounds (Fig. 1B–D and Supplementary Fig. 1) indicating that ZF-SssI can methylate the *FWA* promoter independently of the RdDM pathway and, consistent with previous reports, that promoter CG methylation is sufficient to silence *FWA*^34^. Moreover, targeted methylation in these backgrounds was depleted of CHH methylation consistent with the idea that the CHH methylation found in ZF-SssI lines in the *fwa* background was due to the recruitment of RdDM by targeted CG methylation (Fig. 1D).

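Mean CHH methylation with ZF-SssI was 0.762% in fwa nrpd1, 0.843% in fwa nrpe1 and 0.842% in fwa drm1/2, 5.65 to 6.26% of the level in Col-0, or 11.0 to 12.1% of its level on the minus strand alone. These levels were still above those of the untransformed mutants, at 28, 36 and 35 of the 57 CHH cytosines by adjusted p, with no cytosine lower. The median change at a CHH cytosine was 0.314 percentage points in fwa nrpd1, 0.616 points in fwa nrpe1 and 0.633 points in fwa drm1/2, and the largest change was 3.70 points. CHG methylation was 0.822%, 2.38% and 0.762% over 3 cytosines. The rate of bisulfite conversion was not measured, so levels under 1% were not corrected for incomplete conversion.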

Targeted methylation was previously shown to be heritable after segregating away the effector construct^33–35^. To investigate the heritability of targeted CG methylation, we segregated away the ZF-SssI transgene in the T3 generation. We observed an early flowering phenotype in two independent T3 ZF-SssI lines either with or without the transgene, indicating that the targeted CG methylation and *FWA* silencing were heritable (Fig. 1E).

### ZF-SssI expression caused targeted and nontargeted ectopic methylation genome-wide

While the ZF was originally designed to bind to two tandem repeats in the *FWA* promoter (Fig. 1D), our recent study showed that ZF-RdDM fusions bind to thousands of ‘off-targets’ in the genome resulting in hundreds of hypermethylated loci^34^. Therefore, we analyzed genome-wide CG methylation levels in the ZF-SssI lines. Since the *fwa* epiallele used was generated by crossing wild-type Col-0 with *met1* mutant plants and, thus, contains a chimeric epigenetic landscape^34^, we instead transformed ZF-SssI into wild-type Col-0 plants for this experiment. We performed whole-genome bisulfite sequencing (WGBS) in two biological replicates of two independent ZF-SssI transgenic lines in T2 and T3 generations with the transgene present (+) or segregated away (‒) (*n* = 16 in total, Supplementary Data 1). Browsing the tracks generated from the WGBS clearly showed widespread ectopic CG methylation (but not CHG or CHH methylation) over different genomic regions in ZF-SssI (+) or ZF-SssI (‒) lines during T2 and T3 (Fig. 2A, B, and Supplementary Fig. 2A, B). On average, we observed around 3–4% genome-wide hyper CG methylation (hCG) mainly over euchromatic regions in ZF-SssI lines compared to Col-0 (Fig. 2C, D). Consistent with the observation of genome-wide hCG over euchromatic regions, we observed hCG over protein-coding genes (Fig. 2E). By contrast, no hCG was detected over transposable elements (TEs) (Fig. 2E).

**Fig. 2:**
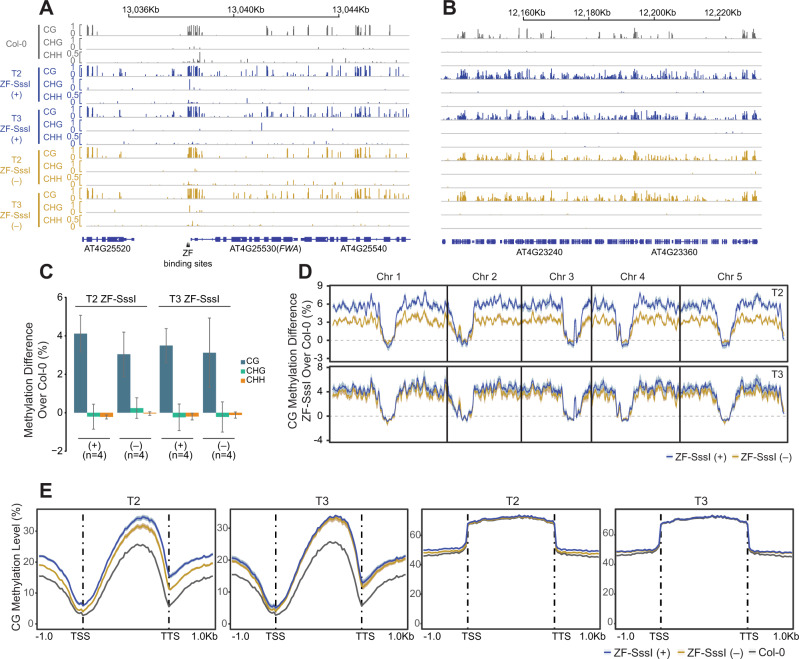
SssI-targeted genome-wide heritable CG methylation. **A** Screenshot for CG, CHG, and CHH methylation of representative ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene in Col-0 background over the *FWA* locus. Each bar represents a single base-pair. Black triangles indicate the designed ZF binding sites. **B** Screenshot for CG, CHG, and CHH methylation of representative ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene in the Col-0 background over a selected genomic region. **C** Barplot of genome-wide CG, CHG, and CHH methylation difference for ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene over Col-0. Error bars represent standard errors, center of error bars represent mean. **D** Genome-wide metaplot of CG methylation for ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene. The curve represents the mean, shaded area around the curve represents standard errors (*n* = 4). **E** CG methylation metaplot for Col-0 and ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene over protein-coding genes (left two panels) or transposable elements (TEs) (right two panels). The curve represents the mean, shaded area around the curve represents standard errors (*n* = 4).

To test whether the observed hCG was due to direct ZF-SssI binding, we performed chromatin immunoprecipitation sequencing (ChIP-seq) to map the genome-wide binding sites of ZF-SssI. Some hypermethylated regions were bound by the ZF-SssI, while many other hCG regions did not have a ZF peak (Supplementary Fig. 3A). ChIP-seq results identified 2151 ZF-SssI binding sites. Consistent with previous results from other ZF-RdDM fusions^34^, the ZF-SssI showed a preference for promoter regions and preferentially bound to the core cis-motif sequence specified by the inner ZF repeats (Supplementary Fig. 3B, C). Analysis of ZF-SssI ChIP-seq and WGBS showed a clear hCG enrichment over ZF-SssI binding sites but also showed random hCG flanking the ZF-SssI summits (Supplementary Fig. 3D). This suggests that the hCG we detected is a combination of ZF-SssI-targeted methylation as well as nonspecific ectopic methylation triggered by ZF-SssI.

### Hyper CG-methylated sites in ZF-SssI occur preferentially over previously unmethylated gene bodies

We further investigated the ectopic CG methylation caused by ZF-SssI to (i) analyze the characteristics of the CG sites that are competent to become hypermethylated, (ii) study the heritability of hCG sites, and (iii) investigate the potential crosstalk between hCG, gene expression, and histone modifications. We first analyzed the cytosine counts in Col-0 and ZF-SssI lines with different levels of CG methylation. In general, ZF-SssI lines showed an overall increase in methylated CG sites compared to Col-0, except for CG sites with saturated (90–100%) methylation levels in Col-0 (Fig. 3A).

**Fig. 3:**
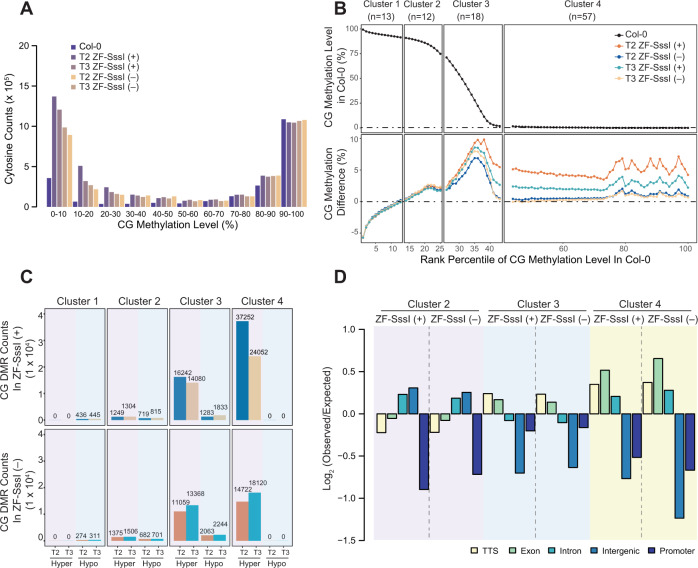
Characteristics of hyper CG-methylated sites in ZF-SssI. **A** CG cytosine counts grouped by CG methylation level in Col-0 and ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene. **B** CG methylation level of 200 bp bins in Col-0 (upper panel) and CG methylation difference in ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene (lower panel) ranked by the CG methylation level in Col-0. Methylation difference is the absolute difference in CG methylation levels between ZF-SssI lines and Col-0. Four clusters are defined by the methylation level of 200 bp bins in Col-0. N represents the number of ranked percentiles within the cluster. **C** Count of hyper and hypo differentially methylated regions (DMRs) in ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene in the four clusters. **D** Genomic distribution (Observed versus Expected) of the hyper CG DMRs in ZF-SssI lines during T2 and T3 with (+) or without (‒) the transgene in Clusters 2, 3, and 4.

To visualize this in more detail, we examined the relationship between pre-existing CG methylation and ZF-SssI-dependent hCG. We rank-ordered the CG methylation in 200 bp bins in Col-0 and plotted this along with the difference in CG, CHG, and CHH methylation levels between ZF-SssI lines and Col-0 (Fig. 3B and Supplementary Fig. 4A, B). After removing bins with no CG methylation in any of the genotypes (Col-0, ZF-SssI (+) or ZF-SssI (‒)), we divided the remaining 200 bp bins into four clusters based on the CG, CHG, and CHH methylation levels in Col-0 and the CG methylation difference between ZF-SssI lines and Col-0 (Fig. 3B and Supplementary Fig. 4A, B). Cluster 1 contained bins with high pre-existing CG, CHG, and CHH methylation in Col-0, and hypo CG methylation in ZF-SssI lines compared to Col-0 (top 13 ranked percentiles). Cluster 2 contained bins with pre-existing CG, CHG, and CHH methylation in Col-0 and hCG in ZF-SssI (ranked percentiles 14–25). Cluster 3 contained bins with pre-existing CG methylation but no CHG or CHH methylation in Col-0, and hCG in ZF-SssI (ranked percentiles 26–43). Cluster 4 showed no pre-existing DNA methylation in Col-0 but hCG in ZF-SssI (ranked percentiles 44–100). Consistent with the genome-wide methylation analysis (Fig. 2C), no hyper CHG or hyper CHH methylation was observed in Clusters 1–4 (Supplementary Fig. 4A, B). Using the 200 bp regions from these four clusters, we defined differentially methylated regions (DMRs) comparing ZF-SssI (+) or ZF-SssI (‒) lines during T2 and T3 with Col-0 for each cluster. In general, we observed a significant overlap of hypermethylated CG DMRs (hCG DMRs) between ZF-SssI lines during T2 and T3 (Supplementary Fig. 4C). To include all the potential hCG sites, we utilized the union set of T2 and T3 hCG DMRs for further analyses. Consistent with Fig. 3B, DMR analysis indicated that Cluster 1 only presented hypomethylated DMRs, while Clusters 2–4 showed more hypermethylated CG DMRs than hypomethylated DMRs in both ZF-SssI (+) and ZF-SssI (‒) lines (Fig. 3C). The DMR analysis was therefore consistent with the analysis of overall levels of methylation in these clusters.

We focused further analyses on the clusters showing hCG DMRs (2, 3, and 4; Supplementary Data 2). To have a control set with comparable pre-existing CG methylation in Col-0, we generated CG-methylation-equivalent (mCG-equivalent) control regions with the same number of 200 bp bins randomly selected from the same ranked percentile of the hCG DMRs. Sequence context analysis in Clusters 2, 3, and 4 showed that hCG DMRs in ZF-SssI lines have a significant preference for regions with higher (C + G) percentage and CG, CHG, and CHH densities compared to mCG-equivalent control regions (Supplementary Fig. 4D, E). We also studied the genomic distribution of hCG DMRs in Clusters 2, 3, and 4. Compared to mCG-equivalent control regions, hCG DMRs in Cluster 2 were enriched in introns and intergenic regions and depleted mostly in promoters (Fig. 3D). By contrast Clusters 3 and 4 were mainly enriched over transcription termination sites (TTS) and exons, and were depleted over intergenic and promoter regions (Fig. 3D). This profile is different than that observed for the ZF-SssI binding distribution (Supplementary Fig. 3B) and supports the idea that a fraction of the hCG observed is independent of ZF binding to chromatin. In summary, hypermethylated regions were mostly enriched over gene bodies and showed a preference for higher (C + G) percentage and CG, CHG, and CHH densities. Moreover, this analysis highlights the recalcitrant nature of promoters for gaining ectopic methylation.

### Hyper CG DMRs occur preferentially at relatively less accessible chromatin

To investigate the epigenetic landscape of hCG sites, we performed ATAC-seq and ChIP-seq for various histone marks in Col-0. We plotted the CG methylation difference, ATAC-seq signal, H2A, H3, H2A.Z, H3K4me1, H3K4me3, H3K27me3, H3K36me3, and PanH3Ac (Fig. 4, Supplementary Data 3, and Supplementary Data 4) over hCG DMRs and mCG-equivalent control regions. For these analyses, we focused on Clusters 3 and 4 that have a much higher number of hyper DMRs than Cluster 2 (Fig. 3C) and represent regions with either pre-existing CG methylation (Cluster 3), or regions that gained CG methylation de novo (Cluster 4).

**Fig. 4:**
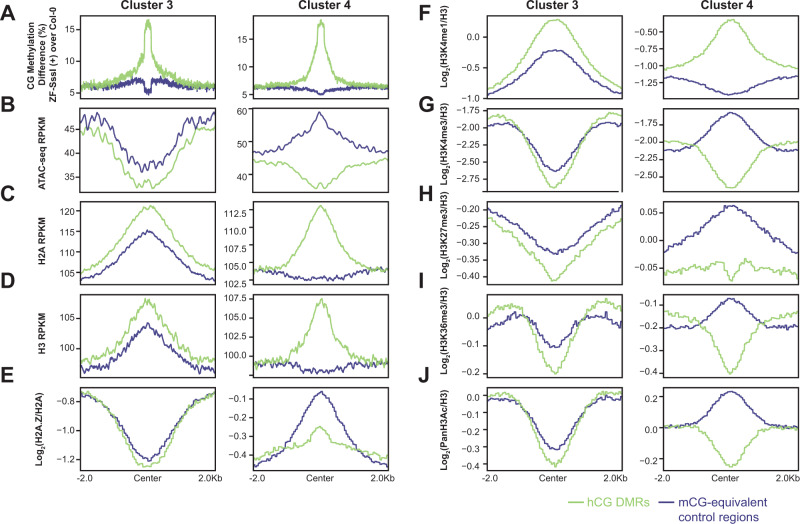
The epigenetic landscape for hyper CG DMRs of Clusters 3 and 4 in Col-0. Metaplot of the CG methylation difference of ZF-SssI over Col-0 (ZF-SssI (+) lines during T2 and T3 merged) (**A**), ATAC-seq signals (**B**), H2A (**C**) and H3 (**D**) occupancy, H2A.Z (**E**), H3K4me1 (**F**), H3K4me3 (**G**), H3K27me3 (**H**), H3K36me3 (**I**), and PanH3Ac enrichment (**J**) over hyper CG DMRs and CG-methylation-equivalent control regions in Clusters 3 and 4.

Compared to the surrounding chromatin, the landscape of hCG DMRs and mCG-equivalent control regions in Cluster 3 showed a similar trend with lower chromatin accessibility, higher levels of unmodified H3 and H2A histones and H3K4me1, and lower levels of H2A.Z, H3K4me3, H3K27me3, H3K36me3, and H3 acetylation (Fig. 4A–J). Chromatin over mCG-equivalent control regions in Cluster 4 showed a more open conformation and was enriched with activating marks (H3K4me3, H3K36me3, and H3 acetylation) as well as H2A.Z and H3K27me3 (Fig. 4B, E, G–J), while it was slightly depleted in unmodified H3 histones, H2A histones, and H3K4me1 (Fig. 4C, D, F). The hCG regions in Cluster 4 contained features that resembled those in Cluster 3, with higher levels of unmodified histones and H3K4me1 and lower chromatin accessibility and activating marks, except for the preference of higher H2A.Z levels (Fig. 4B–J). H2A.Z and H3K27me3 have been shown to anticorrelate with DNA methylation levels^31,32^. Consistent with this, hCG regions in Cluster 4 showed lower levels of these two marks when compared to control regions (Fig. 4E, H). In summary, we conclude that ZF-SssI-mediated ectopic methylation usually occurs over less accessible chromatin, is enriched in H3K4me1, and is associated with low levels of activating histone marks, H2A.Z, and H3K27me3.

### Genome-wide hCG triggers limited changes in gene expression

We used the ectopic gbM obtained with ZF-SssI to study the possible role of gbM in gene expression using RNA-seq (Supplementary Data 5). 

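RNA-seq was done on 35 libraries of Col-0 and of ZF-SssI lines 1 and 2 in the T2 and T3 generations, with the transgene (+) or after it was segregated away (‒). Each group had 4 biological replicates, apart from ZF-SssI (+) T2 line 1 with 3. The authors aligned the reads with STAR and deposited the raw read counts that featureCounts gave for 33602 genes, without normalization. The headers of these tables record reverse-stranded counting, with multi-mapping reads counted and duplicates left out. Between 4789977 and 74879138 reads per library were counted on genes, with a median of 13356783. The median of a group was lowest in ZF-SssI (+) T2 line 2, with 6475319, and highest in ZF-SssI (+) T3 line 1, with 53482010. The headers also name the sequencing lane. All 4 Col-0 libraries were from lane 6 and all 15 ZF-SssI (+) libraries from lane 7, so lane and transgene cannot be told apart in the ZF-SssI (+) comparisons. Of the ZF-SssI (‒) libraries, only T3 line 1 replicates 3 and 4 were from lane 7. FWA was expressed at 1.93 ± 1.15 CPM (SD, n = 4) in Col-0. The ZF-SssI lines of the RNA-seq are in this background, where FWA is already repressed, so these libraries could not show its silencing. The means of the 8 ZF-SssI groups lay between 1.04 and 2.50 CPM, none of them different from Col-0 (lowest adjusted p 0.303 from edgeR's quasi-likelihood test), with 2 to 124 reads per library.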

Although ZF-SssI lines showed high levels of ectopic CG methylation over hundreds of gene bodies, global gene expression levels were similar to Col-0 (Supplementary Fig. 5A). 

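RPKM values were computed from the deposited counts and the exon length of each gene, and the median of log2(RPKM + 1) over all 33602 genes was taken as the global level of a library. It was 2.30 ± 0.05 in Col-0 (SD, n = 4). In ZF-SssI (+) it was 2.28 ± 0.02 in T2 line 1 (n = 3), 2.13 ± 0.07 in T2 line 2, 2.27 ± 0.05 in T3 line 1 and 2.24 ± 0.04 in T3 line 2 (n = 4 each). In ZF-SssI (‒) it was 2.29 ± 0.02 in T2 line 1, 2.31 ± 0.03 in T2 line 2, 2.26 ± 0.02 in T3 line 1 and 2.37 ± 0.0049 in T3 line 2 (n = 4 each). A pair of groups lay apart from all 4 Col-0 libraries. The difference from Col-0 was -0.16 in ZF-SssI (+) T2 line 2 and 0.069 in ZF-SssI (‒) T3 line 2, each with p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow, and 0.114 after Benjamini-Hochberg adjustment over the 8 comparisons. The other 6 differences were between -0.054 and 0.013 (exact permutation p from 0.143 to 0.771). Across genes, which are not independent replicates, Pearson's correlation between the mean profile of a group and that of Col-0 was between 0.976 and 0.997. The mean over genes in place of the median moved a difference most, that of ZF-SssI (+) T2 line 2, to -0.073 (exact permutation p = 0.0286). With only genes at 1 RPKM or more on average, the differences of ZF-SssI (+) T3 line 1 and ZF-SssI (‒) T3 line 1 became -0.086 and -0.079 (exact permutation p = 0.0286 each).

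**Figure D2:**
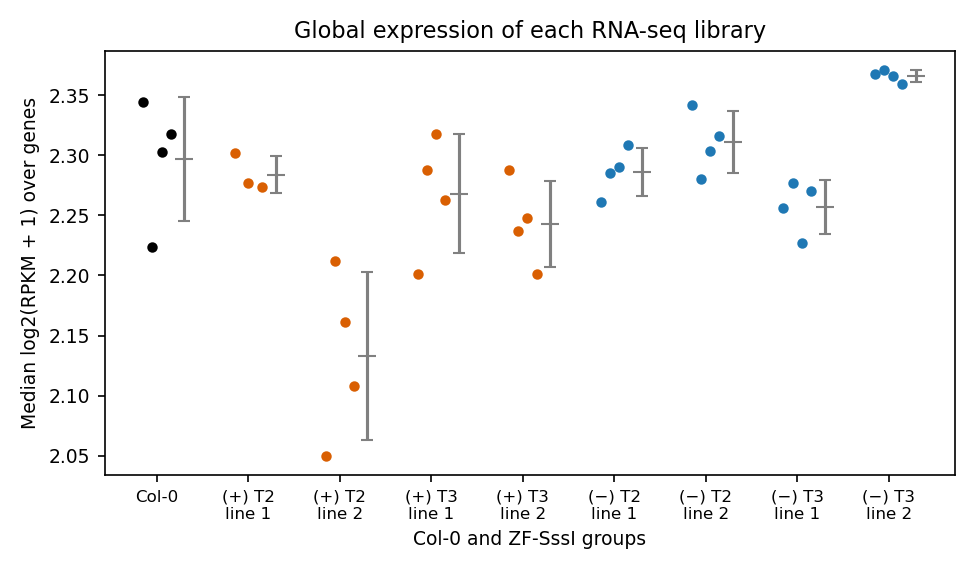
Median log2(RPKM + 1) over all genes (vertical axis) of each RNA-seq library, by group (horizontal axis; black, Col-0; orange, ZF-SssI (+); blue, ZF-SssI (‒)). Points are libraries and error bars are the mean with SD, which runs from 2.13 in ZF-SssI (+) T2 line 2 to 2.37 in ZF-SssI (‒) T3 line 2, with Col-0 at 2.30.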

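Each ZF-SssI group was compared with Col-0 by edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. DEGs were genes with an adjusted p under 0.05 and at least a 2-fold change. ZF-SssI (+) T2 line 1 had 412 DEGs up and 38 down among 21120 genes tested. ZF-SssI (+) T2 line 2, with 742 up and 676 down, had the most DEGs, 6.94% of 20422 genes. ZF-SssI (+) T3 line 1 had 719 up and 57 down, and ZF-SssI (+) T3 line 2 had 79 up and 120 down. Among the plants without the transgene, ZF-SssI (‒) T3 line 1 had 421 DEGs up and 27 down, ZF-SssI (‒) T3 line 2 had 90 up and 217 down, and ZF-SssI (‒) T2 line 2 had 13 up and 5 down. ZF-SssI (‒) T2 line 1 had 0 DEGs in either direction, with 82 genes up and 103 down by at least 2-fold at an unadjusted p under 0.05. The median log2 fold change over the tested genes stayed between -0.032 and 0.0047 in the 8 comparisons. DESeq2 gave more DEGs in all 16 counts, 4780 against 3616 in sum. The count that moved by the largest number of genes under any alternative set in advance was that of ZF-SssI (+) T3 line 1 up, which fell to 9 when lane was a covariate. The 4 libraries of ZF-SssI (‒) T3 line 1 came from both lanes. Against Col-0, its replicates 3 and 4 of lane 7 gave 348 DEGs up, and its replicates 1 and 2 of lane 6 gave 0, with 442 genes up by at least 2-fold at an unadjusted p under 0.05. All 421 genes called with the 4 libraries had the same sign in both pairs.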

The number of differentially expressed genes (DEG) identified in ZF-SssI (+) or ZF-SssI (‒) lines during T2 and T3 compared to Col-0 was variable (Supplementary Fig. 5B and Supplementary Data 6). 

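Of 20368 genes tested in all 4 ZF-SssI (+) comparisons, 44 were DEGs up in each of them and 1 was down in each. Called up in at least 1 comparison were 1102 genes, and called down 765. With DESeq2 in place of edgeR the shared counts were 59 up and 10 down. With all 35 libraries in one edgeR fit, 47 were up and 39 down. With the sequencing lane as a covariate in that fit, 0 were up and 0 down (50 and 37 at an unadjusted p under 0.05). The replicate block gave 14 up and 0 down (80 and 9 at an unadjusted p under 0.05). With 1 replicate left out in turn, 0 to 49 were up and 0 to 2 down (39 to 138 and 2 to 43 at an unadjusted p under 0.05). The 5 shared DEGs up with the largest mean change are MRD1, LHB1B2, ELIP2, LHB1B1 and ELIP1. MRD1 (AT1G53480, chromosome 1, 19963047 to 19964712, minus strand) rose from 1.54 ± 0.63 CPM in Col-0 (SD, n = 4) to 47.4 ± 3.8 CPM in ZF-SssI (+) T2 line 2 (n = 4) and 41.8 ± 0.94 CPM in T3 line 2 (n = 4). Its log2 fold change was 3.23 in T2 line 1 (SE 0.70, adjusted p = 0.0273), 5.01 in T2 line 2 (SE 0.25, adjusted p = 0.000194), 3.74 in T3 line 1 (SE 0.96, adjusted p = 0.0269) and 4.82 in T3 line 2 (SE 0.21, adjusted p = 4.17e-05 from edgeR's test). Plants without the transgene had a similar rise of MRD1 in 3 of the 4 ZF-SssI (‒) groups, with log2 fold changes of 4.17 to 4.78. LHB1B2 (AT2G34420, chromosome 2, 14522524 to 14523568, minus strand), which had 70.2 ± 21.9 CPM in Col-0, had log2 fold changes of 2.88 in T2 line 1, 3.03 in T2 line 2, 3.33 in T3 line 1 and 1.93 in T3 line 2 (adjusted p from 9.19e-05 to 0.0272). Its paralog LHB1B1 (AT2G34430, chromosome 2, 14524756 to 14525763, plus strand) had log2 fold changes of 1.82 to 3.06, with the same order of groups. ELIP2 (AT4G14690, chromosome 4, 8418283 to 8419263, plus strand) had log2 fold changes of 2.00 to 3.02, and its paralog ELIP1 (AT3G22840, chromosome 3, 8084447 to 8085560, minus strand) of 1.86 to 2.67. In T3 line 2, replicate 1 had 12.6 CPM of ELIP1, while the other 3 replicates had 24.6 to 26.2 CPM. Without the transgene, all 4 of these genes also rose in ZF-SssI (‒) T3 line 1, with log2 fold changes of 1.46 to 2.53 (adjusted p from 0.00365 to 0.0317 by edgeR's test). LHB1B2 and LHB1B1 fell in ZF-SssI (‒) T3 line 2, with -1.58 and -1.98 (adjusted p 0.0156 and 0.0178 by edgeR's test). None of the 4 passed in the ZF-SssI (‒) T2 groups. Multi-mapping reads were counted, so reads could be shared within these 2 pairs of paralogs. The shared DEG down, AT3G06435 (chromosome 3, 1969121 to 1970784, minus strand), had log2 fold changes of -1.35 in T2 line 1 (SE 0.16, adjusted p = 0.00468), -1.19 in T2 line 2 (SE 0.25, adjusted p = 0.0118), -1.11 in T3 line 1 (SE 0.21, adjusted p = 0.00802) and -1.08 in T3 line 2 (SE 0.19, adjusted p = 0.0279 from edgeR's test).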

We detected 61 shared upregulated and 41 shared downregulated DEGs in ZF-SssI (+) lines (Supplementary Fig. 5C, E). 

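Among 20750 genes tested in all 4 ZF-SssI (‒) comparisons, 0 were DEGs up in each and 0 were DEGs down in each. At an unadjusted p under 0.05 with at least a 2-fold change, 0 were up and 3 were down in all 4. The comparison of ZF-SssI (‒) T2 line 1, with 0 DEGs of its own, fixes both shared counts at 0. DEGs up in at least 1 of the 4 comparisons numbered 515 and DEGs down 247. With DESeq2 in place of edgeR for each comparison, the shared counts were again 0 up and 0 down. DESeq2 with all 35 libraries in one fit, chosen after the values were seen, called all 10 of the paper's shared DEGs down.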

ZF-SssI (‒) lines showed 10 shared downregulated DEGs while no common upregulated DEGs (Supplementary Fig. 5D, F). 

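The association of hCG DMRs with DEGs was recomputed on the part of chromosome 1 for which the authors' list of 200 bp hCG DMRs was at hand, which ends at 2259400 for ZF-SssI (+) and holds 1484 DMRs. Among 597 tested genes with a TSS in this part, 332 (55.6%) had a ZF-SssI (+) hCG DMR within 1 kb of the TSS. DEGs down in at least 1 of the 4 ZF-SssI (+) comparisons had one in 14 of 20 cases (70.0%, against 55.1% of the other genes). The odds ratio was 1.90 (95% confidence interval 0.674 to 6.12, p = 0.253 by a two-sided Fisher's exact test). DEGs up had one in 17 of 36 cases (47.2%, against 56.1%), with an odds ratio of 0.699 (95% confidence interval 0.334 to 1.45, p = 0.305 by Fisher's exact test). A window of 2 kb moved the odds ratio for DEGs down most, to 3.37 (Fisher's exact p = 0.337). With a window of 0.5 kb it was 2.48 (Fisher's exact p = 0.0632), and with hCG DMRs of Cluster 4 alone it was 2.67 (Fisher's exact p = 0.0430).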

To test the association of hCG DMRs with DEGs, we analyzed our data with RAD^44^ (Region Associated DEGs, https://labw.org/rad) and found that hCG DMRs flanking 1 kb of the transcriptional start sites (TSS) significantly correlated with downregulated genes in ZF-SssI (+) with the highest correlation at the TSS (Supplementary Fig. 5G and Supplementary Data 7). This indicates a repressive role in transcription of the ectopic methylation located in regions proximal to the TSS. 

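For ZF-SssI (‒), the listed part of chromosome 1 ends at 4215000 and holds 1708 hCG DMRs. A TSS within 1 kb of such a DMR was found for 398 of 1072 tested genes (37.1%). Of the DEGs down in at least 1 of the 4 ZF-SssI (‒) comparisons, 8 of 17 had one (47.1%, against 37.0% of the other genes), with an odds ratio of 1.52 (two-sided Fisher's exact p = 0.451). Of the DEGs up, 7 of 30 had one (23.3%, against 37.5%), with an odds ratio of 0.507 (Fisher's exact p = 0.128). After Benjamini-Hochberg adjustment over the 4 tests of both transgene states, the lowest p was 0.406. With a window of 0.5 kb, the odds ratio for DEGs up went from below 1 to 1.55 (Fisher's exact p = 0.420).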

A similar trend was observed between hCG DMRs and DEGs in ZF-SssI (‒) lines, although this association was not significant (Supplementary Fig. 5H and Supplementary Data 7).

Gene body methylation has previously been linked to alternative splicing^24–26^. Thus, we analyzed the alternative splicing events in our RNA-seq dataset (Supplementary Fig. 6A). With rMATs^45^, we analyzed skipped exon (SE), alternative 5ʹ splice site (A5SS), alternative 3ʹ splice site (A3SS), mutually exclusive exons (MXE), and retained intron (RI) for all protein-coding genes. Comparing to Col-0, we indeed observed some alternative splicing events (Supplementary Fig. 6A). However, the increased alternative splicing events (Inclusion level > 0) in ZF-SssI were comparable to those in Col-0 (Inclusion level < 0). Thus, we detected little correlation between hCG and alternative splicing events.

To test whether there were more localized differences in gene expression level over genes with ectopic gbM, we classified genes into ‘De novo gbM’ and ‘Enhanced gbM’ groups. We defined genes with less than 3% CG methylation and more than 10% CG methylation enhancement as ‘De novo gbM’ genes, and those with more than 3% CG methylation and more than 10% CG methylation enhancement as ‘Enhanced gbM’ genes (Supplementary Fig. 6B and Supplementary Data 8). Metaplot analysis of ZF-SssI RNA-seq data over ‘De novo gbM’ and ‘Enhanced gbM’ groups indicated limited changes of gene expression levels in both groups (Supplementary Fig. 6C). Moreover, we observed very few up- or downregulated DEGs in ZF-SssI (+) that overlapped with ‘De novo gbM’ and ‘Enhanced gbM’ genes (Supplementary Fig. 6D). Therefore, consistent with previous studies using *Arabidopsis* epiRILs and other flowering plant species that lack gbM^28–30^, our analyses suggest a limited role for gbM in transcriptional regulation.

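The expression of each gbM group in an RNA-seq library was summarized as a set score, the mean log2 CPM of the genes of the group minus that of all other tested genes. Supplementary Data 8 was at hand in part, with 1800 De novo gbM genes and 1670 Enhanced gbM genes, of which 925 to 1059 and 1237 to 1298 were tested. For De novo gbM genes, the score of ZF-SssI (+) relative to Col-0 was -0.033 ± 0.014 in T2 line 1 (SD, n = 3), -0.31 ± 0.13 in T2 line 2, -0.027 ± 0.057 in T3 line 1 and -0.064 ± 0.036 in T3 line 2 (n = 4 each). Only T2 line 2 had all its libraries below those of Col-0 (two-sided exact permutation p = 0.0286, and 0.114 after Benjamini-Hochberg adjustment over 4 groups). For Enhanced gbM genes, the score was -0.080 ± 0.0088 in T2 line 1 (SD, exact permutation p = 0.0571, the smallest that 3 libraries against 4 allow). It was -0.19 ± 0.069 in T2 line 2, -0.099 ± 0.019 in T3 line 1 and -0.085 ± 0.026 in T3 line 2, each with an exact permutation p of 0.0286 and an adjusted p of 0.0381. Every ZF-SssI (+) library thus had a lower Enhanced gbM score than every Col-0 library. The median log2 fold change of single genes was between -0.16 and -0.018 for De novo gbM genes and between -0.097 and -0.041 for Enhanced gbM genes. Medians of all other tested genes, which include gbM genes past the listed part, lay between -0.0213 and 0.00124. Changes of more than 2-fold were found in 5.08 to 18.8% of the De novo gbM genes and in 2.39 to 11.4% of the Enhanced gbM genes, with the highest shares in T2 line 2. In tested genes other than the listed De novo gbM genes the share was 2.08 to 10.1%. In those other than the listed Enhanced gbM genes it was 2.15 to 10.5%. Enhanced gbM genes had a lower share than other genes in T2 line 1 (2.59 against 4.04%) and T3 line 1 (2.39 against 5.16%). Their share was higher in T2 line 2 (11.4 against 10.5%) and T3 line 2 (3.32 against 2.15%). The 4 Col-0 libraries were sequenced in another lane than the ZF-SssI (+) libraries. Using the separate lists of gbM genes with H3K27me3 moved the scores most. These lists are not subsets of the genes scored above, since they run past the listed part of both groups. With the list of Enhanced gbM genes with H3K27me3, the score was -0.75 in T2 line 2 (exact permutation p = 0.0286) and 0.034 in T3 line 1 (exact permutation p = 0.657). Other Enhanced gbM genes then count among the genes it is compared with.

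**Figure D3:**
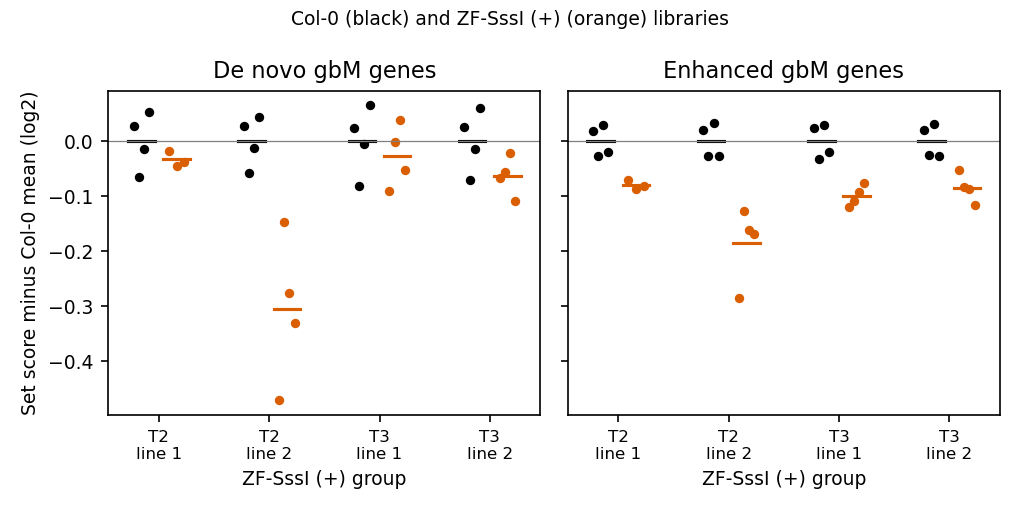
Set score relative to the mean of Col-0 (log2, vertical axis) of each library for De novo gbM genes (left) and Enhanced gbM genes (right), by ZF-SssI (+) group (horizontal axis). Points are libraries (black, Col-0; orange, ZF-SssI (+)) and bars are group means, which for Enhanced gbM genes lie between -0.19 and -0.080.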

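Among the genes that could be called in all 4 ZF-SssI (+) comparisons and whose gbM group could be read from the listed part, 27 were shared DEGs up and 1 was a shared DEG down. Of 921 De novo gbM genes in this background of 10972 genes, 2 were shared DEGs up, where 2.27 would fall there by chance (odds ratio 0.873, p = 1 by a two-sided Fisher's exact test). Of 1232 Enhanced gbM genes in a background of 10841 genes, 1 was a shared DEG up, where 3.07 would by chance (odds ratio 0.299, Fisher's exact p = 0.357, and 1 after Benjamini-Hochberg adjustment). Neither group held the shared DEG down. The De novo gbM genes among the shared DEGs up are NIP6;1 (AT1G80760) and LHB1B2, and the Enhanced gbM gene is LHB1B1, the paralog of LHB1B2. NIP6;1 had log2 fold changes of 1.04 to 1.63 in the 4 comparisons. With DESeq2, 3 De novo gbM genes and 1 Enhanced gbM gene were shared DEGs up, and 0 and 1 were shared DEGs down.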

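Counting DEGs of at least 1 of the 4 ZF-SssI (+) comparisons in place of shared DEGs gives larger numbers for the same 2 gbM groups. Of De novo gbM genes, 45 were up, where 50.3 would be by chance (p = 0.450 by a two-sided Fisher's exact test). Another 75 were down, against 39.9 by chance (odds ratio 2.14, Fisher's exact p = 6.41e-08). Of Enhanced gbM genes, 18 were up, against 61.6 by chance (odds ratio 0.258, Fisher's exact p = 8.51e-12), and 72 were down, against 47.7 (odds ratio 1.65, Fisher's exact p = 0.000303). Most of the genes down are from T2 line 2, with 66 De novo and 64 Enhanced gbM genes. These p values are unadjusted and treat genes as independent. From the small overlap of gbM genes with DEGs and the small changes over both groups, the paper proposes that gbM has a limited role in the regulation of transcription (Supplementary Fig. 6C, D).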

### Gain of methylation at gene bodies reduces H2A.Z and H3K27me3 accumulation

The gain of gbM in the ZF-SssI lines might disturb the distribution pattern of histone modifications and chromatin accessibility within gene bodies. To test this, we performed additional ATAC-seq and ChIP-seq experiments for different histone marks in ZF-SssI lines and compared this to the signal obtained for Col-0 controls. For these analyses we focused on the sets of ‘Enhanced gbM’ and ‘De novo gbM’ genes previously described (Supplementary Fig. 6B). In addition, we defined a set of control genes for the ‘Enhanced gbM’ and ‘De novo gbM’ groups with similar CG methylation levels in Col-0 but no hCG in the ZF-SssI lines. No significant differences were observed for the different marks tested over both ‘Enhanced gbM’ and ‘De novo gbM’ genes except for H2A.Z and H3K27me3 (Fig. 5, Supplementary Fig. 7, and Supplementary Fig. 8A, B). The H2A.Z histone variant showed two different profiles over genes with ‘Enhanced gbM’ and ‘De novo gbM’ groups (Fig. 5A). In the ‘Enhanced gbM’ group, the H2A.Z signal was more prominent over the TSS, which is characteristic of methylated genes with medium- to high expression^31,46,47^ (Fig. 5A). In the ‘De novo gbM’ group, the distribution of the H2A.Z signal was more even over gene bodies. According to previous reports, this distribution is characteristic of lowly expressed genes and it usually overlaps with the silencing mark H3K27me3^32^ (Fig. 5A). Interestingly, H2A.Z signal was lower at both groups of genes in the ZF-SssI lines (Fig. 5A–C, Supplementary Fig. 8A, B, and Supplementary Data 9). The ‘Enhanced gbM’ group showed a reduction over the second half of the gene body region while the ‘De novo gbM’ group presented a reduction over most of the gene body (Fig. 5A). H2A.Z signal over these regions in the control set of genes was similar in ZF-SssI lines and Col-0 (Fig. 5A). In the case of the H3K27me3 mark, we observed a reduction in ZF-SssI lines over most of the gene body for both ‘Enhanced gbM’ and ‘De novo gbM’ groups, while signal over control regions was not affected (Fig. 5A–C, Supplementary Fig. 8A, B, and Supplementary Data 9). Interestingly, the ‘Enhanced gbM’ group showed high levels of the H3K27me3 mark, which is unexpected considering the reported negative correlation between the accumulation of gene body methylation and H3K27me3 mark^32^ (Fig. 5A, C). Thus, we separated ‘Enhanced gbM’ genes into genes with or without H3K27me3 (Supplementary Fig. 8C-E). As expected, this analysis revealed a subset of ‘Enhanced gbM’ genes with no H3K27me3 (Supplementary Fig. 8C). These genes accumulated H2A.Z, mostly around the TSS, and consistent with our previous analyzes (Fig. 5A), showed a decrease in this mark over the second half of the gene body in the ZF-SssI lines (Supplementary Fig. 8D). Interestingly, this analysis revealed a smaller subset of genes from the ‘Enhanced gbM’ group that contained low levels of pre-existing gbM and H3K27me3. In line with the previous analysis, H3K27me3 and H2A.Z signals were reduced in these genes over the whole coding region in the ZF-SssI lines (Supplementary Fig. 8D). We also divided the ‘De novo gbM’ group into genes with or without H3K27me3, which resulted in similar conclusions (Supplementary Fig. 8E). Moreover, we observed higher ectopic gene body CG methylation levels in ‘De novo gbM’ genes without H3K27me3 compared to ‘De novo gbM’ genes with H3K27me3 (Supplementary Fig. 8E). Together, these results are in line with previous reports^31,32^ and suggest that gbM has a negative effect on H2A.Z and H3K27me3 accumulation.

**Fig. 5:**
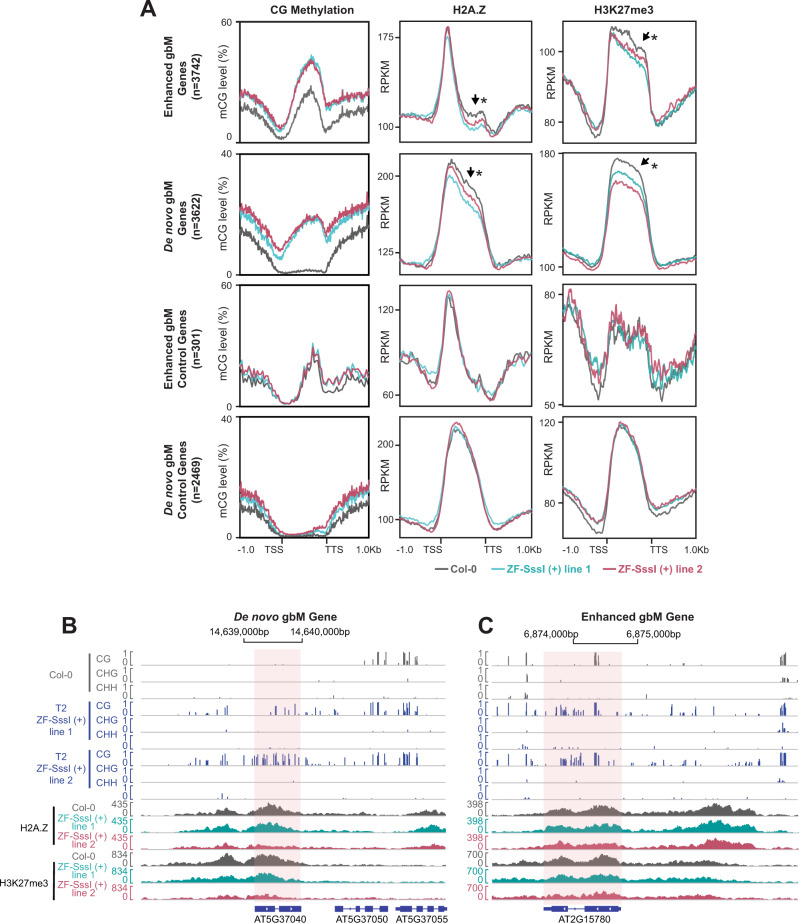
H2A.Z and H3K27me3 reduction over hypermethylated genes. **A** Metaplots of CG methylation (T2 and T3 merged), H2A.Z, and H3K27me3 levels in Col-0 and two representative ZF-SssI (+) lines over genes with ‘Enhanced gbM’ or ‘De novo gbM’ as well as a set of control genes with similar gene body CG methylation but no hypermethylation. *p-value < 0.05, Welch Two-Sample *t*-test (‘De novo gbM’ group, hypothesis testing performed on full-length genic regions; ‘Enhanced gbM’ group, hypothesis testing performed on last 50% of genic regions). The black arrow indicates the regions with reduced H2A.Z and H3K27me3. **B, C** Screenshot of WGBS tracks in Col-0 and two representative T2 ZF-SssI (+) lines, as well as H2A.Z and H3K27me3 ChIP-seq tracks in Col-0 and two representative T2 ZF-SssI (+) lines over selected ‘De novo gbM’ (**B**) and ‘Enhanced gbM’ (**C**) genes. Source data underlying Figure 5A are provided as a Source Data file.

### Ectopic CG methylation is highly heritable

We next examined in more detail the heritability of ectopic CG methylation in ZF-SssI plants where the transgene had been segregated away for two (T5 (‒)) generations and compared this with methylation levels in lines that had lost the transgene for one generation (T2 (‒), T3 (‒), and T4 (‒)) (Fig. 6A and Supplementary Fig. 9A, B). Comparing T4 (‒) and T5 (‒) plants, the targeted CG methylation was faithfully maintained with around 2–3% of genome-wide hCG methylation, mainly over euchromatic regions, compared to their side-by-side Col-0 controls (Supplementary Fig. 9C, D). Consistent with what we observed in T2 and T3 generations (Fig. 2E), we observed hCG over protein-coding gene bodies but not transposable elements (Supplementary Fig. 9E, F).

**Fig. 6:**
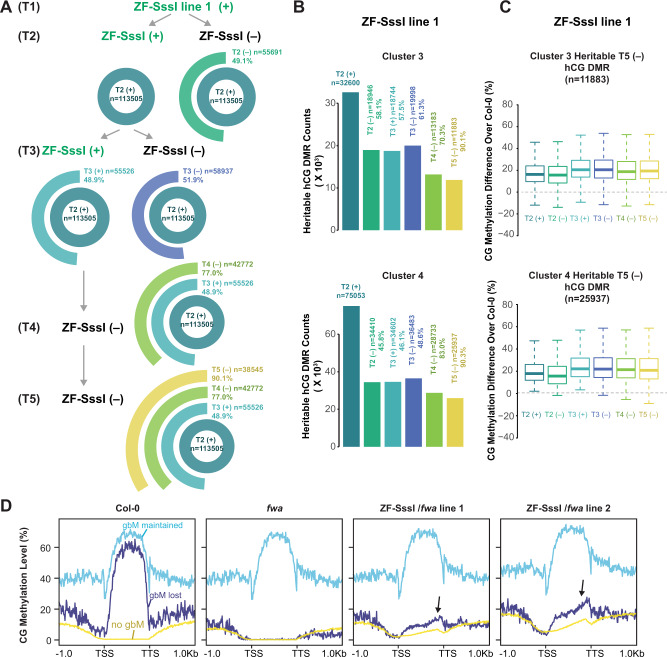
Targeted CG methylation is heritable. **A** Multilevel pie chart of the number of heritable hyper CG DMRs in ZF-SssI line 1 during T2, T3, T4, and T5 ((+) indicates ZF-SssI lines containing the transgene, which could be homozygous or heterozygous in the indicated generation; (‒) indicates plants without the transgene in the indicated generation). **B** Barplot for the number of heritable hyper CG DMRs over Clusters 3 and 4 in ZF-SssI line 1 during T2, T3, T4, and T5. For the percentage of heritable hyper CG DMRs T2 (‒), T3 (+), and T3 (‒) are compared with T2 (+); T4 (‒) is compared with T3 (+); T5 (‒) is compared with T4 (‒). **C** Boxplot of CG methylation difference level of ZF-SssI during T2 to T5 over Col-0 in Clusters 3, and 4 heritable hyper CG DMRs in ZF-SssI line 1 (‒) during T5. The middle line shows the median; boxes represent the 25th (bottom) and 75th (top) percentiles; and bars represent the minimum and maximum points within the 1.5× interquartile range. **D** Metaplot of CG methylation in Col-0, *fwa*, and two ZF-SssI lines in the *fwa* background over ‘no gbM’, ‘gbM lost’, and ‘gbM maintained’ protein-coding genes. ‘no gbM’ represents genes with no gbM in *fwa* and Col-0; ‘gbM lost’ represents genes that lost gbM in *fwa* compared with Col-0; ‘gbM maintained’ represents genes that maintained gbM in *fwa* compared to Col-0. The black arrow indicates the hCG in ZF-SssI/*fwa* lines over genes that had lost gbM in *fwa*.

In order to quantify the heritability of targeted hCG, we defined hCG DMRs comparing T4 and T5 ZF-SssI (‒) with their corresponding Col-0 controls and calculated the percentage of heritable hCG DMRs across multiple generations (from T2 to T5). In both transgenic lines used in this study, we observed a consistently high percentage (around 50–90% in the last generation) of heritable hCG DMRs (Fig. 6A and Supplementary Fig. 10A) indicating that ZF-SssI-dependent CG methylation is highly heritable. We then calculated the overlap between hCG DMRs of T2 to T5 generations in Clusters 3 and 4. Comparing heritable hCG DMRs in T2 ZF-SssI (‒) with T2 ZF-SssI (+), we identified 39-58% heritable hCG DMRs in Clusters 3 and 4 for both transgenic lines (Fig. 6B and Supplementary Fig. 10B). Similarly, 37–67% of hCG DMRs were heritable when comparing T3 ZF-SssI (either (+) or (‒)) with T2 ZF-SssI (+) (Fig. 6B and Supplementary Fig. 10B). A high level of heritable hCG DMRs (64–83%) was observed when comparing T4 ZF-SssI (‒) with T3 ZF-SssI (+) in Clusters 3 and 4. Most of the hCG DMRs (72-90%) were maintained when comparing T5 to T4 ZF-SssI (‒) plants (Fig. 6B and Supplementary Fig. 10B). Moreover, when we plotted the CG methylation level over heritable hCG DMRs identified in T5 ZF-SssI (‒) plants, we observed similar levels across multiple generations in both Clusters 3 and 4 (Fig. 6C and Supplementary Fig. 10C). These results confirm that, unlike CHH methylation^34^, once CG methylation is established it can be efficiently maintained. It is not surprising that hCG DMRs in Cluster 3 are heritable as these are sites that contain pre-existing CG methylation indicating that MET1 is already maintaining some CG methylation at these sites. However, high heritability in Cluster 4 regions, which did not have pre-existing methylation, indicates that ZF-SssI-dependent hCG can be efficiently maintained even without the ZF-SssI transgene.

We also analyzed CG methylation in *fwa* epimutant plants expressing ZF-SssI so that we could compare the occurrence of ZF-SssI-dependent hCG over regions that did not have pre-existing methylation with regions that were naturally methylated in wild-type but had lost this methylation in the *fwa* background prior to the introduction of ZF-SssI. The *fwa* epiallele is the result of a cross between Col-0 and the *met1* mutant, and thus presents a chimeric methylation profile where some gene bodies remain unmethylated while others recover wild-type methylation levels. We first classified genes into three groups including genes with no gbM (genes with less than 1% CG gbM in Col-0 and *fwa*), genes that had lost gbM in *fwa* (genes with more than 40% CG gbM in Col-0 but less than 1% CG gbM in *fwa*), and genes that maintained gbM in *fwa* (genes with more than 40% CG gbM in both Col-0 and *fwa*). We observed higher hCG in ZF-SssI lines in the *fwa* background over both protein-coding genes and transposable elements that had lost gbM in *fwa* than genes and transposable elements with no pre-existing gbM (Fig. 6D and Supplementary Fig. 10D). This result suggests that compared to genes without pre-existing CG gbM, genes that naturally displayed gbM have a higher tendency to become methylated after gbM was lost.

## Discussion

In this study, we used the bacterial CG methyltransferase SssI fused to an artificial zinc finger protein to target CG methylation in *Arabidopsis*. The ZF-SssI fusion was able to establish heritable CG, CHG, and CHH methylation over the *FWA* promoter and cause *FWA* silencing^34^. In addition, ZF-SssI targeted methylation and triggered early flowering in strong RdDM mutant backgrounds (*nrpd1*, *nrpe1*, and *drm1/2*) indicating that targeted CG methylation is independent of RdDM activity and sufficient to silence *FWA*. While the targeted methylation we detected by BS-PCR-seq over the *FWA* promoter is likely sufficient to silence *FWA* expression, ectopic methylation over other *FWA* regions might also contribute to its repression. Additionally, we also observed hCG methylation across the genome. While part of this hypermethylation was due to the binding of ZF-SssI to off-target sites, we also detected genome-wide ectopic CG methylation. Even though the ZF we designed is found mostly over promoter regions, the ectopic methylation accumulated preferentially over regions with less accessible chromatin landscapes. One possibility to explain this disparity is that the ChIP is revealing stable interactions between the ZF-SssI and chromatin, while the ectopic hCG is the consequence of unstable hit-and-run interactions between the ZF-SssI and regions that are more prone to become methylated and maintained by MET1. The expression of either a ZF-SssI version where the ZF is mutated to prevent binding to DNA or the expression of free SssI protein would help clarify the contribution of the ZF in ZF-SssI to the genome-wide hCG observed in these plants. Thus, in order to optimize the use of SssI for locus-specific targeting approaches, a more specific targeting system with fewer off-target sites is required. In this regard, CRISPR-dCas9 technology fused to SssI probably represents the best approach^35,39^. Additionally, SssI could be also exploited to trigger global hCG and generate epialleles in different plant species and crops by overexpressing the free SssI protein.

Although we detected widespread genome-wide hCG, CHG and CHH methylation remained constant indicating that RdDM was not recruited despite the known ability of CG methylation to recruit this pathway. One potential explanation for this is that the hCG we detected was mostly located over gene bodies that contain active epigenetic marks associated with transcription, such as H3K4 methylation that would likely prevent RdDM recruitment/activity. Indeed, Pol IV recruitment through the histone reader SAWADEE HOMEODOMAIN 1 (SHH1) is prevented by H3K4me3^48^. Previously, some ectopic hypermethylation effects have been observed in *Arabidopsis* when targeting methylation using the de novo methyltransferase DRM2^35^. However, this was largely restricted to non-CG sequence contexts and was mostly not heritable probably due to poor maintenance by MET1^35^.

We took advantage of the genome-wide hCG caused by ZF-SssI to study the epigenetic landscape that is favorable for CG methylation establishment. Hypermethylated regions were enriched over gene bodies and showed a preference for higher (C + G) and CG, CHG, and CHH densities (Fig. 3 and Supplementary Fig. 4). This is consistent with a previous observation that CG methylation correlates with higher CG density^49^. In addition, hCG methylated sites usually occurred over less accessible chromatin that was depleted of activating marks like H3K4me3, as well as H2A.Z and H3K27me3 (Fig. 4). These results are consistent with the previous observations that the RdDM pathway is repelled by H3K4me3^34,48^ and that DNA methylation anticorrelates with H2A.Z and H3K27me3^31,32^, and identify a chromatin landscape that is favorable for targeted CG methylation. This should be taken into consideration when using this or similar technologies to target CG methylation in plants. Interestingly, the shape of the ectopic gene body methylation was similar to the endogenous gene body methylation (Figs. 2 and 5). A possible interpretation of this result is that initial ectopic methylation deposited by ZF-SssI over gene bodies is maintained or amplified by MET1 which, in turn, is influenced by epigenetic marks like histone modifications, that accumulate differentially across the gene body regions. For instance, there is a positive correlation between H3K4me1 and gene body methylation (Fig. 4)^48^ that could help explain this characteristic distribution. It is worth noting that ectopically expressed DNA methyltransferases, including SssI, in yeast, Drosophila, and mammalian cells, have been utilized for footprinting of open nucleosome-depleted regions^50–53^. While we observed that SssI-dependent methylation was enriched over less accessible chromatin, we reasoned this might be due to the fact that SssI-dependent methylation is maintained/amplified by MET1, which is more efficient or active over closed chromatin regions with higher nucleosome densities^54^. Another possibility is that SssI may efficiently access and methylate open chromatin regions but the methylation is then removed by DNA glycosylases like ROS1^55^.

Gene body methylation has been proposed to be involved in various aspects of gene expression regulation such as alternative splicing, transcription initiation, and elongation^3,24–27^. We did observe a repressive effect of hCG on transcription when it occurred near the TSS region (Supplementary Fig. 5G). However, we observed only limited changes of gene expression or alternative splicing events over genes that gained hCG over their gene bodies (Supplementary Fig. 6), which is consistent with results from previous studies in plants^29,30^. One possibility is that the level of targeted CG methylation in our ZF-SssI lines is under the threshold level necessary to induce any significant transcriptional changes. Alternatively, gene body methylation may simply be a consequence of other epigenetic processes, as has been recently suggested^56^. It is worth mentioning that compared to previous studies where the effect of gbM on gene expression was studied in hypomethylated loss-of-function mutants, like *met1*, our gain-of-function study analyzes the effect of gbM in genes that have not been previously exposed to gbM.

H2A.Z is a histone variant strongly enriched over unmethylated, active genes^46,47^, and has been shown to be anticorrelated with DNA methylation in both plants and mammals^31,57,58^. Loss of DNA methylation in *met1* mutants, or through pharmacological inhibition or knockdown of DNMTs in mammals, led to the gain of H2A.Z occupancy over hypomethylated regions^31,59^. This led to the proposal that gbM might be involved in stabilizing gene expression by excluding H2A.Z^21,31^. Thus, the effect of hCG on transcription might be unmasked if ZF-SssI plants were treated with different environmental stresses where a fast global transcriptional response is required to adapt to the new environment. However, a different study failed to detect H2A.Z changes in flowering plants lacking gbM^29^. Even though the effect is mild, our results support the first model where DNA methylation has a negative impact on H2A.Z accumulation (Fig. 5). Considering that we did not detect significant changes in gene expression over hCG genes, it is possible that the observed effects on H2A.Z levels may not be sufficient to alter the transcriptional output or that we failed to detect these changes via bulk-level RNA-seq technique^21^. Therefore, the relevance of the connection between gbM, H2A.Z, and transcription is presently unclear.

Maintenance of CG methylation is essential for epigenetic memory during gametogenesis and transgenerational inheritance in plants^60,61^. Analysis of the methylation landscape over multiple generations has demonstrated that CG methylation can be highly heritable^62^. Recently, we published a study in which we achieved targeted methylation using RdDM components tethered to a zinc finger protein. Although most of the targeted methylation was in a CHH context, only those regions that gained CG methylation became highly heritable in the absence of the triggering construct^34^. Consistent with these observations, ZF-SssI-dependent CG methylation was highly heritable in the absence of the transgene, even over regions with no pre-existing methylation (Fig. 6 and Supplementary Fig. 10). This strongly confirms that CG methylation is required and sufficient for methylation inheritance in plants. Interestingly, unmethylated regions in a *met1*/wild-type cross that were previously methylated showed a stronger gain in methylation in the presence of ZF-SssI (Fig. 6D and Supplementary Fig. 10D) suggesting that these naturally methylated regions have some properties that make them more prone to become methylated. Even though we observed highly heritable targeted hCG, there were a fraction of cytosines that lost methylation upon segregation of the ZF-SssI construct. Perhaps a longer exposure of these regions to ZF-SssI, or a free SssI protein, over multiple generations would promote the fixation of hCG, which would be needed in order to generate the maximum number of epialleles for breeding programs.

In summary, our study demonstrates that the bacterial methyltransferase SssI can be used to target CG methylation in plants and has revealed the chromatin features favorable for the efficient gain of methylation. This tool targets highly heritable methylation and could be used to generate epialleles of agronomical interest. The combination of this bacterial enzyme with more specific tools, like CRISPR or TAL, should improve specificity when targeting methylation for future applied uses.

## Methods

### Plant materials

All plants in this study were grown under long-day conditions (16 h light/8 h dark). The *fwa-4* mutant has been described previously^33^, as have the *fwa nrpd1*, *fwa drm1/2*, and *fwa nrpe1* lines^34^. The pMDC123-ZF-3xFLAG-SssI plasmid was transformed into Agrobacterium AGLO and then into the different backgrounds by Agrobacterium-mediated floral dipping. T1 transgenic plants were grown on 1/2 MS medium + Glufosinate 50 μg/mL (Goldbio) in growth chambers under long-day conditions and transplanted to soil. The selection of transgenic lines for experiments was based on (i) early flowering T1 plants for the lines in the *fwa* backgrounds and (ii) protein expression by Western Blot for the lines in the Col-0 background. Following transgenic generations were germinated directly on soil and the presence of the transgene was ascertained by genotyping. Plants were not selected for homozygosity except for the T4 (+) populations used for the ChIP experiment. Controls in this study correspond to untransformed plants of different backgrounds used coming from the same seed stock. Flowering time was scored by counting the total number of rosette and cauline leaves. In the flowering time dot plots, each dot represents the flowering time of individual plants. Plants with 20 or fewer leaves were considered early flowering. The samples used for all of our genomics data correspond to inflorescence tissue collected during the day.

### Plasmid construction

A plant codon-optimized cDNA sequence of the CG-specific methyltransferase gene from *Spiroplasma* sp. strain MQ1 (M.SssI) was generated and ordered from Integrated DNA Technologies (IDT) and cloned into the pENTR/D plasmid (Invitrogen) to generate pENTR/D-SssI. This plasmid was used to deliver SssI into pMDC123-UBQ10-3xFLAG-ZF^38^, a modified pMDC123 plasmid^63^ containing the *Arabidopsis* UBQ10 promoter followed by a BLRP-ZF-3xFLAG cassette located upstream of a gateway cassette, to create pMDC123-ZF-3xFLAG-SssI. The ZF contains six zinc fingers that recognize an 18 bp sequence found in each of the two small tandem repeats (CGGAAAGATGTATGGGCT) in the *FWA* promoter as described before^33^.

### BS-PCR-seq

BS-PCR-seq was performed as previously described^34^. Briefly, leaf tissues from adult plants of representative T2 lines containing the ZF-SssI transgene were collected and DNA was extracted following a CTAB-based method. Bisulfite conversion was done using the Epitect Bisulfite Conversion kit (QIAGEN). The following regions of *FWA* were analyzed: Region 1 (chr4: 13038143-13038272), Region 2 (chr4: 13038356-13038499), and Region3 (chr4: 13038568-13038695); which cover fragments of the promoter and 5′ transcribed region of *FWA*. Pfu Turbo Cx (Agilent) was used to amplify bisulfite-treated DNA using primers containing Illumina adaptors. The primers used are listed in Supplementary Data 10.

For each sample, individual PCR products from each of the three *FWA* regions were pooled and purified using AMPure beads (Beckman Coulter) before making the libraries. Libraries were made from purified PCR products using a TruSeq Nano DNA Library Prep kit for Neoprep automated library preparation machine (Illumina), a Kapa DNA hyper kit (Kapa Biosystems) with Illumina TruSeq DNA adapters, or an Ovation Ultralow V2 kit (NuGEN).

### qRT-PCR

Two-week-old *Arabidopsis* seedlings were collected for RNA extraction following the manufacturer’s instructions for the Direct-zol RNA Microprep kit (ZYMO Research). For each sample, 1 μg of RNA was converted into cDNA using SuperScript IV Reverse Transcriptase (Invitrogen) that was used as a template to perform real-time PCR using SYBR Green Master Mixes (Bio-Rad) and CFX Connect Real-Time PCR Detection System (Bio-Rad). The primers are provided in Supplementary Data 10.

### RNA-seq

Total RNA from inflorescences was extracted using the Direct-zol kit (ZYMO research). To prepare the libraries, 1 μg of total RNA was used as input for the TruSeq Stranded mRNA kit (Illumina). We performed RNA-seq in four biological replicates of Col-0 as well as two independent ZF-SssI transgenic lines in both T2 and T3 generations, either with + or without − the transgene (for T2 ZF-SssI (+) line 1, only three biological replicates were collected; *n* = 35 in total, Supplementary Data 5).

### WGBS

For T2 and T3 WGBS, DNA from inflorescences of adult plants was extracted following a CTAB-based method. Hundred nanograms of DNA were sheared to 200 bp with a Covaris S2 (Covaris) and used for library preparation using the Epitect Bisulfite Conversion kit (QIAGEN) and the Ovation Ultralow Methyl-seq kit (NuGEN) following the manufacturer’s instructions. For T4 and T5 WGBS, DNA from inflorescences of adult plants was extracted using the DNeasy Plant Mini Kit (QIAGEN). Two hundred fifty nanograms of DNA were sheared to 200 bp with a Covaris S2 (Covaris) and used for library preparation using the Epitect Bisulfite Conversion kit (QIAGEN) and the Kapa DNA hyper kit (Kapa Biosystems) with Illumina TruSeq DNA adapters following the manufacturer’s instructions.

### ChIP-seq

ChIPs were performed as described previously^34^. Briefly, 2 grams of inflorescences from untransformed Col-0 and T4 homozygous populations of two independent transgenic lines expressing ZF-SssI were ground in liquid nitrogen and fixed for 10 min in Nuclei Isolation buffer containing 1% formaldehyde. After stopping the reaction with glycine, nuclei were isolated, chromatin was sheared using a Bioruptor Plus (Diagenode), and immunoprecipitated overnight at 4 °C with the following antibodies: Anti-FLAG M2 (5 ul/ChIP used, F1804, Sigma), H3K4me1 (20 ul/ChIP used,Ab8895, Abcam), H3K4me3 (5 ul/ChIP used, 04-745, Millipore), H3K36me3 (10 ul/ChIP used, Ab9050, Abcam), H3K27me3 (10 ul/ChIP used, 07-449, Millipore), H3 (5 ul/ChIP used, Ab1791, Abcam), H2A (10 ul/ChIP used, Ab13923, Abcam), H2A.Z (3 ul/ChIP used)^64,65^, and PanH3Ac (5 ul/ChIP used, 39140, Active motif). Chromatin-bound proteins were immunoprecipitated with a 1:1 mixture of magnetic Protein A and Protein G Dynabeads (Invitrogen) for 3 h at 4 °C, washed with low salt, high salt, LiCl, and TE buffers for 10 min each at 4 °C and eluted for 2 × 20 min at 65 °C with elution buffer. Reversal of crosslinks was done overnight at 65 °C, followed by proteinase K treatment at 45 °C for 5 h. DNA was purified using Phenol:Chloroform:Isoamyl Alcohol 25:24:1 (Fisher Scientific) and precipitated with NaAc/EtOH and GlycoBlue (Invitrogen) overnight at −20 °C. Libraries were prepared using the Ovation Ultra Low System V2 1-16 kit (NuGEN) following the manufacturer’s instructions.

### ATAC-seq

ATAC-seq libraries were prepared as previously described^64,66^. Briefly, inflorescence tissues were first collected for nuclei extraction^16,67^. Then a transposition reaction was conducted in 25 µL of 2× DMF buffer (66 mM Tris-acetate (pH = 7.8), 132 K-Acetate, 20 mM Mg-Acetate, and 32% DMF) mixed with 2.5 µL of Tn5 and 22.5 µL of nuclei suspension and incubated at 37 °C for 30 min. Transposed DNA fragments were then purified with ChIP DNA Clean & Concentrator Kit (Zymo, cat. no. D5205). Libraries were then amplified as described before^64,66,68^.

### BS-PCR-seq analysis

BS-PCR-seq analysis was conducted as previously described^34^. Briefly, raw sequencing reads with designed BS-PCR primers were first filtered and trimmed based on the primer sequence with customized scripts. Trimmed reads were then mapped to the reference TAIR10 genome with BSMAP^69^ (v.2.74) by allowing up to two mismatches (-v 2), one best hit (-w 1), and to both strands (-n 1). The methylation level at each cytosine was then calculated with BSMAP (methratio.py) script by only keeping unique mapped reads (-u). Reads with more than three consecutive methylated CHH sites were removed^34^. Methylation levels at each cytosine were calculated as #C/(#C + #T). Cytosines with less than 20 reads coverage were excluded from further analysis. To visualize the BS-PCR-seq data, only cytosines within amplified regions were kept and plotted with R (ggplot2 package, https://ggplot2.tidyverse.org/).

### WGBS analysis

WGBS analysis was performed as previously described^34^. Briefly, raw reads were first aligned to the reference TAIR10 genome using BSMAP^69^ (v2.74) by allowing up to two mismatches (-v 2), one best hit (-w 1), and to both strands (-n 1). The methylation level at each cytosine was then calculated with BSMAP (methratio.py) script by only keeping unique mapped reads (-u). Reads with more than three consecutive methylated CHH sites were removed^49^. Methylation levels at each cytosine were calculated as #C/(#C + #T). DMRs between ZF-SssI and Col-0 were defined using the R package DMRcaller^34^. To increase coverage for DMR analysis, biological replicates were merged for each genotype (ZF-SssI (+) and ZF-SssI (‒)), each generation (T2 to T5), and each transgenic lines (line 1 and line 2). In general, the whole TAIR10 genome was divided into 200 bp bins and only bins with at least four cytosines, where each cytosine is covered at least four times, has more than 10% more methylation in ZF-SssI than Col-0, and has a significance level of less than 0.05 were kept. To define hCG DMRs for T2 and T3, the intersecting hCG DMRs of two transgenic lines in each generation were first calculated. Then the union set of T2 and T3 in the same genotype (either ZF-SssI (+) or ZF-SssI (‒)) were kept. DMRs overlapping with 200 bp bins in each cluster was considered as DMRs specific for certain clusters. Genomic locations for DMRs and mCG-equivalent control were annotated using the Homer^70^ ‘annotatePeaks’ function with default parameters. For T4 and T5, two transgenic lines were separated in order to trace the heritable hCG DMRs. To define heritable hCG DMRs, T2 ZF-SssI – were compared with T2 ZF-SssI (+) and the shared hCG DMRs were considered as heritable hCG DMRs in T2 ZF-SssI (‒). For T3 ZF-SssI (+) and ZF-SssI (‒), hCG DMRs were overlapped with T2 ZF-SssI (+). For T4 ZF-SssI (‒) heritable hCG sites, DMRs were first intersected with T3 ZF-SssI (+) and then intersected with T2 ZF-SssI (+), while T5 ZF-SssI (‒) heritable hCG sites were further intersected with T4 ZF-SssI (‒) hCG DMRs. WGBS data for controls (Col-0 and *fwa*) used for ZF-SssI in *fwa* analysis were published before in GSM2932284^38^ and GSM3553008^34^.

### ChIP-seq analysis

For ChIP-seq data, raw reads were first mapped to the reference TAIR10 genome with Bowtie^71^ (v0.12.8) by allowing uniquely mapped reads and a maximum of two mismatches. PCR-duplicated reads were then filtered with SAMTools^72^ (v 1.19) (Supplementary Data 3). To call ZF-SssI FLAG peaks, the MACS2 calldiff function^73^ (v 2.1.2) was used to compare ZF-SssI FLAG ChIP-seq and Col-0 FLAG ChIP-seq data with default parameters. Genomic location and enriched motifs of ZF-SssI FLAG-specific peaks were then annotated with Homer^70^ ‘annotatePeaks’ and ‘findMotifGenome’ functions using 100 bp flanking the summit of the peaks. Promoter regions were defined as default in homer (upstream 1 kb and downstream 100 bp of TSS). ChIP-seq peaks for histone marks in Col-0 were defined using MACS2^73^ with –nomodel and –call-summits as parameters. ChIP-seq data visualizations were performed using ngs.plot^74^, deepTools^75^, or EnrichedHeatmap^76^.

### RNA-seq analysis

For RNA-seq analysis, FastQC was first used to quality-assure the raw reads (v0.11.8). Raw reads were then aligned to the TAIR10 reference genome and TAIR10 gene annotation using STAR^77^ (v2.7.0e) with ‘–outFilterMultimapNmax 1000 –outSAMmultNmax 1’ options. Read counts over each gene were then calculated by featureCounts^78^ (v2.0.0) with default parameters. Expression levels were determined by RPKM (reads per kilobase of exons per million aligned reads) in R by customized script. Differentially expressed genes were determined with R package DESeq2^79^ using a 2-fold change and a false discovery rate (FDR) of less than 0.05 as cutoff. Alternative splicing events were analyzed using rMATS^45^ (v4.0.2) with the default parameters. Analysis for DEG associated with hCG DMR in ZF-SssI was performed using the web tool RAD^44^ (http://labw.org/rad) with default parameters.

### ATAC-seq analysis

ATAC-seq analysis was performed as previously described^64,66,68^. Briefly, paired-end reads were aligned to the TAIR10 reference genome with bowtie^71^ (v0.12.8) by allowing maximal two mismatches, uniquely mapped reads (-m 1), and the maximal 2 kb distance between pairs (-X 2000). PCR-duplicated reads were removed using SAMTools^72^ (v1.19) ‘rmdup’ function and visualized with ngs.plot^74^ or deepTools^75^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets and plant materials generated and analyzed during the current study are available from the corresponding author upon request. All high-throughput sequencing data generated is accessible at NCBI’s Gene Expression Omnibus (GEO) via GEO Series accession number GSE158027. WGBS data for controls (Col-0 and *fwa*) used for ZF-SssI in *fwa* analysis were previously published under accession GSM2932284^38^ and GSM3553008^34^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ectopic targeting of CG DNA methylation in Arabidopsis with the bacterial SssI methyltransferase
**Source:** Nat Commun. 2021 May 25;12:3130. doi: 10.1038/s41467-021-23346-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **Ectopic targeting of CG DNA methylation in Arabidopsis with the bacterial SssI methyltransferase**

Liu and Gallego-Bartolomé *et al.*

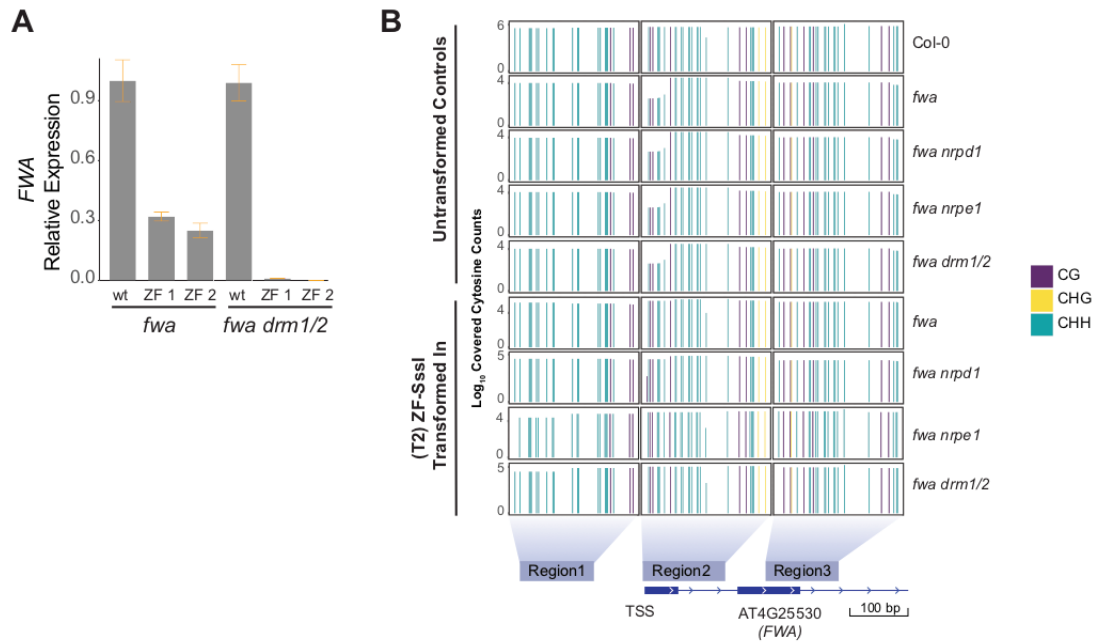

### Supplementary Figure 1. Sssl targeted methylation cause FWA silencing.

**A.** Relative FWA gene expression measured by qRT-PCR in 10 day-old T2 seedlings from *fwa*, *fwa drm1/2*, and two representative ZF-Sssl lines in the *fwa* background and *fwa drm1/2* background. Three technical replicates were performed for each qRT-PCR reaction. Error bar represents standard deviations. Data are presented as mean values  $\pm$  SD. **B.** BS-PCR-seq read coverages for each cytosine in samples from untransformed controls and ZF-Sssl plants in the *fwa* background or mutants that have been introgressed into the *fwa* background. The bar plot represents data from one representative T2 plant for each genotype tested. Every single bar represents one cytosine. The relative position of the three regions analyzed in the *FWA* gene are indicated as blue squares. Source data underlying Supplementary Figure 1A are provided as a Source Data file.

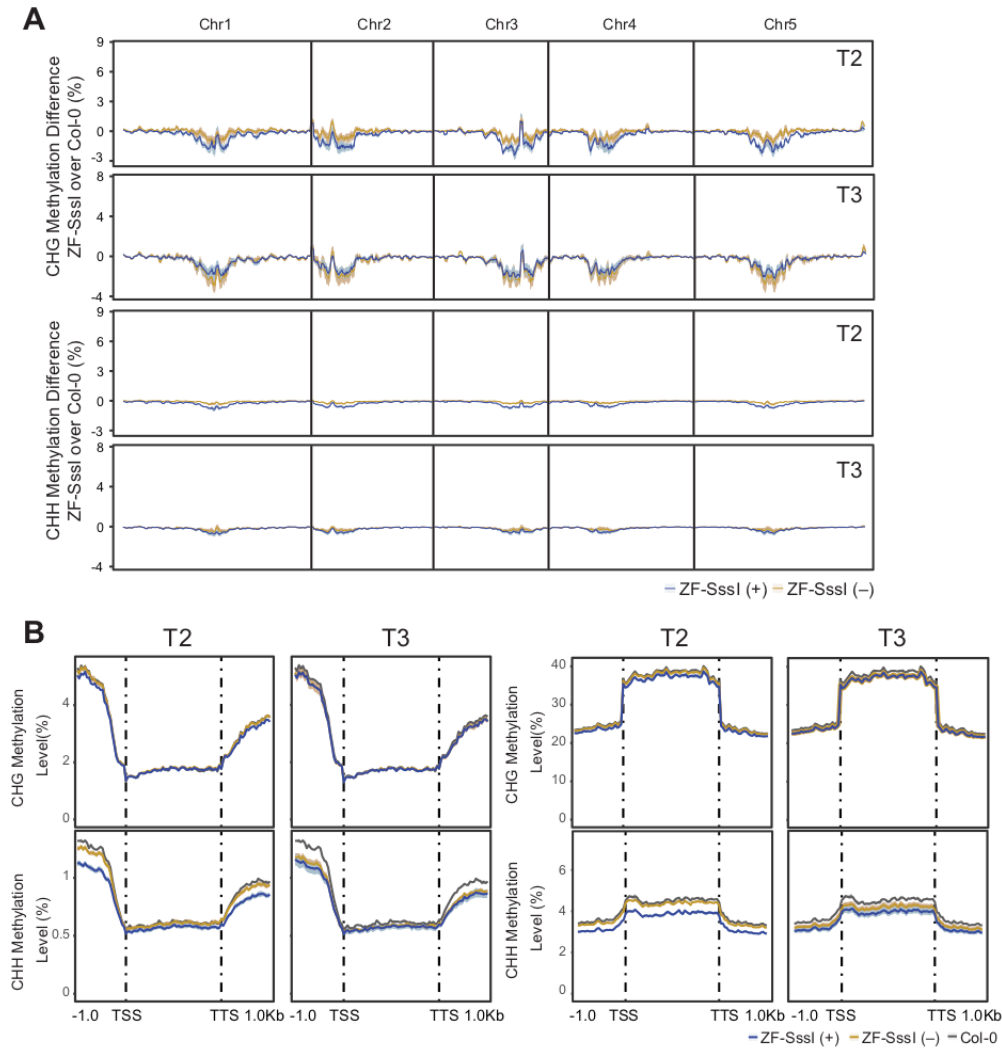

### Supplementary Figure 2. No CHG or CHH methylation is targeted by SssI.

**A.** Genome-wide CHG and CHH methylation difference in ZF-SssI lines during T2 and T3 with (+) or without (—) the transgene. The curve represents the mean, shaded area around the curve represents standard errors (n=4). **B.** Metaplot of CHG and CHH methylation over protein-coding genes (left two panels) or transposable elements (TE) (right two panels) in Col-0 and ZF-SssI lines during T2 and T3 with (+) or without (—) the transgene. The curve represents the mean, shaded area around the curve represents standard errors (n=4).

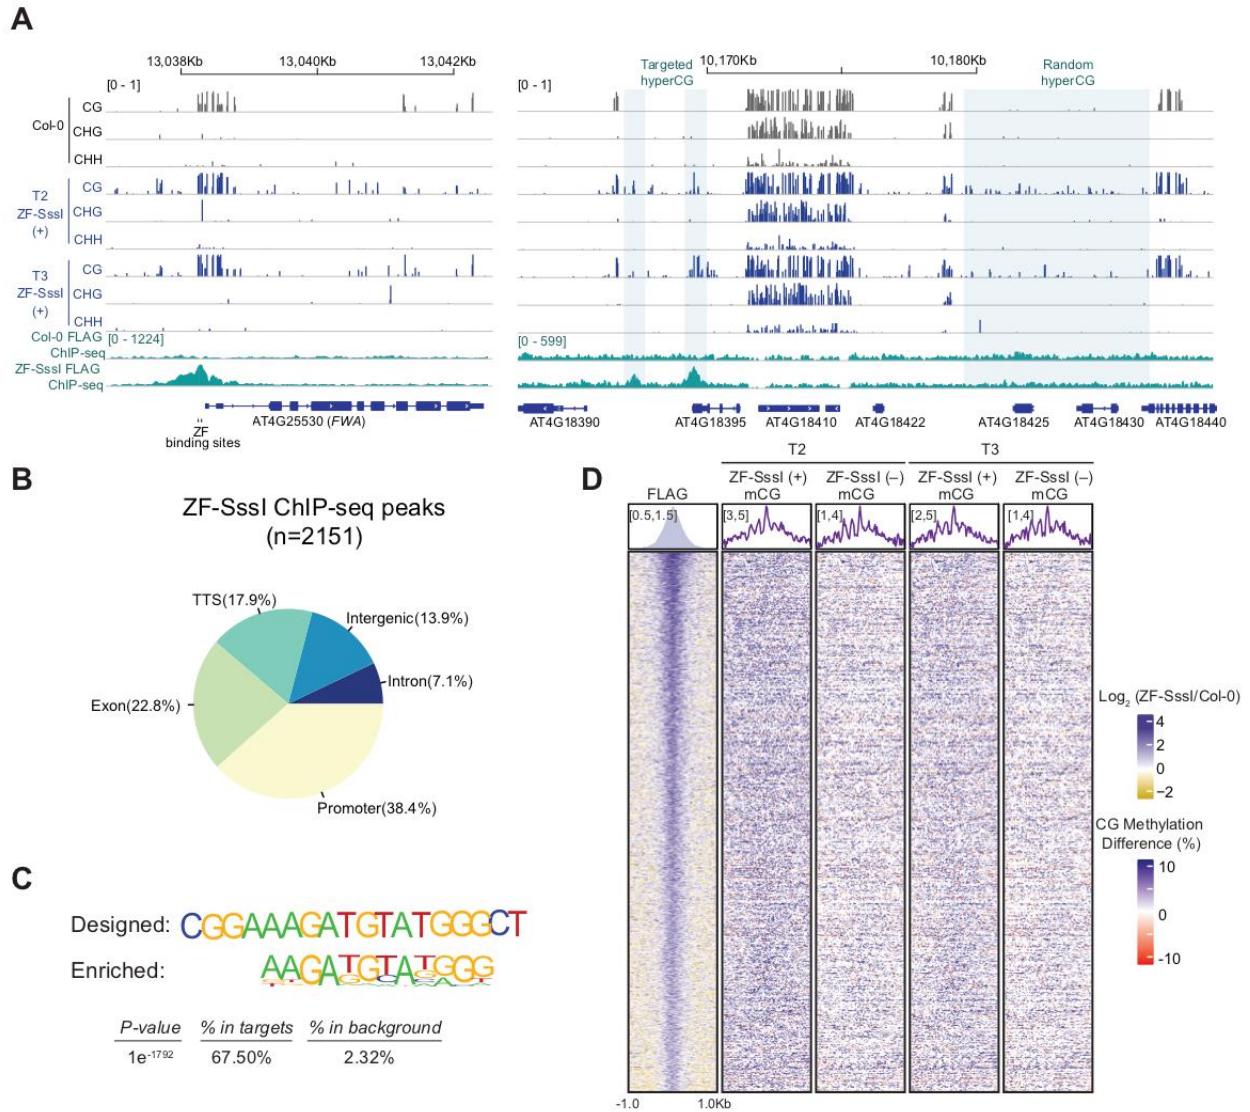

### Supplementary Figure 3. Sssl is directed to thousands of loci.

**A.** Screenshot of WGBS and ChIP-seq signals in Col-0 and representative ZF-Sssl lines during T2 and T3 with the transgene over *FWA* (left) and a selected genomic region (right) showing ZF-Sssl-bound hyperCG (targeted hyperCG) as well as ZF-Sssl-not-bound hyperCG (random hyperCG). Black triangles indicate designed ZF binding sites. **B.** Pie chart of the genomic distribution of ZF-Sssl ChIP-seq peaks. **C.** *De novo* motif analysis over ZF-Sssl ChIP-seq peaks by Homer. *P*-value calculated by Homer with default parameters. **D.** Heatmap and metaplot of ZF-Sssl ChIP-seq, and T2 and T3 CG methylation difference compared to Col-0 in ZF-Sssl with (+) or without (–) the transgene over ZF-Sssl ChIP-seq peaks. Numbers within the square brackets represent the scales of the metaplot.

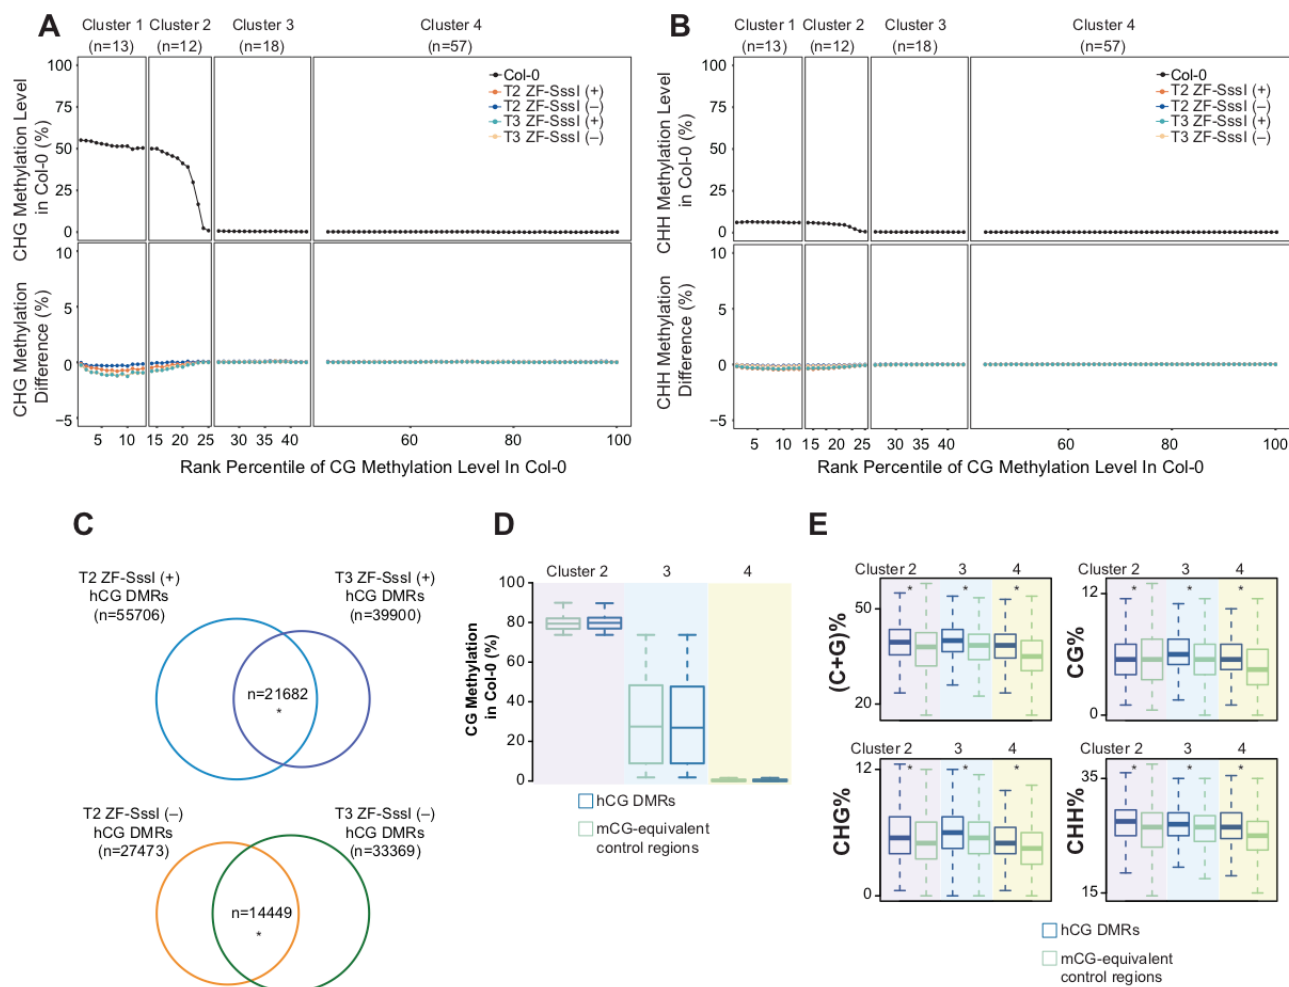

### Supplementary Figure 4. Hyper CG DMRs are largely shared between T2 and T3.

**A, B.** CHG (A) and CHH (B) methylation level of 200 bp bins in Col-0 (upper panels), CHG and CHH methylation difference in ZF-Sssl lines during T2 and T3 with (+) or without (-) the transgene (lower panels) ranked by the mCG level in Col-0. Methylation difference is the absolute difference level between ZF-Sssl lines and Col-0. Four clusters are consistent with Figure 3B, defined by the methylation level of 200 bp bins in Col-0. **C.** The number of overlapped hCG DMRs combining Clusters 2, 3, and 4 in ZF-Sssl lines during T2 and T3 with (+) or without (-) the transgene. (\*  $p$ -value  $< 2.26 \times 10^{-16}$ , one-sided hypergeometric test). **D.** mCG level in Col-0 for hCG DMR and mCG-equivalent control regions in Clusters 2, 3, and 4. **E.** Boxplot of (C+G)%, CG, CHG, and CHH density (CG%, CHG%, and CHH%) over hCG DMRs and mCG-equivalent control regions in Clusters 2, 3, and 4. To control for CG methylation in Col-0, a random control is selected from 200 bp bins within the same percentile in Figure 3B (\*  $p$ -value  $< 0.01$ , Welch two-sample t-test). For boxplots in D and E, the middle line shows the median; boxes represent the 25th (bottom) and 75th (top) percentiles; and bars represent the minimum and maximum points within the 1.5X interquartile range. For D and E, Clusters 2, 3, and 4 hCG DMR counts are 2044, 22631, and 48044. Source data underlying Supplementary Figure 4C and 4E are provided as a Source Data file.

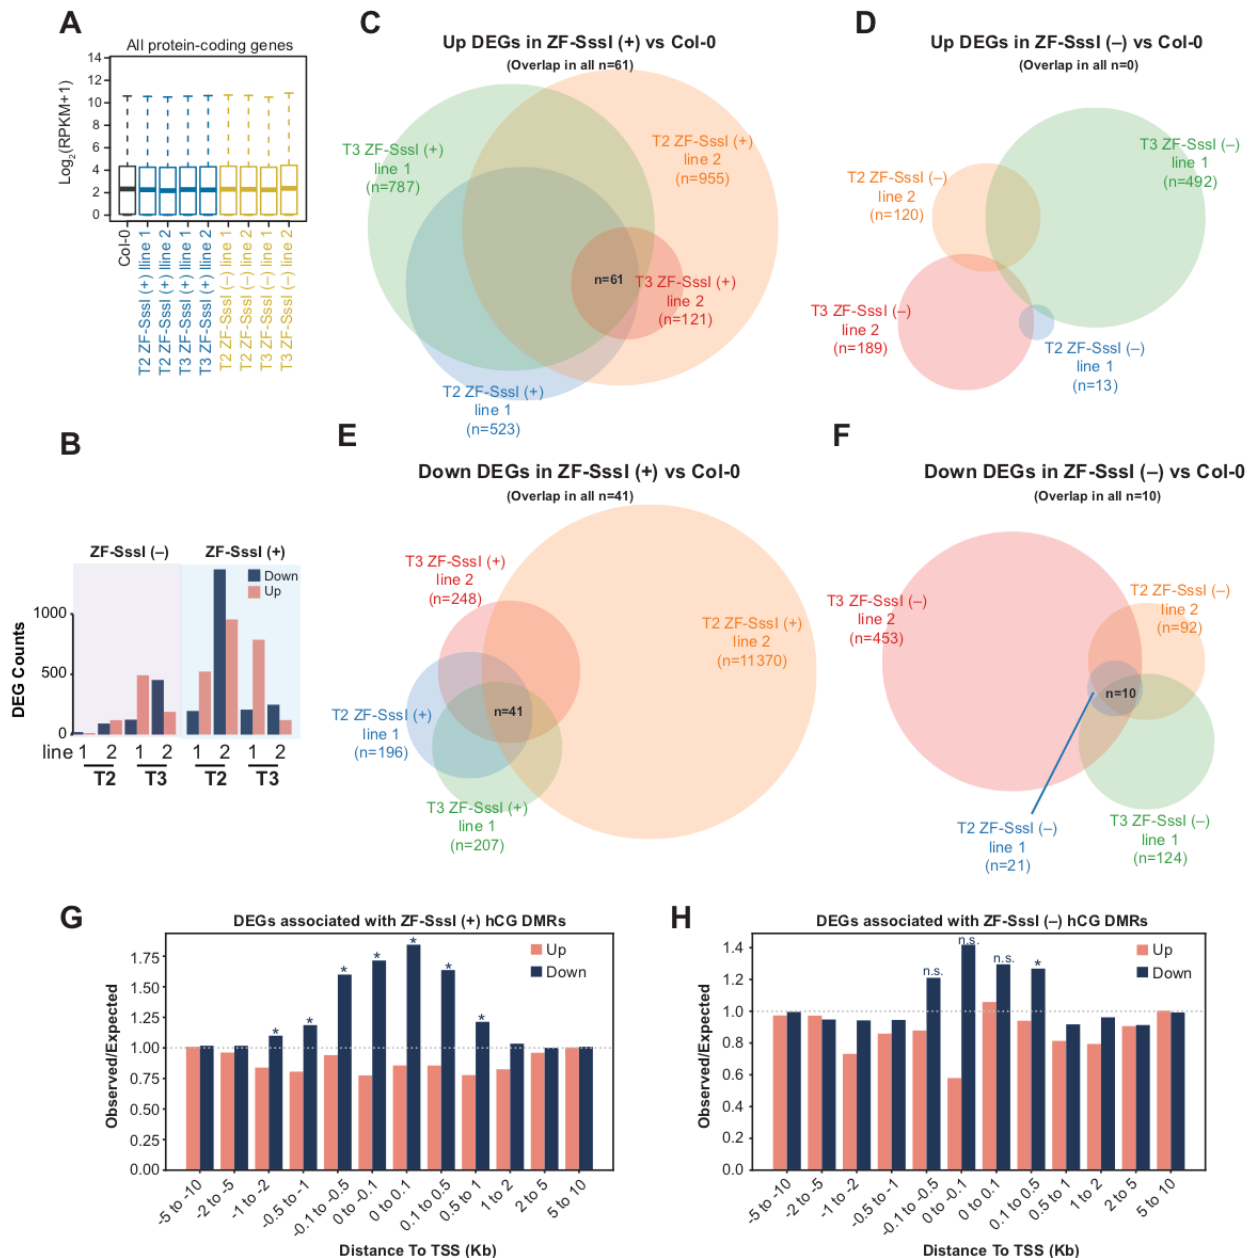

### Supplementary Figure 5. hCG triggers limited changes in gene expression.

**A.** Boxplot of the expression level for all genes in Col-0 and ZF-Sssl lines during T2, and T3 with (+) or without (-) the transgene. The middle line shows the median; boxes represent the 25th (bottom) and 75th (top) percentiles; and bars represent the minimum and maximum points within 1.5X interquartile range.  $n=4$  for Col-0 as well as two independent ZF-Sssl transgenic lines in both T2 and T3 generations, either with + or without - the transgene (for T2 ZF-Sssl (+) line 1, only three biological replicates were collected;  $n=35$  in total). **B.** Count of DEGs in ZF-Sssl lines with (+) or without (-) the transgene compared with Col-0. **C-F.** Venn diagrams of up- and down-regulated DEGs in ZF-Sssl lines during T2 and T3 with (+) or without (-) the transgene compared with Col-0. **G, H.** Bar plot representing the association of hCG DMRs and DEGs in ZF-Sssl lines with (+) or without (-) the transgenes analyzed by RAD (Region Associated DEG, <https://labw.org/rad>) (\*  $p$ -value < 0.05, one-sided hypergeometric test; n.s. means not significant).

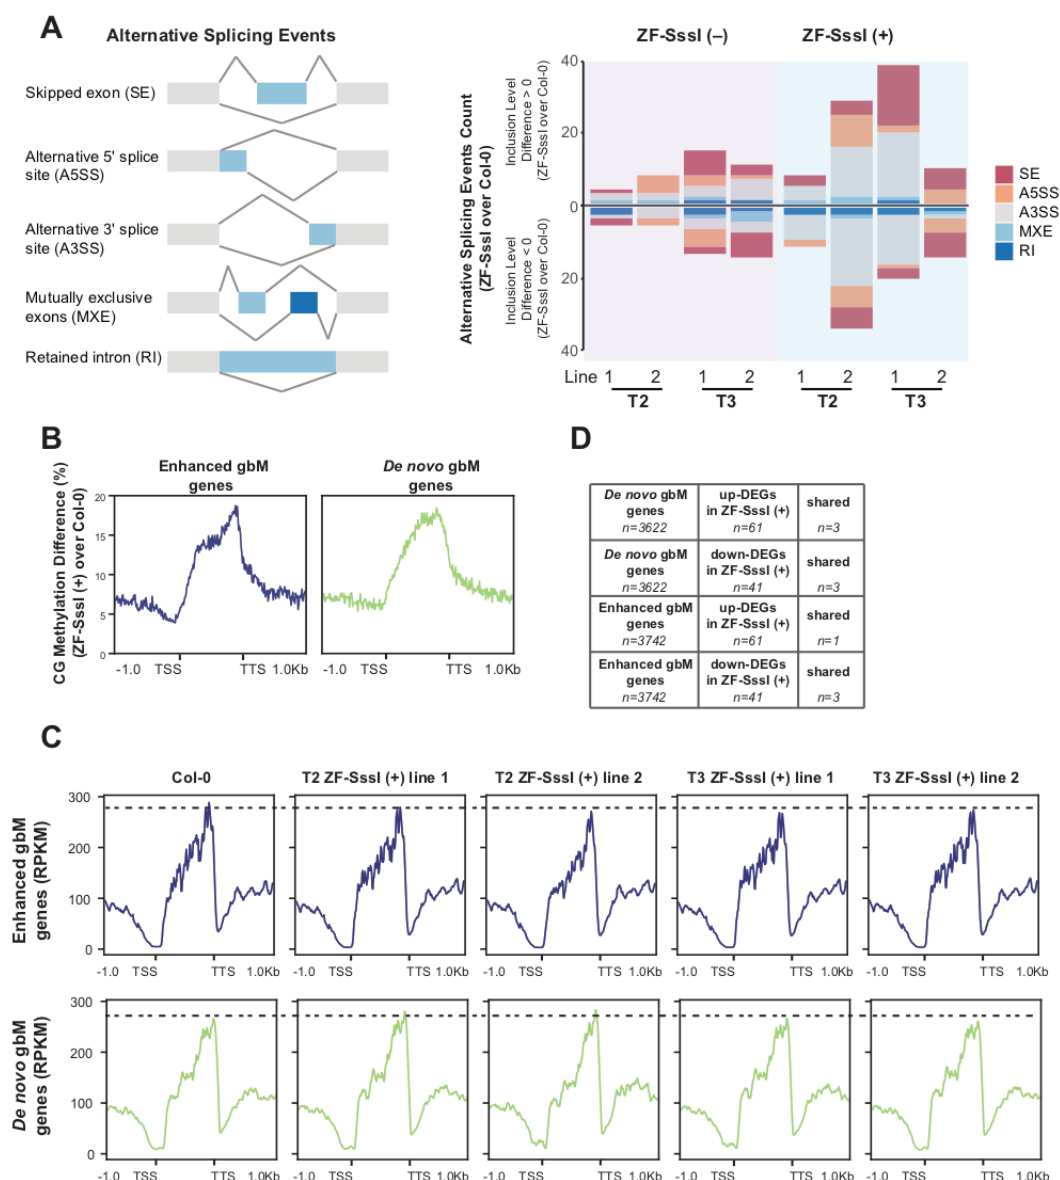

**Supplementary Figure 6. Limited transcriptional changes over ‘Enhanced gbM’ or ‘De novo gbM’ genes.**

**A.** Alternative splicing events analyzed with rMATs in ZF-Sssl lines during T2 and T3 with (+) or without (–) the transgene compared with Col-0. **B.** Metaplot of the CG methylation difference between ZF-Sssl lines with the transgene (+) and Col-0 over protein-coding genes with ‘Enhanced gbM’ or ‘De novo gbM’. **C.** Metaplot of gene expression levels for RNA-seq data in Col-0 and ZF-Sssl (+) lines during T2 and T3 over protein-coding genes with ‘Enhanced gbM’ or ‘De novo gbM’. **D.** Counts of ‘Enhanced gbM’, ‘De novo gbM’, up- or down-regulated DEGs in ZF-Sssl (+) compared to Col-0, and the overlap between DEGs and genes with hCG. Source data underlying Supplementary Figure 6A are provided as a Source Data file.

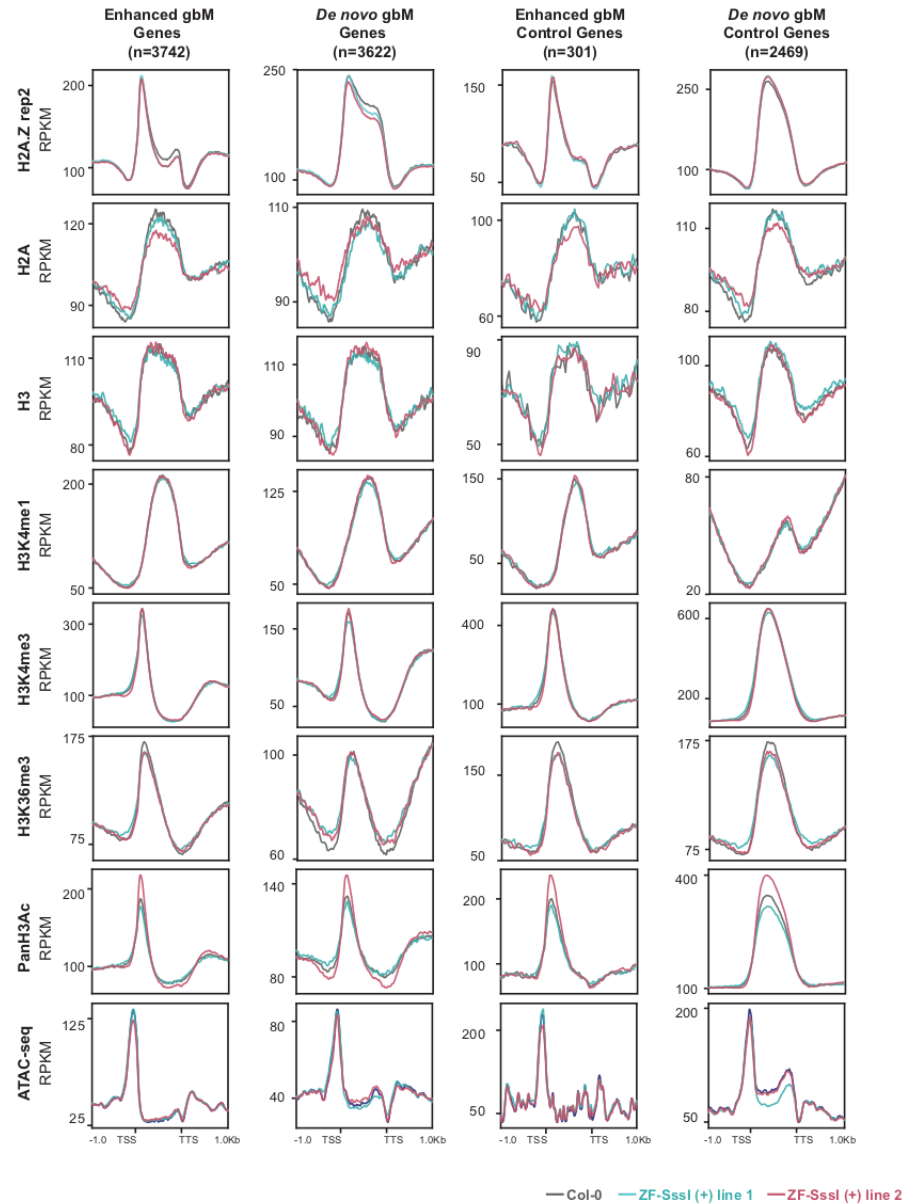

**Supplementary Figure7. Selected histone marks and chromatin accessibility over ‘Enhanced gbM’ or ‘De novo gbM’ genes.**

Metaplot of H2A.Z (replicate 2), H2A, H3, H3K4me1, H3K4me3, H3K36me3, PanH3Ac signals, and ATAC-seq signals in Col-0 and two ZF-Sssl (+) lines over ‘Enhanced gbM’, ‘De novo gbM’ genes and their control.

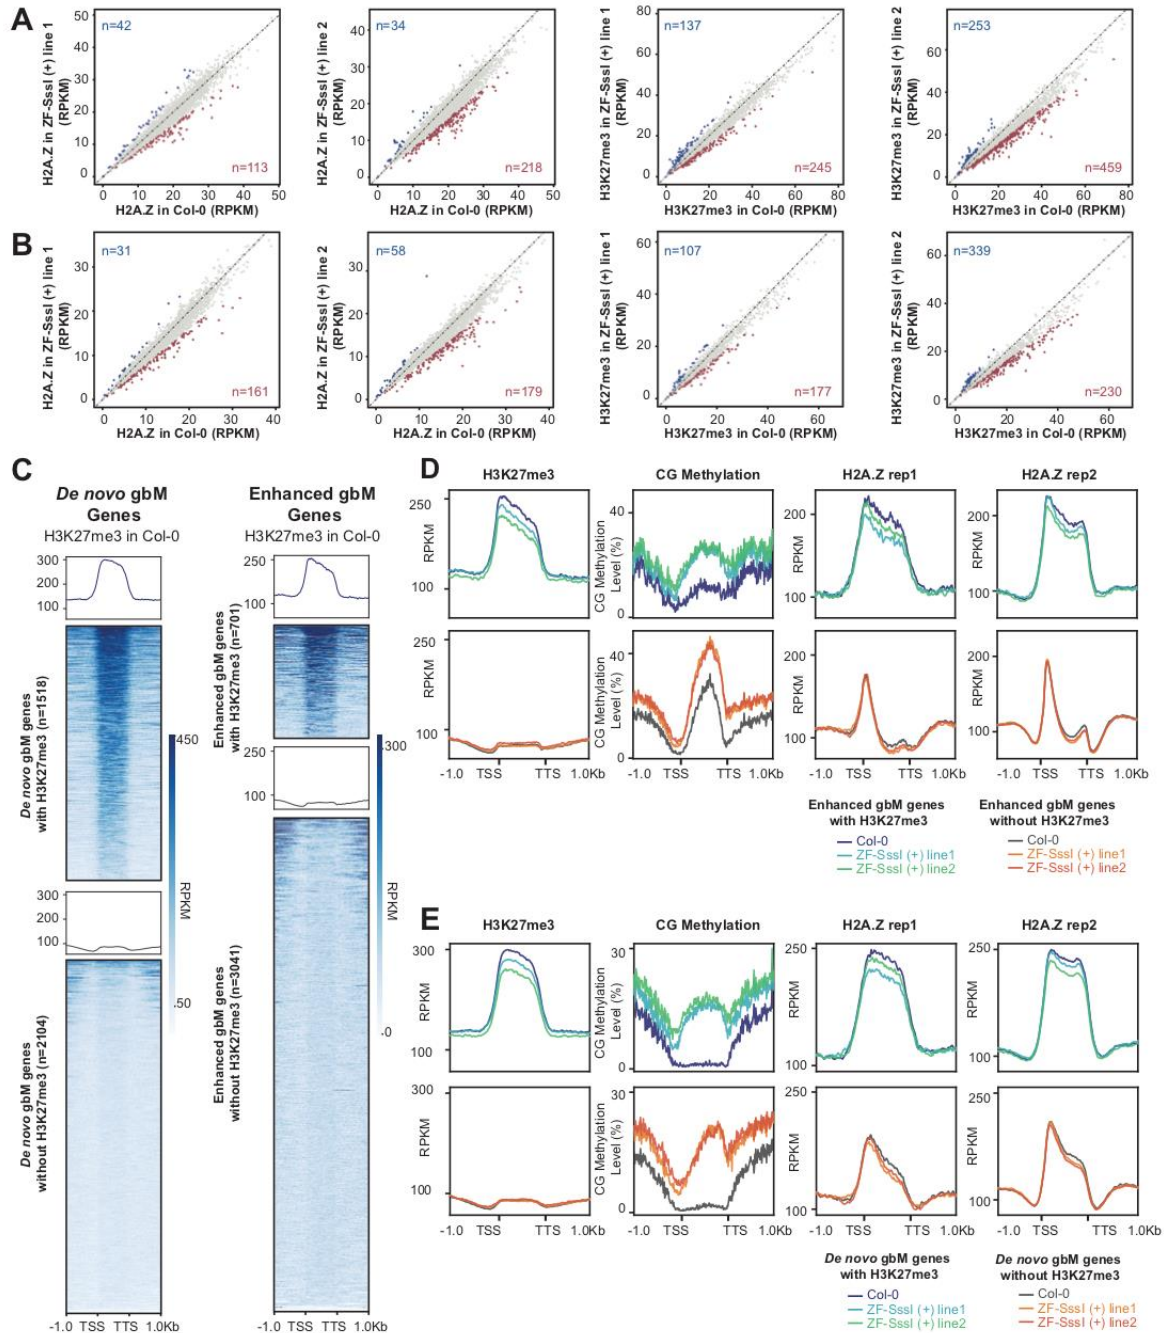

**Supplementary Figure 8. H2A.Z, mCG methylation, and H3K27me3 distribution over 'De novo gbM' or 'Enhanced gbM' genes with or without H3K27me3.**

**A-B.** Scatterplot of H2A.Z and H3K27me3 signals in Col-0 and ZF-Sssl (+) lines over 'De novo gbM' genes (A) or 'Enhanced gbM' genes (B). Colored dots represent genes with reduced (red dots, fold change  $\leq 0.8$ ), increased (blue dots, fold change  $\geq 1.25$ ), or no change (grey dots) for H2A.Z or H3K27me3 signals in ZF-Sssl (+) lines compared to Col-0. **C.** Metaplot and heatmap of H3K27me3 in Col-0 for 'De novo gbM' genes and 'Enhanced gbM' genes classified as with or without H3K27me3. **D.** Metaplot of H3K27me3, CG methylation level, and H2A.Z level in Col-0 and two representative ZF-Sssl (+) lines over 'Enhanced gbM' genes with or without H3K27me3 in Col-0. **E.** Metaplot of H3K27me3, CG methylation level, and H2A.Z level in Col-0 and two representative ZF-Sssl (+) lines over 'De novo gbM' genes with or without H3K27me3 in Col-0.

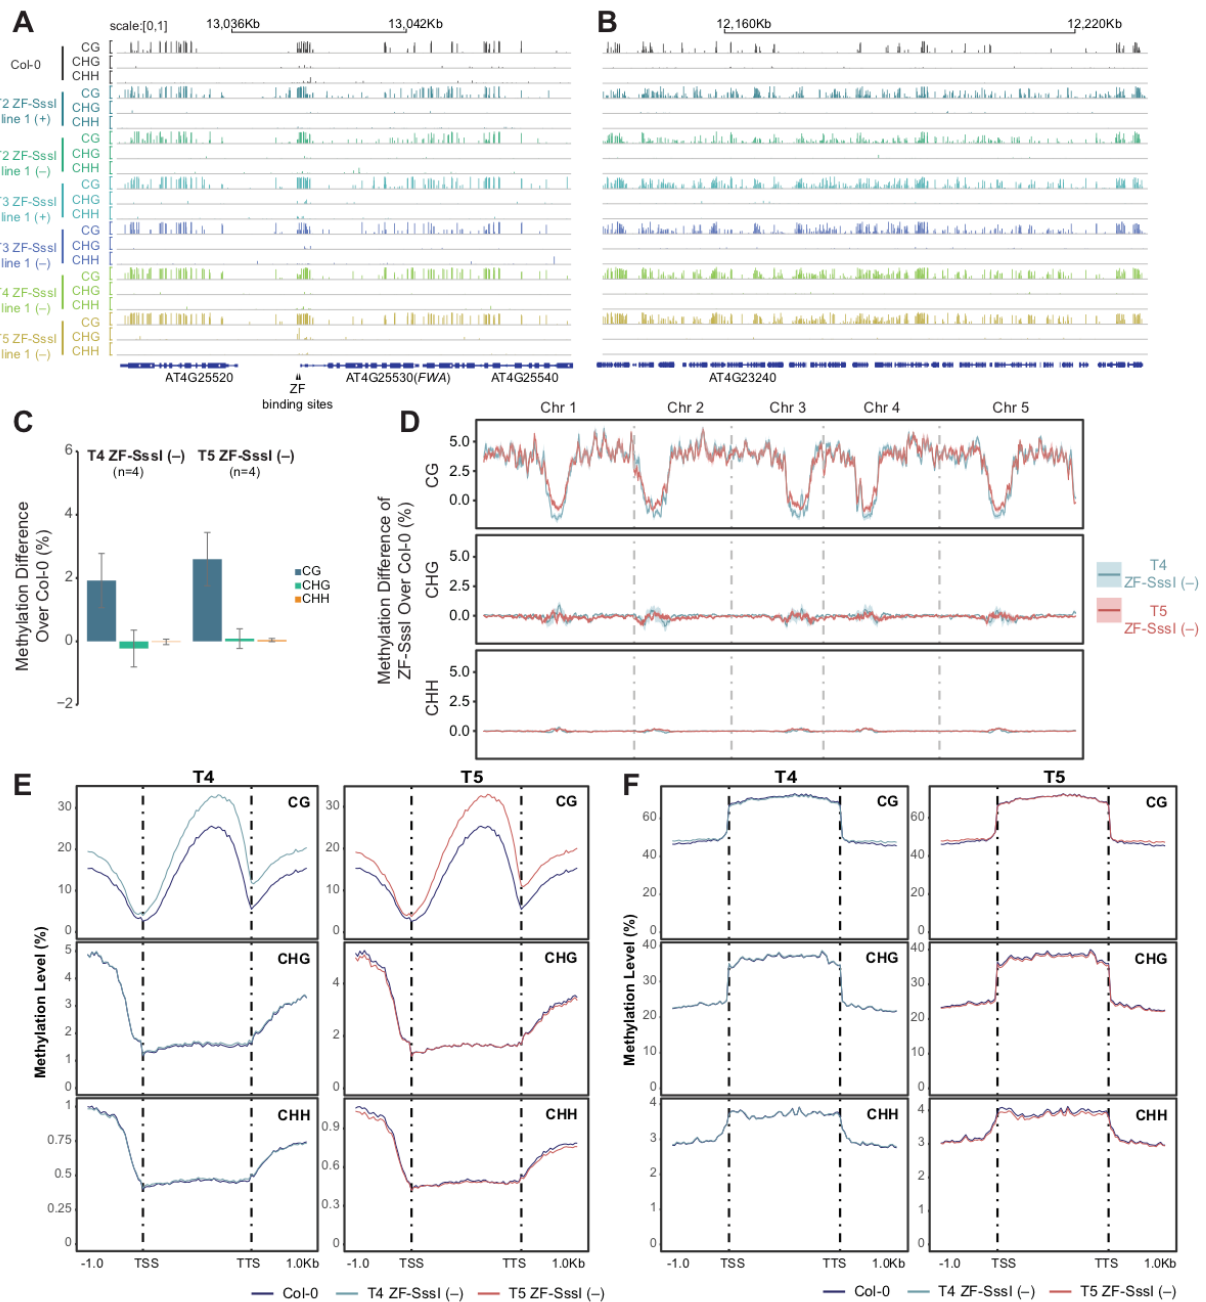

**Supplementary Figure 9. Targeted CG methylation is heritable over multiple generations.** **A, B.** Screenshot of CG, CHG, and CHH methylation in representative ZF-SssI line 1 during T2 to T5 with (+) or without (-) the transgene in Col-0 background over *FWA* (A) and a selected genomic region (B). Every bar represents a single base pair. The black triangles indicate designed ZF binding sites. **C.** Bar plot of genome-wide CG, CHG, and CHH methylation difference for T4 and T5 ZF-SssI without (-) the transgene over the corresponding Col-0. Error bars represent standard errors, center of error bars represents mean. **D.** Genome-wide metaplot of CG, CHG, and CHH methylation difference for ZF-SssI without (-) the transgene during T4 and T5 over the corresponding Col-0. The curve represents the mean, shaded area around the curve represents standard errors (n=4). **E, F.** CG, CHG, and CHH methylation metaplot for ZF-SssI without the transgene (-) during T4 or T5 and Col-0 over protein-coding genes (E) or transposable elements (F).

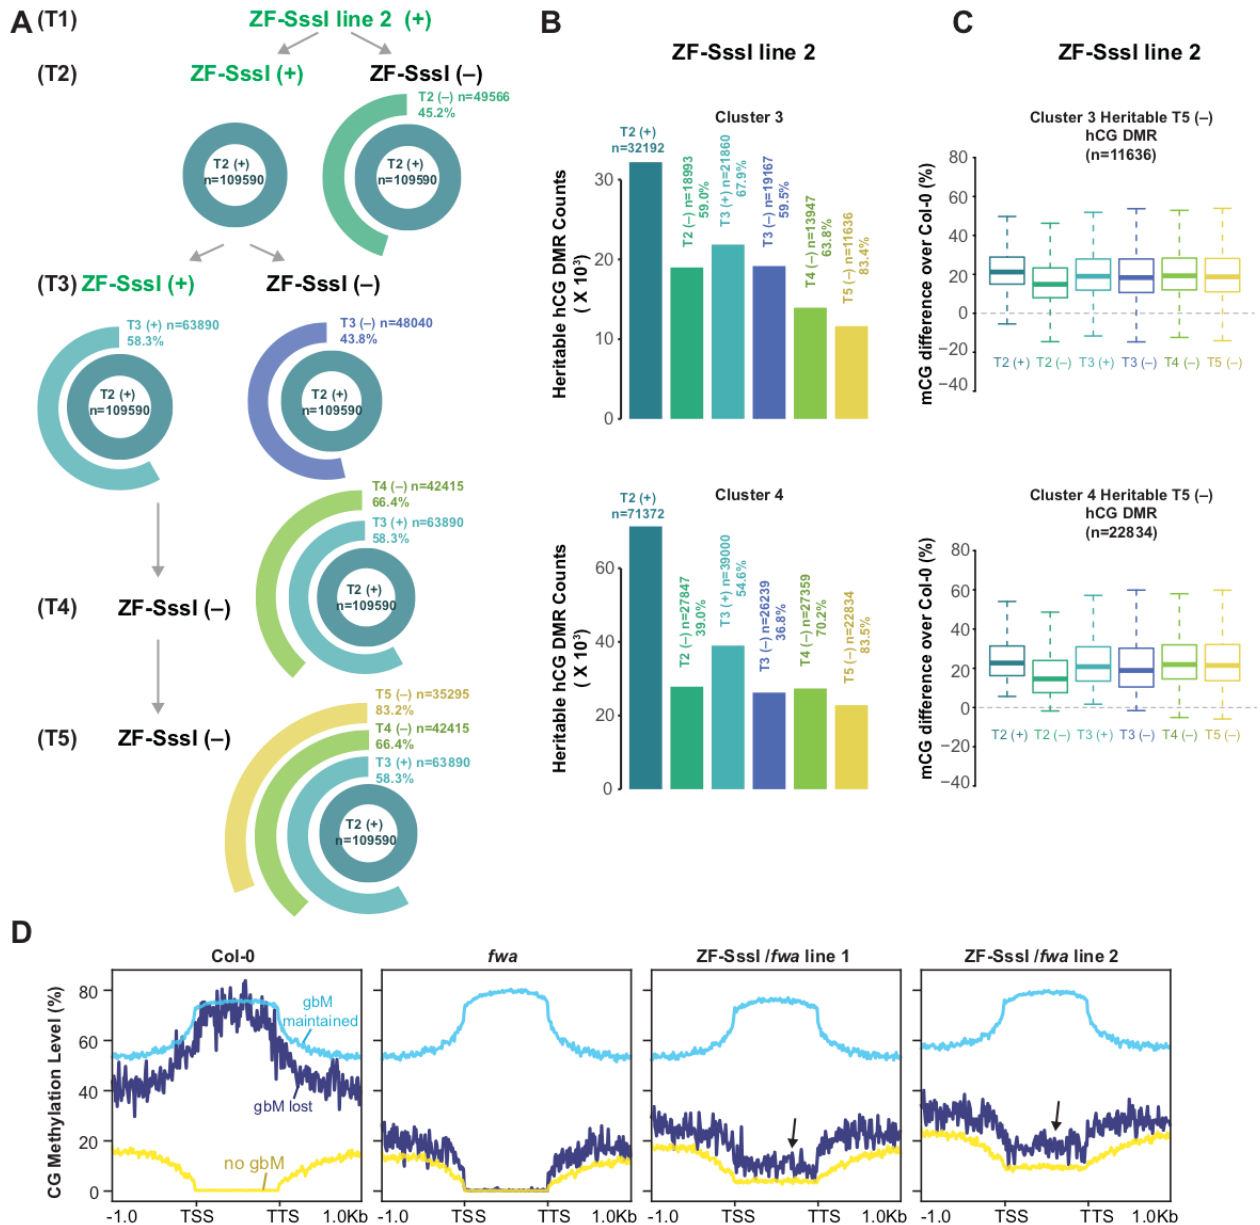

### Supplementary Figure 10. Targeted CG methylation is heritable in ZF-SssI line 2.

**A.** Multilevel pie chart of the number of heritable hCG DMRs in ZF-SssI line 2 during T2, T3, T4, and T5. **B.** Bar plot for the number of heritable hCG DMRs over Clusters 3 and 4 in ZF-SssI line 2 during T2, T3, T4, and T5. For percentage of heritable hyperCG DMRs, T2 (-), T3 (+), and T3 (-) are compared with T2 (+); T4 (-) is compared with T3 (+); T5 (-) is compared with T4 (-). **C.** Boxplot of CG methylation difference level of ZF-SssI during T2 to T5 over Col-0 in Clusters 3, and 4 heritable hCG DMRs in ZF-SssI line 2 (-) during T5. The middle line shows the median; boxes represent the 25th (bottom) and 75th (top) percentiles; and bars represent the minimum and maximum points within the 1.5X interquartile range. **D.** Metaplot of CG methylation in Col-0, *fwa*, and two ZF-SssI lines in the *fwa* background over 'no gbM', 'gbM lost', and 'gbM maintained' transposable elements (TEs). 'no gbM' represents TEs with no gbM in *fwa* and Col-0; 'gbM lost' represents TEs that lost gbM in *fwa* compared with Col-0; 'gbM maintained' represents TEs that maintained gbM in *fwa* compared to Col-0. The black arrow indicates the hCG in ZF-SssI lines in the *fwa* background over TEs that had lost gbM in *fwa*.

# Supplementary material for: Ectopic targeting of CG DNA methylation in Arabidopsis with the bacterial SssI methyltransferase
**Source:** Nat Commun. 2021 May 25;12:3130. doi: 10.1038/s41467-021-23346-y
**Supplement:** Supplementary file 12 — Description of Additional Supplementary Files

Description of additional supplementary files

Title: Supplementary Data 1

Description: WGBS information and alignment summary.

Title: Supplementary Data 2

Description: hCG DMR list.

Title: Supplementary Data 3

Description: ChIP-seq information and alignment summary.

Title: Supplementary Data 4

Description: ATAC-seq information and alignment summary.

Title: Supplementary Data 5

Description: RNA-seq information and alignment summary.

Title: Supplementary Data 6

Description: Up- and down-regulated DEGs list in ZF-Sssl + and ZF-Sssl -.

Title: Supplementary Data 7

Description: RAD results for hCG DMRs and DEGs.

Title: Supplementary Data 8

Description: gbM gene list.

Title: Supplementary Data 9

Description: H2A.Z and H3K27me3 levels over 'de novo gbM' and 'enhanced gbM' genes.

Title: Supplementary Data 10

Description: Primers used in this study.

# Supplementary material for: Ectopic targeting of CG DNA methylation in Arabidopsis with the bacterial SssI methyltransferase
**Source:** Nat Commun. 2021 May 25;12:3130. doi: 10.1038/s41467-021-23346-y
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software were used for data collection.

Data analysis

#### BS-PCR-seq analysis

BS-PCR-seq analysis was conducted as previously described. Briefly, raw sequencing reads with designed BS-PCR primers were first filtered and trimmed based on the primer sequence with customized scripts. Trimmed reads were then mapped to the reference TAIR10 genome with BSMAP 66 (v.2.74) by allowing up to two mismatches ( $-v$  2), one best hit ( $-w$  1), and to both strands ( $-n$  1). The methylation level at each cytosine was then calculated with BSMAP (methratio.py) script by only keeping unique mapped reads ( $-u$ ). Reads with more than three consecutive methylated CHH sites were removed as previously described. Methylation levels at each cytosine were calculated as  $\#C/(\#C+\#T)$ . Cytosines with less than 20 reads coverage were excluded from further analysis. To visualize the BS-PCR-seq data, only cytosines within amplified regions were kept and plotted with R (ggplot2 package, <https://ggplot2.tidyverse.org/>). The customized code used for BS-PCR-seq analysis have been deposited to GitHub (<https://github.com/wanluliu/BSPCR-analysis-for-FWA>).

#### WGBS analysis

WGBS analysis was performed as previously described. Raw reads were first aligned to the reference TAIR10 genome using BSMAP (v2.74) by allowing up to two mismatches ( $-v$  2), one best hit ( $-w$  1), and to both strands ( $-n$  1). The methylation level at each cytosine was then calculated with BSMAP (methratio.py) script by only keeping unique mapped reads ( $-u$ ). Reads with more than three consecutive methylated CHH sites were removed as previously described. Methylation levels at each cytosine were calculated as  $\#C/(\#C+\#T)$ . DMRs between ZF-Ss1 and Col-0 were defined as previously described using the R package DMRcaller. To increase coverage for DMR analysis, biological replicates were merged for each genotype (ZF-Ss1 + and ZF-Ss1 -), each generation (T2 to T5), and each transgenic lines (line 1 and line 2). In general, the whole TAIR10 genome was divided into 200 bp bins and only bins with at least four cytosines, with each cytosine covered at least four times, with more than 10% more methylation in ZF-Ss1 than Col-0, and a significance level of less than 0.05 were kept. To define hCG DMRs for T2 and T3, the intersect hCG DMRs of two transgenic lines in each generation were first calculated. Then the union set of T2 and T3 in the same genotype (either ZF-Ss1 + or ZF-Ss1 -) were kept. DMRs overlapping with 200 bp bins in each cluster was considered as DMRs specific

for certain clusters. Genomic locations for DMRs and mCG equivalent control were annotated using the Homer 'annotatePeaks' function with default parameters. For T4 and T5, two transgenic lines were separated in order to trace the heritable hCG DMRs. To define heritable hCG DMRs, T2 ZF-Sss1 – were compared with T2 ZF-Sss1 + and the shared hCG DMRs were considered as heritable hCG DMRs in T2 ZF-Sss1 –. For T3 ZF-Sss1 + and ZF-Sss1 –, hCG DMRs were overlapped with T2 ZF-Sss1 +. For T4 ZF-Sss1 – heritable hCG sites, DMRs were first intersected with T3 ZF-Sss1 + and then intersected with T2 ZF-Sss1 +, while T5 ZF-Sss1 – heritable hCG sites were further intersected with T4 ZF-Sss1 – hCG DMRs. WGBS data for controls (Col-0 and fwa) used for ZF-Sss1 in fwa analysis were published before in GSM2932284 38 and GSM3553008 34.

#### ChIP-seq analysis

For ChIP-seq data, raw reads were first mapped to the reference TAIR10 genome with Bowtie (v0.12.8) by allowing uniquely mapped reads and a maximum of two mismatches. PCR-duplicated reads were then filtered with SAMTools (v 1.19). To call ZF-Sss1 FLAG peaks, the MACS2 callDiff function (v 2.1.2) was used to compare ZF-Sss1 FLAG ChIP-seq and Col-0 FLAG ChIP-seq data with default parameters. Genomic location and enriched motifs of ZF-Sss1 FLAG-specific peaks were then annotated with Homer 'annotatePeaks' and 'findMotifGenome' functions using 100 bp flanking the summit of the peaks. Promoter regions were defined as default in homer (upstream 1kb and downstream 100bp of TSS). ChIP-seq peaks for histone marks in Col-0 were defined using MACS2 with --nomodel and --call-summits as parameters. ChIP-seq data visualizations were performed using ngs.plot, deepTools, or EnrichedHeatmap.

#### RNA-seq analysis

For RNA-seq analysis, FastQC was first used to quality-assure the raw reads (v0.11.8). Raw reads were then aligned to the TAIR10 reference genome and TAIR10 gene annotation using STAR (v2.7.0e) with '--outFilterMultimapNmax 1000 --outSAMmultNmax 1' options. Read counts over each gene were then calculated by featureCounts (v2.0.0) with default parameters. Expression levels were determined by RPKM (reads per kilobase of exons per million aligned reads) in R by customized script. Differentially expressed genes were determined with R package DESeq2 using 2 fold change and false discovery rate (FDR) less than 0.05 as cut off. Alternative splicing events were analyzed using rMATS (v4.0.2) with the default parameters. Analysis for DEG associated with hCG DMR in ZF-Sss1 was performed using the web tool RAD (<http://labw.org/rad>) with default parameters.

#### ATAC-seq analysis

ATAC-seq analysis was performed as previously described. Briefly, paired-end reads were aligned to the TAIR10 reference genome with bowtie (v0.12.8) by allowing maximal two mismatches, uniquely mapped reads (-m 1), and the maximal 2 kb distance between pairs (-X 2000). PCR duplicated reads were removed using SAMTools (v1.19) 'rmdup' function and visualized with ngs.plot or deepTools.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated and analyzed during the study are available from the corresponding author upon request. All high-throughput sequencing data generated are accessible at NCBI's Gene Expression Omnibus (GEO) via GEO Series accession number GSE158027. WGBS data for controls (Col-0 and fwa) used for ZF-Sss1 in fwa analysis were published before in GSM2932284 and GSM3553008.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For flowering time experiments under long day conditions, the size of the sample was chosen based on the standard error of the average of flowering time in Columbia (WT) populations under those conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | RNAseq: We performed RNA-seq in n=4 biological replicates of Col-0 as well as two independent ZF-Sss1 transgenic lines in both T2 and T3 generations, either with + or without - the transgene (for T2 ZF-Sss1 + line 1, only three biological replicates were collected; n=35 in total, Table S5).<br>WGBS: We performed WGBS in n=2 biological replicates of Col-0 as well as two independent ZF-Sss1 transgenic lines in both T2 and T3 generations, either with + or without - the transgene. For T4 and T5, WGBS in n=2 biological replicates of Col-0 and two independent ZF-Sss1 transgenic lines without the transgene were performed. For ZF-Sss1 in fwa, n=2 were performed for WGBS data.<br>ChIPseq: ChIPseq were performed in n=1 for WT controls, and n=2 (biological replicates) for ZF-Sss1 lines. For H2A.Z ChIPseq, additional technical replicates (n=2) were performed.<br>ATACseq: ATACseq were performed in n=1 for WT controls, and n=2 (biological replicates) for ZF-Sss1 lines. |

All attempts at replication were successful for all the experiments mentioned here.

Randomization For RNAseq, WGBS, ChIPseq and ATACseq, treatment and control samples were grown side by side under same condition.

Blinding No blinding needed.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used Anti-FLAG M2 is from Sigma (F1804, 5ul/ChIP used).  
Anti-H3K4me1 is from Abcam (Ab8895, 20ul/ChIP used).  
Anti-H3K4me3 is from Millipore (04-745, 5ul/ChIP used).  
Anti-H3K36me3 is from Abcam (Ab9050, 10ul/ChIP used).  
Anti-H3K27me3 is from Millipore (07-449, 10ul/ChIP used).  
Anti-H3 is from Abcam (Ab1791, 5ul/ChIP used).  
Anti-H2A is from Abcam (Ab13923, 10ul/ChIP used).  
Anti-PanH3Ac is from Active motif (39140, 5ul/ChIP used).  
Anti-H2A.Z polyclonal antibodies were raised in rabbits and further purified using the peptides described in Deal, R.B et al, 2007.

Validation Validity was tested by comparison of our data with previously published data (anti H2A.Z).  
In the case of commercial antibodies validation was carried out by the manufacturer.

Anti-FLAG M2 (<https://www.sigmaaldrich.com/technical-documents/articles/biofiles/fluorescence-multiplexing.html>)  
Anti-H3K4me1 (<https://www.abcam.com/histone-h3-mono-methyl-k4-antibody-chip-grade-ab8895.html>)  
Anti-H3K4me3 ([https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monooclonal,MM\\_NF-04-745](https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-MC315-rabbit-monooclonal,MM_NF-04-745))  
Anti-H3K36me3 (<https://www.abcam.com/histone-h3-tri-methyl-k36-antibody-chip-grade-ab9050.html>)  
Anti-H3K27me3 ([https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-449](https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449))  
Anti-H3 (<https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>)  
Anti-H2A (<https://www.abcam.com/histone-h2a-antibody-chip-grade-ab13923.html>)  
Anti-PanH3Ac (<https://www.activemotif.com/catalog/details/39139/histone-h3ac-pan-acetyl-antibody-pab-1>)  
Anti-H2A.Z was validated in Potok M E, Wang Y, Xu L, et al. Arabidopsis SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A. Z deposition[J]. Nature communications, 2019, 10(1): 1-14.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158027>  
*May remain private before publication.*

Files in database submission  
GSM4785470 BSPCR\_col  
GSM4785471 BSPCR\_fwa  
GSM4785472 BSPCR\_fwa\_nrpd1  
GSM4785473 BSPCR\_fwa\_nrpe1  
GSM4785474 BSPCR\_fwa\_drm12  
GSM4785475 BSPCR\_ZFSsl\_fwa  
GSM4785476 BSPCR\_ZFSsl\_fwa\_nrpd1

GSM4785479 WGBS\_col\_rep1\_for\_T2\_T3  
GSM4785480 WGBS\_col\_rep2\_for\_T2\_T3  
GSM4785481 WGBS\_ZFSssl\_T2\_line1\_plus\_rep1  
GSM4785482 WGBS\_ZFSssl\_T2\_line1\_plus\_rep2  
GSM4785483 WGBS\_ZFSssl\_T3\_line1\_plus\_rep1  
GSM4785484 WGBS\_ZFSssl\_T3\_line1\_plus\_rep2  
GSM4785485 WGBS\_ZFSssl\_T2\_line1\_minus\_rep1  
GSM4785486 WGBS\_ZFSssl\_T2\_line1\_minus\_rep2  
GSM4785487 WGBS\_ZFSssl\_T3\_line1\_minus\_rep1  
GSM4785488 WGBS\_ZFSssl\_T3\_line1\_minus\_rep2  
GSM4785489 WGBS\_ZFSssl\_T2\_line2\_plus\_rep1  
GSM4785490 WGBS\_ZFSssl\_T2\_line2\_plus\_rep2  
GSM4785491 WGBS\_ZFSssl\_T3\_line2\_plus\_rep1  
GSM4785492 WGBS\_ZFSssl\_T3\_line2\_plus\_rep2  
GSM4785493 WGBS\_ZFSssl\_T2\_line2\_minus\_rep1  
GSM4785494 WGBS\_ZFSssl\_T2\_line2\_minus\_rep2  
GSM4785495 WGBS\_ZFSssl\_T3\_line2\_minus\_rep1  
GSM4785496 WGBS\_ZFSssl\_T3\_line2\_minus\_rep2  
GSM4785497 WGBS\_col\_rep1\_for\_T4  
GSM4785498 WGBS\_col\_rep2\_for\_T4  
GSM4785499 WGBS\_ZFSssl\_T4\_line1\_minus\_rep1  
GSM4785500 WGBS\_ZFSssl\_T4\_line1\_minus\_rep2  
GSM4785501 WGBS\_ZFSssl\_T4\_line2\_minus\_rep1  
GSM4785502 WGBS\_ZFSssl\_T4\_line2\_minus\_rep2  
GSM4785503 WGBS\_col\_rep1\_for\_T5\_part1  
GSM4785504 WGBS\_col\_rep2\_for\_T5\_part1  
GSM4785505 WGBS\_ZFSssl\_T5\_line1\_minus\_rep1\_part1  
GSM4785506 WGBS\_ZFSssl\_T5\_line1\_minus\_rep2\_part1  
GSM4785507 WGBS\_ZFSssl\_T5\_line2\_minus\_rep1\_part1  
GSM4785508 WGBS\_ZFSssl\_T5\_line2\_minus\_rep2\_part1  
GSM4785509 WGBS\_ZFSssl\_in\_fwa\_line1  
GSM4785510 WGBS\_ZFSssl\_in\_fwa\_line2  
GSM4785511 RNAseq\_col\_for\_T2\_T3\_rep1  
GSM4785512 RNAseq\_col\_for\_T2\_T3\_rep2  
GSM4785513 RNAseq\_col\_for\_T2\_T3\_rep3  
GSM4785514 RNAseq\_col\_for\_T2\_T3\_rep4  
GSM4785515 RNAseq\_ZFSssl\_T2\_line2\_minus\_rep1  
GSM4785516 RNAseq\_ZFSssl\_T2\_line2\_minus\_rep2  
GSM4785517 RNAseq\_ZFSssl\_T2\_line2\_minus\_rep3  
GSM4785518 RNAseq\_ZFSssl\_T2\_line2\_minus\_rep4  
GSM4785519 RNAseq\_ZFSssl\_T2\_line1\_minus\_rep1  
GSM4785520 RNAseq\_ZFSssl\_T2\_line1\_minus\_rep2  
GSM4785521 RNAseq\_ZFSssl\_T2\_line1\_minus\_rep3  
GSM4785522 RNAseq\_ZFSssl\_T2\_line1\_minus\_rep4  
GSM4785523 RNAseq\_ZFSssl\_T3\_line2\_minus\_rep1  
GSM4785524 RNAseq\_ZFSssl\_T3\_line2\_minus\_rep2  
GSM4785525 RNAseq\_ZFSssl\_T3\_line2\_minus\_rep3  
GSM4785526 RNAseq\_ZFSssl\_T3\_line2\_minus\_rep4  
GSM4785527 RNAseq\_ZFSssl\_T3\_line1\_minus\_rep1  
GSM4785528 RNAseq\_ZFSssl\_T3\_line1\_minus\_rep2  
GSM4785529 RNAseq\_ZFSssl\_T3\_line1\_minus\_rep3  
GSM4785530 RNAseq\_ZFSssl\_T3\_line1\_minus\_rep4  
GSM4785531 RNAseq\_ZFSssl\_T2\_line2\_plus\_rep1  
GSM4785532 RNAseq\_ZFSssl\_T2\_line2\_plus\_rep2  
GSM4785533 RNAseq\_ZFSssl\_T2\_line2\_plus\_rep3  
GSM4785534 RNAseq\_ZFSssl\_T2\_line2\_plus\_rep4  
GSM4785535 RNAseq\_ZFSssl\_T3\_line2\_plus\_rep1  
GSM4785536 RNAseq\_ZFSssl\_T3\_line2\_plus\_rep2  
GSM4785537 RNAseq\_ZFSssl\_T3\_line2\_plus\_rep3  
GSM4785538 RNAseq\_ZFSssl\_T3\_line2\_plus\_rep4  
GSM4785539 RNAseq\_ZFSssl\_T2\_line1\_plus\_rep1  
GSM4785540 RNAseq\_ZFSssl\_T2\_line1\_plus\_rep2  
GSM4785541 RNAseq\_ZFSssl\_T2\_line1\_plus\_rep3  
GSM4785542 RNAseq\_ZFSssl\_T3\_line1\_plus\_rep1  
GSM4785543 RNAseq\_ZFSssl\_T3\_line1\_plus\_rep2  
GSM4785544 RNAseq\_ZFSssl\_T3\_line1\_plus\_rep3  
GSM4785545 RNAseq\_ZFSssl\_T3\_line1\_plus\_rep4  
GSM4785546 ChIP\_FLAG\_col  
GSM4785547 ChIP\_FLAG\_ZFSssl\_line1  
GSM4785548 ChIP\_FLAG\_ZFSssl\_line2  
GSM4785549 ChIP\_H3K4me1\_col  
GSM4785550 ChIP\_H3K4me1\_ZFSssl\_line1  
GSM4785551 ChIP\_H3K4me1\_ZFSssl\_line2  
GSM4785552 ChIP\_H3K4me3\_col  
GSM4785553 ChIP\_H3K4me3\_ZFSssl\_line1  
GSM4785554 ChIP\_H3K4me3\_ZFSssl\_line2

GSM4785555 ChIP\_H3K36me3\_col  
 GSM4785556 ChIP\_H3K36me3\_ZFSssl\_line1  
 GSM4785557 ChIP\_H3K36me3\_ZFSssl\_line2  
 GSM4785558 ChIP\_H3\_col  
 GSM4785559 ChIP\_H3\_ZFSssl\_line1  
 GSM4785560 ChIP\_H3\_ZFSssl\_line2  
 GSM4785561 ChIP\_H2A\_col  
 GSM4785562 ChIP\_H2A\_ZFSssl\_line1\_rep1  
 GSM4785563 ChIP\_H2A\_ZFSssl\_line2\_rep1  
 GSM4785564 ChIP\_H2AZ\_col\_rep1  
 GSM4785565 ChIP\_H2AZ\_ZFSssl\_line1  
 GSM4785566 ChIP\_H2AZ\_ZFSssl\_line2  
 GSM4785567 ChIP\_PanH3Ac\_col  
 GSM4785568 ChIP\_PanH3Ac\_ZFSssl\_line1  
 GSM4785569 ChIP\_PanH3Ac\_ZFSssl\_line2  
 GSM4785570 ChIP\_H2AZ\_col\_rep2  
 GSM4785571 ChIP\_H2AZ\_ZFSssl\_line1\_rep2  
 GSM4785572 ChIP\_H2AZ\_ZFSssl\_line2\_rep2  
 GSM4785573 ChIP\_H3K27me3\_col  
 GSM4785574 ChIP\_H3K27me3\_ZFSssl\_line1  
 GSM4785575 ChIP\_H3K27me3\_ZFSssl\_line2  
 GSM4785576 ATACseq\_col  
 GSM4785577 ATACseq\_ZFSssl\_line1  
 GSM4785578 ATACseq\_ZFSssl\_line2  
 GSM4955357 BSPCR\_ZFSssl\_fwa\_nrpe1  
 GSM4955358 BSPCR\_ZFSssl\_fwa\_drm12

Genome browser session  
 (e.g. [UCSC](#))

N.A.

## Methodology

Replicates

ChIPseq: ChIPseq were performed in n=1 for WT controls, and n=2 (biological replicates) for ZF-Sssl lines. For H2A.Z ChIPseq, additional technical replicates (n=2) were performed.

Sequencing depth

Sample ID Sample IP Genotype Raw reads Aligned reads PCR duplicates  
 1 ChIP\_FLAG\_col FLAG Col-0 22729083 16439270(72.33%) 5185999(22.82%)  
 2 ChIP\_FLAG\_ZFSssl\_line1 FLAG ZF-Sssl line 1 13622389 9899176(72.67%) 2821658(20.71%)  
 3 ChIP\_FLAG\_ZFSssl\_line2 FLAG ZF-Sssl line 2 25703892 19091374(74.27%) 5673988(22.07%)  
 4 ChIP\_H3K4me1\_col H3K4me1 Col-0 7467463 6900245(92.40%) 415147(5.56%)  
 5 ChIP\_H3K4me1\_ZFSssl\_line1 H3K4me1 ZF-Sssl line 1 9146794 8489917(92.82%) 501942(5.49%)  
 6 ChIP\_H3K4me1\_ZFSssl\_line2 H3K4me1 ZF-Sssl line 2 9850655 9059942(91.97%) 543377(5.52%)  
 7 ChIP\_H3K4me3\_col H3K4me3 Col-0 9243294 8586615(92.90%) 395022(4.27%)  
 8 ChIP\_H3K4me3\_ZFSssl\_line1 H3K4me3 ZF-Sssl line 1 7828187 7337096(93.73%) 326367(4.17%)  
 9 ChIP\_H3K4me3\_ZFSssl\_line2 H3K4me3 ZF-Sssl line 2 10687696 9881298(92.45%) 583679(5.46%)  
 10 ChIP\_H3K36me3\_col H3K36me3 Col-0 18347841 15387630(83.87%) 2503311(13.64%)  
 11 ChIP\_H3K36me3\_ZFSssl\_line1 H3K36me3 ZF-Sssl line 1 15790507 13088146(82.89%) 2264179(14.34%)  
 12 ChIP\_H3K36me3\_ZFSssl\_line2 H3K36me3 ZF-Sssl line 2 12607182 9467665(75.10%) 1771816(14.05%)  
 13 ChIP\_H3\_col H3 Col-0 9580553 6613559(69.03%) 2537443(26.49%)  
 14 ChIP\_H3\_ZFSssl\_line1 H3 ZF-Sssl line 1 10456173 7453102(71.28%) 2709847(25.92%)  
 15 ChIP\_H3\_ZFSssl\_line2 H3 ZF-Sssl line 2 15396354 10728334(69.68%) 4247029(27.58%)  
 16 ChIP\_H2A\_col H2A Col-0 19210385 15253078(79.40%) 3314823(17.26%)  
 17 ChIP\_H2A\_ZFSssl\_line1\_rep1 H2A ZF-Sssl line 1 14937757 11930494(79.87%) 2543683(17.03%)  
 18 ChIP\_H2A\_ZFSssl\_line2\_rep1 H2A ZF-Sssl line 2 19888168 15374161(77.30%) 3840546(19.31%)  
 19 ChIP\_H2AZ\_col\_rep1 H2AZ Col-0 8086839 7377145(91.22%) 592112(7.32%)  
 20 ChIP\_H2AZ\_ZFSssl\_line1 H2AZ ZF-Sssl line 1 9313007 8459846(90.84%) 697447(7.49%)  
 21 ChIP\_H2AZ\_ZFSssl\_line2 H2AZ ZF-Sssl line 2 11190405 9986455(89.24%) 813263(7.27%)  
 22 ChIP\_PanH3Ac\_col PanH3Ac Col-0 18361292 14971988(81.54%) 2914599(15.87%)  
 23 ChIP\_PanH3Ac\_ZFSssl\_line1 PanH3Ac ZF-Sssl line 1 19348497 15664063(80.96%) 3204007(16.56%)  
 24 ChIP\_PanH3Ac\_ZFSssl\_line2 PanH3Ac ZF-Sssl line 2 24023206 20399766(84.92%) 3029661(12.61%)  
 25 ChIP\_H2AZ\_col\_rep2 H2AZ Col-0 33673791 16129089 (47.90%) 5958014(18.47%)  
 26 ChIP\_H2AZ\_ZFSssl\_line1\_rep2 H2AZ ZF-Sssl line 1 34703442 16637538 (47.94%) 6421180(19.30%)  
 27 ChIP\_H2AZ\_ZFSssl\_line2\_rep2 H2AZ ZF-Sssl line 2 41989085 18314534 (43.62%) 7349676(20.07%)  
 28 ChIP\_H3K27me3\_col H3K27me3 Col-0 24134085 11495781(47.63%) 5044483(21.94%)  
 29 ChIP\_H3K27me3\_ZFSssl\_line1 H3K27me3 ZF-Sssl line 1 28310214 13659781 (48.25%) 6392982(23.40%)  
 30 ChIP\_H3K27me3\_ZFSssl\_line2 H3K27me3 ZF-Sssl line 2 21243174 9366946 (44.09%) 3595296(19.19%)

Antibodies

Anti-FLAG M2 (F1804, Sigma), H3K4me1 (Ab8895, Abcam), H3K4me3 (04-745, Millipore), H3K36me3 (Ab9050, Abcam), H3K27me3 (07-449, Millipore), H3 (Ab1791, Abcam), H2A (Ab13923, Abcam), H2A.Z 63, and PanH3Ac (39140, Active motif).

Peak calling parameters

To call ZF-Sssl FLAG peaks, the MACS2 calldiff function 70 (v 2.1.2) was used to compare ZF-Sssl FLAG ChIP-seq and Col-0 FLAG ChIP-seq data with default parameters.

Data quality

Since we are comparing the FLAG ChIPseq in ZF-Sssl lines and Col-0 FLAG ChIPseq data, instead of calling ChIPseq peaks vs input, we used MACS2 calldiff function to call the differential binding events in ZF-Sssl FLAG ChIPseq. We identified 2151 differential binding

events in ZF-Sssl FLAG compared to Col-0 FLAG ChIP-seq.

Software

Bowtie  
SAMTools  
MACS2 calldiff function  
Homer  
ngs.plot  
deepTools  
EnrichedHeatmap

How the deposited data were processed for this re-analysis (not part of the article)

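Methylation at FWA was measured by BS-PCR-seq in 9 libraries, from untransformed Col-0, fwa, fwa nrpd1, fwa nrpe1 and fwa drm1/2 plants and from T2 plants with ZF-SssI in each of the 4 fwa backgrounds, with 1 library per genotype. Gene expression was measured by RNA-seq in 35 libraries, 4 of Col-0, 15 of ZF-SssI (+) and 16 of ZF-SssI (‒), from lines 1 and 2 in the T2 and T3 generations. The methods give leaf as the tissue of the BS-PCR-seq samples, and the sample labels give inflorescence. The RNA-seq libraries are from inflorescence tissue. Samples were assigned to conditions from the sample labels, the methods, the list of samples in the Reporting Summary and the supplementary sample lists.

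For BS-PCR-seq, the authors mapped the reads to TAIR10 with BSMAP, called methylation with its methratio script on uniquely mapped reads, and removed reads with more than 3 consecutive methylated CHH sites. For each cytosine, the authors deposited the count of methylated reads, the count of all reads and the ratio of the 2 counts as a fraction. No further normalization was applied by the authors to these fractions. For RNA-seq, the authors aligned the reads to TAIR10 with STAR and deposited raw read counts per gene from featureCounts, without normalization. The methods describe featureCounts as run with default parameters. The headers of the deposited tables record reverse-stranded counting by gene, with multi-mapping reads counted and reads marked as duplicates left out.

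Positions were checked against the TAIR10 sequence of chromosome 4, which is 18585056 bases long. All 327 cytosines listed by the BS-PCR-seq tables had the same sequence context in that reference. Of the 33602 genes with counts, 32835 were matched by identifier to the reference gene table, and 10599 of these had the same start and end there. Gene coordinates and lengths in the RNA-seq results are therefore those of the count tables. The 279 organelle genes had 0 counts in all libraries.

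Methylation levels were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Cytosines with at least 20 reads were used, as in the methods. The level of a library is the unweighted mean over the cytosines of a context in 3 regions of FWA. Confidence intervals are 95% Wilson intervals, and 3 reads were taken as the smallest number that a depth can show. Each of the 4 ZF-SssI libraries was compared with the untransformed library of its background by two-sided Fisher's exact tests per cytosine, with Benjamini-Hochberg adjustment within each context at 0.05. Between 24 and 1167351 reads covered each cytosine used. The lowest coverage, with medians of 50 to 75 reads, was in Region 2 of the 4 untransformed fwa libraries. There, a cytosine with no methylated read has an interval that reaches 7.13% at 50 reads. PCR reads are not independent molecules, so these intervals cover counting error only.

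RNA-seq counts were analysed in R 4.3.3 with edgeR 4.0.16, and DESeq2 1.42.0, the tool named in the methods, was run as an alternative. Each ZF-SssI group was compared with Col-0 in its own fit, with TMM normalization, edgeR's low-count filter and its two-sided quasi-likelihood test. DEGs had an adjusted p under 0.05 and a change of at least 2-fold, an absolute log2 fold change of 1. There were 8 such comparisons, and shared DEGs are those called in the same direction in all 4 ZF-SssI (+) or all 4 ZF-SssI (‒) comparisons. The standard errors of log2 fold changes were taken from the quasi-likelihood F statistic. Between 4789977 and 74879138 reads per library were counted on genes, with a median of 13356783. Across 51 pairs of replicates, chi-square per degree of freedom lay between 2.80 and 48.6, so replicates differed by more than counting error.

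The global expression of a library is the median over genes of log2(RPKM + 1), scaled to the uniquely mapped reads listed in Supplementary Data 5. The gbM set score of a library is the mean TMM-normalized log2 CPM of the genes of a set minus that of all other tested genes. Both were compared between groups of libraries by two-sided exact permutation tests. With 4 libraries against 4 the smallest possible p is 0.0286, and with 3 against 4 it is 0.0571. Overlaps of gene lists and the association of hCG DMRs with DEGs were tested by two-sided Fisher's exact tests among the genes that could have been counted. Supplementary Data 2 and 8 were at hand in part, so these tests cover the listed part. Differences between groups of libraries were tested in the same way as differences from Col-0.

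Genes named in the text follow a rule, with 4 exceptions. They are FWA, the genes the paper names where the text needs them, the 5 shared ZF-SssI (+) DEGs in each direction with the largest mean log2 fold change, up to 10 genes down in all 4 ZF-SssI (‒) comparisons, and up to 10 shared ZF-SssI (+) DEGs that are De novo or Enhanced gbM genes. HEI10, MSH3, SLK1 and SLK3 are outside this rule and were named for their position after the values were seen. The rule, the comparisons, the tests and most alternatives were set before the data were examined. The exceptions are named in the text.

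The alternatives for DEGs were DESeq2, size factors by relative log expression (RLE), no low-count filter, at least 10 counts in every library, counts thinned to the smallest library with random seed 1, a factor for the replicate number (replicate block), all 35 libraries in one fit, the sequencing lane as a covariate in that fit, and leaving out each replicate number in turn. A pseudocount of 0.1 in place of 1, the mean in place of the median, genes at 1 RPKM or more and scaling to the counts on genes were tried for global expression. The set scores were also computed with RLE size factors, with the median and against genes matched on mean expression. They were also computed for the separate lists of gbM genes with and without H3K27me3. For BS-PCR-seq, the alternatives were a coverage minimum of 100 reads, the level of all reads pooled, and each region by itself. Windows of 0.5 and 2 kb, hCG DMRs of Cluster 4 and the DEG lists of Supplementary Data 6 were tried for the hCG DMRs. Chosen only after the data were seen were DESeq2 with all 35 libraries in one fit, the minus strand alone for BS-PCR-seq, comparison of the set scores with other genes of the listed part, and the replicate block and left-out replicates for the control sets. DESeq2 in the lane test and all alternatives for the comparison of siblings were also chosen then.

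The DEG calls, the shared DEGs, the set score, the overlap test and the test of single cytosines were run on simulated data with known changes. Global expression, the association of hCG DMRs with TSSs and the regional methylation levels were not. In 4 simulated comparisons with the depths of these libraries and 200 changed genes each, edgeR recovered 193 to 198 of them with no gene in the wrong direction and 1 to 8 false calls. DESeq2 recovered 197 to 199 with 10 to 33 false calls, and the replicate block recovered 191 to 200. Of 100 genes changed in each direction in all 4 simulated comparisons, 98 up and 94 down were called as shared, with 0 false calls. The changes planted for these calls were all well above the 2-fold threshold, in genes above a set mean expression. How many changes near the threshold, or in weakly expressed genes, would be recovered was therefore not tested. A change of 0.3 (log2) planted in a set of 1000 genes gave a set score of 0.285 (two-sided exact permutation p = 0.0286). Of 200 changed cytosines among 2000, Fisher's exact test recovered 198 to 200, with 4 to 7 false calls.

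The WGBS, ChIP-seq and ATAC-seq experiments and the alternative splicing events were not analysed here. The rate of bisulfite conversion was not measured.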

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

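All tests in this part were chosen only after the results were seen, apart from the comparison of ZF-SssI (+) with ZF-SssI (‒) plants.

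A single RNA-seq library lay far from the other 3 of its group in 5 of 70 checks of named genes, global expression and gbM set scores, where 3.5 would by chance. All 5 were among the 56 checks of named genes, where 2.8 would by chance. ELIP1 had 12.6 CPM in ZF-SssI (+) T3 line 2 replicate 1, against 24.6 to 26.2 CPM in the other replicates. FWA had 0.839 CPM in ZF-SssI (‒) T2 line 2 replicate 1, against 2.23 to 2.43 CPM. MRD1 had 43.6 CPM in ZF-SssI (‒) T2 line 2 replicate 3 (40.2 to 40.6 CPM in the others), 42.4 CPM in ZF-SssI (‒) T3 line 1 replicate 2 (19.8 to 23.6 CPM) and 38.8 CPM in ZF-SssI (‒) T3 line 2 replicate 4 (41.1 to 41.2 CPM). The number of such libraries is in line with chance (one-sided exact binomial p = 0.272 over all checks and 0.147 over those of named genes). Of these libraries, 20% were the smallest or the largest of their group, so library size does not account for all of them. The FWA value is from the smallest library of its group, with 8 reads on the gene, and library size is left open for it. Chance remains as an explanation for each of them, and no biological explanation was tested.

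Plants with and without the transgene of the same line and generation differed from each other, a comparison the paper does not report. In ZF-SssI (+) T2 line 1 against ZF-SssI (‒) T2 line 1, 64 DEGs were up and 10 were down. No gene of this pair passed with the replicate number as a block, and whether the numbers pair siblings was not checked. In T2 line 2, 228 were up and 1053 down. In T3 line 2, 1158 were up and 678 down. In T3 line 1, 2 were up and 0 down (33 and 11 genes changed by at least 2-fold at an unadjusted p under 0.05). Of the 35 splits of the libraries of a comparison, 8 part all same-numbered pairs, and among these the real split, 1 of the 8, was the only one with as many DEGs in each of the 7 counts above 0. For the count of 0 all 8 did. With 8 splits the share cannot fall under 0.05, so they cannot rule out a chance split. The remaining splits keep at least 1 same-numbered pair on one side. Among them, a single split of T2 line 1 gave as many DEGs, with replicates 2, 3 and 4 of ZF-SssI (‒) on one side and its replicate 1 beside the 3 ZF-SssI (+) libraries. It had 70 genes higher and 719 lower.

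Sequencing lane differs between siblings in T2 line 1, T2 line 2 and T3 line 2. The lanes were compared within ZF-SssI (‒) T3 line 1, the only group with libraries from both. Over the DEGs of the siblings, the median log2 fold change between lanes, signed by the direction of the DEG, came to -0.0936 times that of the comparison in T2 line 1, 0.0265 times in T2 line 2 and 0.0817 times in T3 line 2. A lane effect of the same size in all groups is therefore not a sufficient explanation. In these 3 pairs the plants with the transgene had fewer reads, with a median of 8457409 against 16237015.5 in T2 line 1. With all libraries thinned to 4789977 reads, the total number of DEGs was 72 in T2 line 1, 1163 in T2 line 2 and 1502 in T3 line 2, against 74, 1281 and 1836, so library size is not the explanation. Over all 35 splits, the real one was the only one with as many DEGs in T2 line 2 and T3 line 2. A chance split is therefore unlikely there if the replicate numbers do not pair plants, and is left open by the 8 splits alone. A difference between plants with and without the transgene may be the source of these DEGs, as a hypothesis from the same data. In T3 line 1, where 2 genes passed, 391 genes were up against Col-0 both with and without the transgene, of 719 and 421. The difference between the lines in the number of sibling DEGs was not tested.

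CG methylation was also found outside FWA, in an amplicon over part of exon 7 of MSH3 (AT4G25540) and of the adjoining intron that the paper does not report on. It spans CG sites between 13044660 and 13044744 of chromosome 4, with at most 88 reads in the untransformed fwa, fwa nrpd1, fwa nrpe1 and fwa drm1/2 libraries. With ZF-SssI in fwa, the site at 13044660 had 60.9% (0% in fwa, adjusted p = 1.44e-16 by a two-sided Fisher's exact test over 42 tests). With ZF-SssI in fwa drm1/2, the site at 13044726 had 52.4% (0% in fwa drm1/2, adjusted Fisher's exact p = 1.78e-21). With ZF-SssI in fwa nrpe1, the site at 13044701 had 7.18% (0% in fwa nrpe1, adjusted Fisher's exact p = 0.0195), and the site at 13044669 was lower, with 77.0% against 89.4% (adjusted Fisher's exact p = 0.0371). With ZF-SssI in fwa nrpd1 no tested site was above 2.34%. Sites near the ends of the amplicon that not all of the libraries covered were not tested. They include 17.6% of 91 reads at 13044634 with ZF-SssI in fwa nrpd1 and 68.3% of 63 reads at 13044758 with ZF-SssI in fwa drm1/2. Each value is from 1 library.

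Incomplete bisulfite conversion is not the explanation, since the mean CHH methylation of the same amplicon was 0.609%, 0.379% and 0.408% with ZF-SssI in fwa, fwa nrpe1 and fwa drm1/2. The mean over 4 CHG cytosines was higher in the last 2, with 13.5% and 13.2%, and no cause for it was tested. Reads of Col-0, in which most of these sites are methylated, would raise neighboring sites as well. The next site methylated in Col-0 had 5.08% with ZF-SssI in fwa, where such reads would give 57.2%, and 2.95% with ZF-SssI in fwa drm1/2, where they would give 57.0%. In fwa nrpe1 it had 4.08%, where they would give 6.92%, so Col-0 reads cannot be told apart from methylation there. A difference between plants that carry no transgene is a candidate explanation at 13044660, because this site had 94.4% in untransformed fwa nrpe1 and 0% in untransformed fwa. At 13044701 and 13044726, untransformed Col-0 had 81.8% and 78.8%. The highest level in an untransformed fwa library was 0% at both, so no such difference was seen among those libraries. With 1 library per genotype it cannot be ruled out, and methylation by ZF-SssI cannot be told apart from it at any of the 3 sites.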

How the results depend on the processing

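Among the alternatives, DESeq2 with all 35 libraries in one fit, the minus strand alone, DESeq2 in the lane test and the other genes of the listed part, with the replicate block and left-out replicates for the control sets, were chosen only after the results were seen. So were all alternatives for the comparison of siblings. A count was taken as the same within 1.5 times its value, and a level when it moved by less than its error. Of 1208 values of 136 results under alternatives, 803 were the same by direction and threshold, 123 were weaker, 4 were stronger, 28 were reversed and 250 had moved. No alternative changed 27 of the results. The cause of a change was not tested unless a value below shows it.

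DEG numbers against Col-0 depended on the tool. With DESeq2 all 16 counts were larger, with a sum of 4780 against 3616, and 9 moved by more than 1.5 times. In ZF-SssI (+), DEGs down became 106 in T2 line 1, 130 in T3 line 1 and 217 in T3 line 2. In ZF-SssI (‒), DEGs up became 11 in T2 line 1, 156 in T2 line 2 and 164 in T3 line 2, and DEGs down 1 in T2 line 1, 66 in T2 line 2 and 62 in T3 line 1. Shared ZF-SssI (+) DEGs down became 10, and 1 Enhanced gbM gene was among them. Against the ZF-SssI (‒) siblings, DESeq2 gave 292 DEGs up and 61 down in T2 line 1 and 7 up in T3 line 1. Between the lanes of ZF-SssI (‒) T3 line 1 it gave 42 DEGs, where edgeR gave 0 (75 genes up and 198 down at an unadjusted p under 0.05). The cause was not tested.

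Fitting all 35 libraries together with edgeR raised the sum to 5386. DEGs down of ZF-SssI (+) became 173 in T2 line 1, 1352 in T2 line 2, 219 in T3 line 1 and 238 in T3 line 2, with 39 shared. DEGs down of ZF-SssI (‒) became 14 in T2 line 2, 124 in T3 line 1 and 443 in T3 line 2, and DEGs up 166 in T3 line 2. DESeq2 on all 35 libraries, an alternative chosen after seeing the data, gave a sum of 5913. DEGs down of ZF-SssI (+) became 197 in T2 line 1, 1370 in T2 line 2, 206 in T3 line 1 and 248 in T3 line 2, DEGs up became 123 in T3 line 2, and 41 were shared down. In ZF-SssI (‒), DEGs up became 13 in T2 line 1, 120 in T2 line 2 and 189 in T3 line 2, DEGs down became 21, 92, 123 and 455 in T2 line 1, T2 line 2, T3 line 1 and T3 line 2, and 10 were shared down. Of the shared ZF-SssI (+) DEGs down, 2 were then De novo gbM genes and 2 Enhanced gbM genes. The cause was not tested.

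With the sequencing lane as a covariate in the fit of all 35 libraries, the sum fell to 1525. Only the libraries of ZF-SssI (‒) T3 line 1 inform the lane term. DEGs up of ZF-SssI (+) became 14 in T2 line 1, 180 in T2 line 2, 9 in T3 line 1 and 0 in T3 line 2 (161 at an unadjusted p under 0.05). DEGs down became 2 in T2 line 1, 511 in T2 line 2, 1 in T3 line 1 and 2 in T3 line 2. Shared DEGs of ZF-SssI (+) became 0 up and 0 down (50 and 37 at an unadjusted p under 0.05). In ZF-SssI (‒), DEGs up became 8 in T2 line 2, 176 in T3 line 1 and 158 in T3 line 2, and DEGs down 11 in T2 line 2 and 435 in T3 line 2. The log2 fold change of FWA in ZF-SssI (+) T3 line 1 changed sign, to 0.52. With the 2 replicates of lane 6 only, ZF-SssI (‒) T3 line 1 had 0 DEGs up and 0 down (442 and 80 at an unadjusted p under 0.05), and with those of lane 7 only 9 down.

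With the replicate number as a block, the sum was 2742. DEGs of ZF-SssI (+) became 24 down in T3 line 1 and 31 up and 40 down in T3 line 2. In ZF-SssI (‒) they became 45 up in T2 line 2, 268 up and 5 down in T3 line 1, and 1 up and 0 down in T3 line 2 (279 down at an unadjusted p under 0.05). Shared ZF-SssI (+) DEGs became 14 up and 0 down (9 at an unadjusted p under 0.05). The siblings of T2 line 1 had 0 DEGs up and 0 down (317 and 95 at an unadjusted p under 0.05) in the block fit. Same-numbered libraries of a group and Col-0 were no more alike than others in 6 of the 8 comparisons, so the numbers need not pair plants. In the paired permutation test of 4 pairs the smallest p is 0.125, so the global differences of -0.16 in ZF-SssI (+) T2 line 2 and 0.069 in ZF-SssI (‒) T3 line 2 could not pass there. The same holds for the De novo gbM score of -0.31 in T2 line 2 and the Enhanced gbM scores of -0.19, -0.099 and -0.085 in T2 line 2, T3 line 1 and T3 line 2. The log2 fold change of FWA changed sign in the block fit, to 0.0020 in ZF-SssI (+) T3 line 1 and 0.048 in ZF-SssI (‒) T3 line 2.

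Filters and depth mattered less. With at least 10 counts in every library, DEGs down became 20 in ZF-SssI (+) T2 line 1, 360 in T2 line 2 and 26 in T3 line 1. In ZF-SssI (‒) they became 3 in T2 line 2 and 17 in T3 line 1, and DEGs up 54 in T3 line 2. With counts thinned to the smallest library, DEGs down became 25 in ZF-SssI (+) T2 line 1 and 14 in ZF-SssI (‒) T3 line 1, DEGs up 23 in ZF-SssI (‒) T2 line 2 and 55 in ZF-SssI (‒) T3 line 2, and shared ZF-SssI (+) DEGs down 3. The sum of the DEG numbers fell from 3616 to 3128 with thinning, with 12 of the 16 counts smaller, so the depth limits how many DEGs were called. RLE size factors changed 2 of the 16 counts, to 7 up and 2 down in ZF-SssI (‒) T2 line 2. Without a low-count filter none of the 16 counts moved by more than 1.5 times.

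Leaving out each replicate number in turn, from both groups, changed the number of DEGs widely. In ZF-SssI (+) T2 line 1, DEGs up ranged from 0 to 527 and DEGs down from 0 to 35 over these fits, with 549 up and 197 down at an unadjusted p under 0.05 without replicate 2. The range was 484 to 783 up and 189 to 927 down in T2 line 2, 450 to 869 up and 14 to 77 down in T3 line 1, and 2 to 79 up and 2 to 68 down in T3 line 2. In ZF-SssI (‒) it was 0 to 14 up in T2 line 1 (67 at an unadjusted p under 0.05 without replicate 1), 2 to 5 up and 1 to 2 down in T2 line 2, 128 to 455 up and 2 to 25 down in T3 line 1, and 1 to 155 up and 1 to 335 down in T3 line 2. Shared ZF-SssI (+) DEGs ranged from 0 to 49 up and 0 to 2 down, with 92 up and 11 down at an unadjusted p under 0.05 without replicate 2. Shared ZF-SssI (‒) DEGs up ranged from 0 to 1, with 1 at an unadjusted p under 0.05 without replicate 1. Against siblings, DEGs ranged from 0 to 783 up and 0 to 70 down in T2 line 1, where 349 were up and 146 down at an unadjusted p under 0.05 without replicate 2. Leaving out replicate 1 of ZF-SssI (‒) T2 line 1 alone gave 820 up and 115 down, and leaving out replicate 1 of ZF-SssI (+) T2 line 1 alone gave 9 up and 1 down. Sibling DEGs ranged from 69 to 277 up and 289 to 1171 down in T2 line 2, and were 0 up in T3 line 1 in all 4 fits (44 to 56 at an unadjusted p under 0.05). The cause was not tested.

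Of the 8 global expression differences, 2 kept direction and side of the threshold under every alternative. With genes at 1 RPKM or more, the differences of ZF-SssI (+) T3 line 1 and ZF-SssI (‒) T3 line 1 grew to -0.086 and -0.079 (exact permutation p = 0.0286 each), and those of ZF-SssI (‒) T2 line 1 and T2 line 2 changed sign, to 0.0043 and -0.031. The mean over genes turned ZF-SssI (‒) T2 line 2 to -0.0072. With each replicate left out the differences of ZF-SssI (+) T2 line 2 ranged from -0.22 to -0.12, those of ZF-SssI (‒) T3 line 2 from 0.043 to 0.084, and neither can pass with 3 libraries against 3. Those of ZF-SssI (+) T3 line 1 ranged from -0.061 to 0.0078, of ZF-SssI (‒) T2 line 1 from -0.035 to 0.013, and of ZF-SssI (‒) T2 line 2 from -0.0010 to 0.018. The changes of sign are all of differences smaller than the spread of the Col-0 libraries.

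Of 88 values of the gbM set scores under alternatives, 61 were the same, 20 were weaker and 7 were reversed. Of 72 values of the control set scores, 46 were the same, 22 were weaker, 1 was stronger and 3 were reversed. The median over genes turned the De novo gbM score of T2 line 1 to 0.021 and the Enhanced gbM control score of T2 line 2 to -0.043. The separate list of De novo gbM genes with H3K27me3 had positive scores in T2 line 1 (0.047) and T3 line 1 (0.064). The list of Enhanced gbM genes with H3K27me3 had positive scores in the same groups (0.0053 and 0.034). Matching other genes on mean expression turned the Enhanced gbM control score of T2 line 1 to 0.015. With each replicate left out, the De novo gbM score ranged from -0.38 to -0.24 in T2 line 2 and from -0.062 to 0.0038 in T3 line 1. The Enhanced gbM score ranged from -0.21 to -0.15 in T2 line 2, from -0.11 to -0.085 in T3 line 1 and from -0.094 to -0.074 in T3 line 2. The Enhanced gbM control score of T3 line 2 ranged from -0.014 to 0.0057. The cause was not tested.

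Overlaps of gbM genes with DEGs of any ZF-SssI (+) comparison were 45 De novo gbM genes up and 75 down, and 18 Enhanced gbM genes up and 72 down. With the DEG lists of Supplementary Data 6, 2 De novo gbM genes and 2 Enhanced gbM genes were among the shared DEGs down. The association of hCG DMRs with ZF-SssI (+) DEGs down passed 0.05 only with hCG DMRs of Cluster 4, at an odds ratio of 2.67 (Fisher's exact p = 0.0430, and 0.0632 to 0.337 under the other 5 alternatives). With a window of 0.5 kb the odds ratio of ZF-SssI (‒) DEGs up turned from below 1 to 1.55. The listed part of the hCG DMRs holds 20 DEGs down, which limits the precision of these odds ratios.

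CG methylation at FWA moved with the region more than with any other choice. It was 94.7%, 88.1% and 88.6% in Regions 1, 2 and 3 of Col-0, and 83.3%, 40.1% and 6.48% with ZF-SssI in fwa. It was 75.2%, 73.2% and 44.2% with ZF-SssI in fwa nrpd1, 75.4%, 69.1% and 44.6% in fwa nrpe1, and 88.7%, 74.1% and 54.8% in fwa drm1/2. CHH methylation was 21.0%, 7.73% and 6.87% in Col-0, 9.14%, 3.05% and 1.48% with ZF-SssI in fwa, 1.03%, 0.709% and 0.523% in fwa nrpd1, and 0.825%, 0.964% and 0.716% in fwa nrpe1. With ZF-SssI in fwa drm1/2 it was 0.921% in Region 2 and 0.736% in Region 3. Pooling the reads gave CG levels of 88.7% in Col-0, 31.2% with ZF-SssI in fwa, 62.8% in fwa nrpd1, 58.1% in fwa nrpe1 and 70.4% in fwa drm1/2. The pooled CHH levels were 7.16%, 3.78%, 0.784%, 0.810% and 0.816%. With at least 100 reads per cytosine, or on the minus strand alone, CG methylation in Col-0 was 89.0% and CHH methylation 6.95%, because the plus-strand cytosines with few reads are left out. At that coverage 9 CG cytosines could be compared in each of fwa nrpd1, fwa nrpe1 and fwa drm1/2, and all 9 were higher with ZF-SssI, since Region 2 of the untransformed libraries had too few reads.

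Of 36 log2 fold changes of named genes, 5 never changed side or sign. With each replicate left out, that of FWA, which differed from Col-0 in no group, ranged from -0.052 to 0.81 in ZF-SssI (+) T2 line 1, from -0.49 to 0.29 in T3 line 1 and from -0.093 to 0.74 in T3 line 2. In ZF-SssI (‒) it ranged from -0.25 to 0.73 in T2 line 2, from -0.97 to 0.016 in T3 line 1 and from -0.38 to 0.39 in T3 line 2. Between 2 and 124 reads per library fell on FWA, so small changes of it can take either sign by counting error. Over all named genes, 71 values were weaker and 11 reversed, out of 453.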

Differences from the paper's values

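Of 24 values of the paper that were computed again, 16 differ by more than 1.5 times. Among them are 12 of the 16 numbers of DEGs against Col-0. The alternatives named as having closed a gap were set before the data were examined, except DESeq2 with all 35 libraries in one fit, which was chosen after seeing the values.

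The paper's number of shared downregulated DEGs in ZF-SssI (+) is 41, and 1 was found here. One edgeR fit of all 35 libraries closed this gap with 39, and the other alternatives set before the data were examined did not. For ZF-SssI (‒) the paper's number is 10 and 0 were found (3 at an unadjusted p under 0.05), and none of those alternatives closed the gap. DESeq2 with all 35 libraries in one fit, chosen after seeing the values, gave 41 and 10, the same genes as the paper's 41 and 10. It also gave 62 shared ZF-SssI (+) DEGs up, with all of the paper's 61 among them, where 44 were found here and 41 of these 44 are in the paper's list.

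In ZF-SssI (+) T3 line 2, 79 DEGs up were found against about 120 in Supplementary Fig. 5B (the paper's value, read by eye). DESeq2 (118) and the edgeR fit of all 35 libraries (99) closed this gap, and the other alternatives did not. DEGs down numbered 38 in T2 line 1 against the paper's about 200 in Supplementary Fig. 5B, 676 in T2 line 2 against about 1400, 57 in T3 line 1 against about 210, and 120 in T3 line 2 against about 250, all read by eye. For T2 line 2 the height of the bar was used, since the number printed in the figure is larger than the bar and may be a typing error. The edgeR fit of all 35 libraries closed these 4 gaps with 173, 1352, 219 and 238. DESeq2 closed that of T3 line 2 only, with 217, and the other alternatives closed none of the 4.

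In ZF-SssI (‒), DEGs up numbered 0 in T2 line 1 (82 at an unadjusted p under 0.05) against the paper's about 13 in Supplementary Fig. 5B, 13 in T2 line 2 against about 120, and 90 in T3 line 2 against about 190, all read by eye. DESeq2 closed these 3 gaps with 11, 156 and 164. The first was also closed without replicate 4 (14), and the last without replicate 1 (155), by the edgeR fit of all 35 libraries (166) and with the lane as a covariate in it (158). The other alternatives did not close them.

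DEGs down in ZF-SssI (‒) numbered 0 in T2 line 1 (103 at an unadjusted p under 0.05) against the paper's about 21 in Supplementary Fig. 5B, 5 in T2 line 2 against about 92, 27 in T3 line 1 against about 120, and 217 in T3 line 2 against about 450, all read by eye. None of the alternatives set before the data were examined closed the gap of T2 line 1. DESeq2 closed that of T2 line 2 with 66, and the edgeR fit of all 35 libraries that of T3 line 1 with 124. For T3 line 2, the gap was closed without replicate 1 (335), by the edgeR fit of all 35 libraries (443) and with the lane as a covariate in it (435). DESeq2 with all 35 libraries in one fit, chosen after seeing the values, closed all 12 of these gaps in the numbers of DEGs against Col-0. It gave 123 up and 197, 1370, 206 and 248 down in ZF-SssI (+), and 13, 120 and 189 up and 21, 92, 123 and 455 down in ZF-SssI (‒).

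Among De novo gbM genes, 0 shared ZF-SssI (+) DEGs down were found against the paper's about 3 in Supplementary Fig. 6D (read by eye), and among Enhanced gbM genes 0 against about 3 in the same figure. The only shared DEG down leaves little room for either count. Neither gap was closed by the alternatives set before the data were examined that were compared with the figure. With the DEG lists of Supplementary Data 6, and with DESeq2 on all 35 libraries in one fit, chosen after seeing the values, the counts were 2 and 2 in the listed part of the gbM genes.

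The paper states that hCG DMRs near the TSS go with downregulated genes in ZF-SssI (+). On the listed part of the hCG DMRs the odds ratio for DEGs down was 1.90 (p = 0.253 by a two-sided Fisher's exact test). The paper's test was one-sided and was not limited to this part. With 20 DEGs down and a 95% confidence interval of 0.674 to 6.12, the listed part cannot show a difference from the paper's result. The odds ratio passed 0.05 with hCG DMRs of Cluster 4 alone (2.67, Fisher's exact p = 0.0430). With the other alternatives, Fisher's exact p lay between 0.0632 and 0.337.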

Other observations

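Apart from the splits of the libraries in the comparisons with Col-0 and the lane tests of the shared DEGs, the tests in this part were chosen only after the results were seen.

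For each comparison with Col-0, the DEGs were counted again in other splits of the same libraries. Of 35 splits, 8 part all same-numbered pairs, the real one included, and the others keep at least 1 pair together. In all 14 counts above 0, 1 of the 8 splits, the real one, gave as many DEGs, and the largest count of another of the 8 was 1. For DEGs up or down in ZF-SssI (‒) T2 line 1, which were 0 (82 and 103 at an unadjusted p under 0.05), all 8 did. The shared DEGs of ZF-SssI (+), up or down, were as many in 1 of the 8 splits, and the counts of 0 for ZF-SssI (‒), up or down (0 and 3 at an unadjusted p under 0.05), in 8 of 8. With 8 splits the share cannot fall under 0.05, so these splits alone cannot rule out a chance split. Over all 35 splits, the real one was the only one with as many DEGs in each of the 14 counts, and the largest count of another split was 4. A chance split is therefore unlikely for these counts if the replicate numbers do not pair plants. The split between Col-0 and ZF-SssI (+) is also the split between lanes 6 and 7, so lane and transgene cannot be told apart by it.

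The size of a lane effect was taken from ZF-SssI (‒) T3 line 1, where 0 genes passed between the lanes (75 up and 198 down at an unadjusted p under 0.05, of 21852). Over the 44 shared ZF-SssI (+) DEGs up, the median log2 fold change was 1.66 in the ZF-SssI (+) comparisons and 0.27 between the lanes, a ratio of 0.163. A lane effect of this size is not a sufficient explanation. For the shared DEG down the ratio was 0.0370, but 1 gene cannot show a lane effect or rule it out. The 10 shared DEGs down of DESeq2 had a median log2 fold change of -1.59, and -0.37 between the lanes, a ratio of 0.232. Of the 9 in the lane test, 7 had the same sign there. The 44 genes had a median log2 fold change of 0.45 in ZF-SssI (‒), and 37 of them were called in at least 1 ZF-SssI (‒) comparison. For the 421 DEGs up in ZF-SssI (‒) T3 line 1, the median log2 fold change was 1.13 in the 2 libraries of lane 6 and 1.37 in those of lane 7, a ratio of 0.825, and all 421 had the same sign in both. Those genes were called with the libraries of both lanes, which favors genes that are alike in both. With the libraries of lane 6 alone 0 genes were up (442 at an unadjusted p under 0.05), and with those of lane 7 alone 348. Of these 348, 347 were tested with lane 6, and 346 had the same sign there, with a median log2 fold change of 1.06 against 1.35, a ratio of 0.784. The lane is therefore an unlikely explanation for most of these DEGs, though both fits share the Col-0 libraries. An effect that lasts after the transgene is lost may be another, as a hypothesis. In T3 line 1, log2 fold changes against Col-0 with and without the transgene had a Pearson correlation of 0.917 across 21117 genes, which are not independent and share the same Col-0 libraries. In T2 line 1, T2 line 2 and T3 line 2 it was 0.509, 0.358 and -0.0258.

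ZF-SssI (‒) T2 line 1 replicate 1 stood apart in the genes that were up in the other 3 ZF-SssI (+) comparisons. The mean log2 change of these 50 genes from Col-0 was 1.18 in this library, and 0.23, -0.28 and -0.54 in the other replicates. The Col-0 libraries lay between -0.22 and 0.25, and the ZF-SssI (+) T2 line 1 libraries had a mean of 1.63. Across 22211 genes, its log2 changes had a Pearson correlation of 0.495 with the mean of ZF-SssI (+) T2 line 1 and of 0.283 with the other ZF-SssI (‒) replicates. These were 0.419 and 0.700 for replicate 2, 0.0980 and 0.336 for replicate 3, and -0.15 and 0.253 for replicate 4. By the second measure replicate 1 is therefore not the least like its group. The library is from lane 6 like the other 3, so the lane of the ZF-SssI (+) libraries is not the explanation. Its total of 15722386 reads lies within those of its group, 14639277 to 19346775. Without this library alone, the siblings of T2 line 1 differed in 820 DEGs up and 115 down, against 64 and 10 with it. Without replicate 1 of ZF-SssI (+) alone they differed in 9 up and 1 down. A mislabelled sample is a candidate explanation and cannot be told apart from a difference between single plants. The ZF-SssI (‒) groups themselves differed in this score, with means of 0.88 in T2 line 2, 1.47 in T3 line 1 and -0.54 in T3 line 2.

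MRD1 (AT1G53480) was expressed at 38.8 to 52.8 CPM in all 16 libraries of line 2, with or without the transgene and in T2 or T3, and at 1.00 to 2.25 CPM in Col-0. The 15 libraries of line 1 lay between 0.650 and 45.4 CPM. HEI10 (AT1G53490), which overlaps MRD1 on the other strand, had 11.1 to 21.0 CPM in line 2, 3.51 to 4.87 CPM in Col-0 and 3.37 to 18.2 CPM in line 1. The transgene is not needed for the rise, since the lowest of the 8 line 2 libraries without it had 38.8 CPM. The lane is not the explanation, since within lane 6 the median of line 2 was 28.2 times that of Col-0. A change that was fixed in the line 2 plants and was still segregating in line 1 may explain the pattern. Both genes are in the DEG lists of Supplementary Data 6, while the paper's text does not name them. MRD1 differed from the 4 Col-0 libraries in every line 2 group, with log2 fold changes of 4.78 to 5.01. The adjusted p lay between 1.9e-05 and 0.000194 by edgeR's test. Differences among Col-0 plants beyond these 4 libraries were not tested, and the DNA methylation of the locus was not analysed here.

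The genes used as controls for De novo gbM in the listed part (1557 of them tested) were themselves higher in ZF-SssI (+). Their set score relative to Col-0 was 0.35 in T2 line 1 (two-sided exact permutation p = 0.0571, adjusted 0.0761), and 0.50 in T2 line 2, 0.40 in T3 line 1 and 0.22 in T3 line 2 (exact permutation p = 0.0286 and adjusted 0.0458 each), with every ZF-SssI (+) library above Col-0. These genes are shorter, with a median length of 1034 against 1545 bases. Against genes of matched length the mean difference was 0.932 times as large, so gene length is not the explanation. Thinned counts gave 0.95 of the mean difference, so library size is not the explanation. The difference between lanes, from 2 libraries against 2 in ZF-SssI (‒) T3 line 1, was 0.0712, or 0.193 of the mean difference. A lane effect of that size is too small to explain the mean, but is a larger part of the 0.22 of T3 line 2. All ZF-SssI (+) libraries differ from Col-0 in lane, so a part played by lane is left open. Without the transgene, ZF-SssI (‒) T3 line 1 reached 0.368 (exact permutation p = 0.0286, 4 of 4 libraries above Col-0), while T3 line 2 had -0.24 (exact permutation p = 0.0286, 4 of 4 below). T2 line 1 had 0.035 (exact permutation p = 0.857) and T2 line 2 had 0.18 (exact permutation p = 0.0857). The transgene is therefore not needed for a higher score in T3 line 1. The score was higher with the transgene than without it in all 4 pairs, a difference that was not tested, so the transgene may still contribute.

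DEGs of any ZF-SssI (+) comparison fell unevenly on gbM genes, which could follow from expression level and gene length. Within 50 strata of both, the common odds ratio of Enhanced gbM genes (Mantel-Haenszel) was 0.311 among DEGs up and 1.63 among DEGs down, against 0.258 and 1.65 without strata. For De novo gbM genes it was 1.90 among DEGs down, against 2.14 without strata. These values treat genes as independent. Expression level and length therefore do not account for the overlaps. Most of the DEGs down are from T2 line 2, with 66 De novo and 64 Enhanced gbM genes. Enhanced gbM genes were 15 of the DEGs down in T3 line 2, where 7.84 would be by chance (adjusted Fisher's exact p = 0.0343). In T2 line 1 they were 3 against 2.60 and in T3 line 1 3 against 2.92. In ZF-SssI (‒) T3 line 2 they were fewer than by chance, with 5 against 13.6 (odds ratio 0.337, adjusted Fisher's exact p = 0.0343). De novo gbM genes were 13 of the DEGs down in ZF-SssI (+) T3 line 2, against 6.29 by chance (adjusted Fisher's exact p = 0.0343). In T2 line 1 they were 4 against 2.01 and in T3 line 1 4 against 2.53, neither of which passed. Of DEGs up they were 8 against 17.8 in ZF-SssI (+) T2 line 1 (adjusted Fisher's exact p = 0.0343). In ZF-SssI (‒) T3 line 2 they were 11 of the DEGs up, against 4.48 (adjusted Fisher's exact p = 0.0187). The low number of Enhanced gbM genes among DEGs up was also found without the transgene, with 3 in ZF-SssI (‒) T3 line 1 where 24.5 would be by chance (adjusted Fisher's exact p = 3e-07), but not in ZF-SssI (‒) T3 line 2, with 5 where 5.34 would be by chance (Fisher's exact p = 1).

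Global expression was also compared between groups of ZF-SssI libraries. Of 12 differences, those of ZF-SssI (+) and (‒) T2 line 2 (-0.18) and T3 line 2 (-0.12), and of ZF-SssI (‒) T3 line 1 and T3 line 2 (-0.11) and T2 line 2 and T3 line 2 (-0.055) had the smallest p that 4 libraries against 4 allow (0.0286 by a two-sided exact permutation test). None passed 0.05 after adjustment, with a lowest value of 0.0857.

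The Col-0 BS-PCR-seq library held further amplicons on chromosome 4 that no other library covered. From 13034186 to 13034276, in SLK1, its mean CG methylation was 92.9% over 6 cytosines, and from 13029715 to 13029766, in SLK3, it was 71.4% over 4. The FWA site at 13038385, with 28% of 50 reads methylated in untransformed fwa, had 26.7%, 26.4% and 27.8% in fwa nrpd1, fwa nrpe1 and fwa drm1/2.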
